# Spinal cord repair is modulated by the neurogenic factor Hb-egf under direction of a regeneration-associated enhancer

**DOI:** 10.1038/s41467-023-40486-5

**Published:** 2023-08-11

**Authors:** Valentina Cigliola, Adam Shoffner, Nutishia Lee, Jianhong Ou, Trevor J. Gonzalez, Jiaul Hoque, Clayton J. Becker, Yanchao Han, Grace Shen, Timothy D. Faw, Muhammad M. Abd-El-Barr, Shyni Varghese, Aravind Asokan, Kenneth D. Poss

**Keywords:** Regeneration, Regeneration, Growth factor signalling, Spinal cord injury

## Abstract

Unlike adult mammals, zebrafish regenerate spinal cord tissue and recover locomotor ability after a paralyzing injury. Here, we find that ependymal cells in zebrafish spinal cords produce the neurogenic factor Hb-egfa upon transection injury. Animals with *hb-egfa* mutations display defective swim capacity, axon crossing, and tissue bridging after spinal cord transection, associated with disrupted indicators of neuron production. Local recombinant human HB-EGF delivery alters ependymal cell cycling and tissue bridging, enhancing functional regeneration. Epigenetic profiling reveals a tissue regeneration enhancer element (TREE) linked to *hb-egfa* that directs gene expression in spinal cord injuries. Systemically delivered recombinant AAVs containing this zebrafish TREE target gene expression to crush injuries of neonatal, but not adult, murine spinal cords. Moreover, enhancer-based HB-EGF delivery by AAV administration improves axon densities after crush injury in neonatal cords. Our results identify Hb-egf as a neurogenic factor necessary for innate spinal cord regeneration and suggest strategies to improve spinal cord repair in mammals.

## Abstract (web summary)

Zebrafish can regenerate after paralyzing spine injuries and regain locomotor ability, unlike mammals. Here authors show that the neurogenic factor Hb-egf promotes spinal cord regeneration in zebrafish and is regulated by an enhancer that can similarly direct expression in the pro-regenerative setting of neonatal mice.

## Introduction

Adult mammals including humans display little or no regeneration in response to spinal cord injury, leading to sensorimotor deficits and paralysis. The pathophysiology of spinal cord injury is multifaceted and complex. It requires treatments acting not only on movement and sensation, but also on associated complications of respiratory, cardiovascular and urinary systems^1^. Rehabilitation can minimize deficits after moderate spinal cord injuries, and electrical stimulation has been shown to provide some benefits in recent years. Yet, they both fail to fully restore cell composition and function of the endogenous, damaged tissue, leaving individuals with spinal cord injury paralyzed for life in most cases. Consistent with initial results in opossum^2^, a recent study reported that the neonatal mouse spinal cord can mount a regenerative response to spinal cord injury that permits the growth of long projecting axons through lesion sites^3^. Stage-specific roles of immune cells like microglia were implicated as one component of this transient regenerative capacity^3^. Other candidate stage-dependent influences on the potential for mammalian spinal cord regeneration include the tissue composition of scar-forming fibroblasts or glial cells^4–8^, developmental changes in growth, survival, or metabolic programs^9–11^, and alterations in chromatin environment or transcription factor binding that might affect gene expression underlying any of the above processes^12,13^.

The study of high regenerative capacity in non-mammalian vertebrates is a centuries-old strategy to identify determinants of regeneration. Of note, laboratory zebrafish can fully regenerate and recover function after complete spinal cord transection and crush injuries, at any point in life^14–16^. Spinal cord injury in adult zebrafish triggers proliferation of ependymo-radial glial cells (ERGs) lining the central canal, also referred to as “radial glia”, “tanycytes” and “ependymoglia”^15–21^. A subpopulation of glial progeny helps form a tissue bridge between the rostral and caudal stumps, events that depends on signaling by Fibroblast growth factors (Fgfs) and Connective tissue growth factor a (Ctgfa)^19,22^. Though a topic of debate, these bridges have been proposed to serve as possible scaffolds across which axons extend to re-establish functional connections^19,22^. A variety of intrinsic and extracellular factors have been implicated in guidance of axons across the lesion site in adult zebrafish, among which are secreted proteins (Sema4D), extracellular matrix components (Tenascin-C), scaffolding proteins (Syntenin-A), transcription factors (Atf3 and 6), microRNAs (mi133) and immune-cell derived factors (Neurotrophin 3)^23–28^.

ERGs are also the source of new neurons in the vicinity of the lesion^16,17^. Although zebrafish ERGs are grossly homogeneous in morphology, their dorsoventral position with respect to the central canal has been reported to define their neuronal progeny after spinal cord injury, predicting whether they give rise to motoneurons or interneurons^15,20,29^. Similar progenitors with the ability to produce neurons also exist in the mammalian spinal cord, but they possess low neurogenic potential in vivo^30^. In this study, we examined transcriptomes for factors that are induced during the regeneration of injured adult zebrafish spinal cords and that may have neurogenic roles, and our experiments highlighted a key role for signaling by Heparin-binding epidermal growth factor (Hb-egf). Hb-egf is a secreted glycoprotein member of the epidermal growth factor (Egf) family of growth factors, and it signals through Egf receptor (Egfr) and the related receptor tyrosine kinase ErbB4^31^. Binding of Hb-egf to its receptors triggers known downstream cascades, the most common of which are the mitogen-activated protein kinase (MAPK)/extracellular signal-regulated kinase (ERK) pathway, the (PIK3)/protein kinase B (Akt) pathway and the phospholipase Cγ (PLCγ) pathway. Wnt and Notch signaling cascades also act downstream of Hb-egf. Hb-egf has been implicated in neurogenesis during retinal regeneration in zebrafish using morpholino knockdown techniques^32^, and it has also been reported to induce neurogenesis in the hippocampal subventricular zone and dentate gyrus in mice and rats^33,34^.

Here, we employed a variety of molecular genetic, biomaterials, and profiling approaches in zebrafish to demonstrate a new role for Hb-egfa, produced by one of the zebrafish *hb-egf* paralogs, in innate spinal cord regeneration. We find that Hb-egfa is synthesized in ERGs at lesion sites and is required for neurogenesis and, ultimately, for axon crossing events and functional recovery. With a cross-species strategy that enlists *hb-egfa*-linked DNA control elements of zebrafish, we find that targeted HB-EGF delivery can boost axon density in mammalian spinal cord injury sites.

## Results

### Spinal cord injury induces expression of *hb-egf* genes

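The profiling compared RNA of whole spinal cord tissue from adult zebrafish in 2 groups, with 3 libraries from sham-operated clutchmates and 3 libraries from fish at 1 wpi. Each sample took the cord from 2 mm rostral to 2 mm caudal of the lesion site, so its RNA could come from neurons, ependymo-radial glia, other glia, vessels and any cells that had entered the injured tissue. RNA of tissues outside the cord may also be included. Genes listed for skeletal muscle took from 1.37% (sham replicate 3) to 7.57% (injured replicate 1) of reads counted in genes. Genes listed for oocytes took 0.183% in sham replicate 1 and at most 0.0536% in the others. In these others most of the share came from trim36 and celf1, which were not higher in sham replicate 1 than in sham replicates 2 and 3. The paper states that samples were prepared in triplicate, and its text does not say how many fish each sample held, so p-values measure the spread between these samples. The authors aligned single-end reads to the zebrafish genome (danRer10) with TopHat2, kept alignments above a mapping quality limit and counted reads per gene with htseq-count, and these raw counts per gene symbol were the starting point here. Reads counted in genes numbered 19310220, 21490549 and 24161526 in sham replicates 1, 2 and 3, and 30147448, 26681874 and 21926842 in injured replicates 1, 2 and 3. Counted and uncounted reads in the files, after alignment and filtering, came to between 34653701 and 51803677 per library. Genes with too few counts for their group were left out, which kept 12804 genes, and library sizes were scaled by TMM. The groups were compared with edgeR's quasi-likelihood test, and p-values were adjusted over all genes tested with a threshold of 0.05. A replicate block was not part of this fit. Levels are given as CPM, a gene's count relative to the scaled library size. The share of reads that fell outside annotated genes was 43.8% in sham replicate 1, 50.9% and 51.3% in sham replicates 2 and 3, and between 41.2% and 42.1% in the injured libraries.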

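RNA of both hb-egf paralogs lay higher in each of the 3 injured libraries than in each of the 3 sham libraries. For hbegfb the margin was small, with 21.1 CPM in injured replicate 1 against 20.9 CPM in sham replicate 1. Groups without overlap, in either direction, were found for 44.7% of all genes tested. For hbegfa, which encodes a membrane-anchored ligand of Egf receptors and is written hb-egfa in the paper, the level was 42.2 ± 24.4 CPM (SD, n = 3) in sham cords and 81.8 ± 4.79 CPM (SD, n = 3) in injured cords. Its paralog hbegfb measured 13.2 ± 6.70 CPM (SD, n = 3) in sham cords and 25.8 ± 4.43 CPM (SD, n = 3) in injured cords. The log2 fold change of hbegfa was 0.96 (standard error 0.378, adjusted p = 0.121 from edgeR's quasi-likelihood test). That of hbegfb was 0.96 (standard error 0.356, adjusted p = 0.106 from the same test), so neither gene passed the threshold of 0.05. An exact permutation test of each gene (2-sided) gave p = 0.1, the smallest p that 3 libraries against 3 allow. Within the sham group, hbegfa measured 70.4 CPM in replicate 1 against 30.0 and 26.3 CPM in replicates 2 and 3, and hbegfb measured 20.9 CPM against 10.3 and 8.53 CPM. When sham replicate 1 was left out, the log2 fold changes were 1.54 for hbegfa (adjusted p = 0.000104 from edgeR) and 1.46 for hbegfb (adjusted p = 0.00100). Leaving out any other single library gave adjusted p-values from 0.189 to 0.284 for the pair. DESeq2 on all 6 libraries called both genes, with adjusted p = 0.0406 for hbegfa and 0.0368 for hbegfb.

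**Figure D1:**
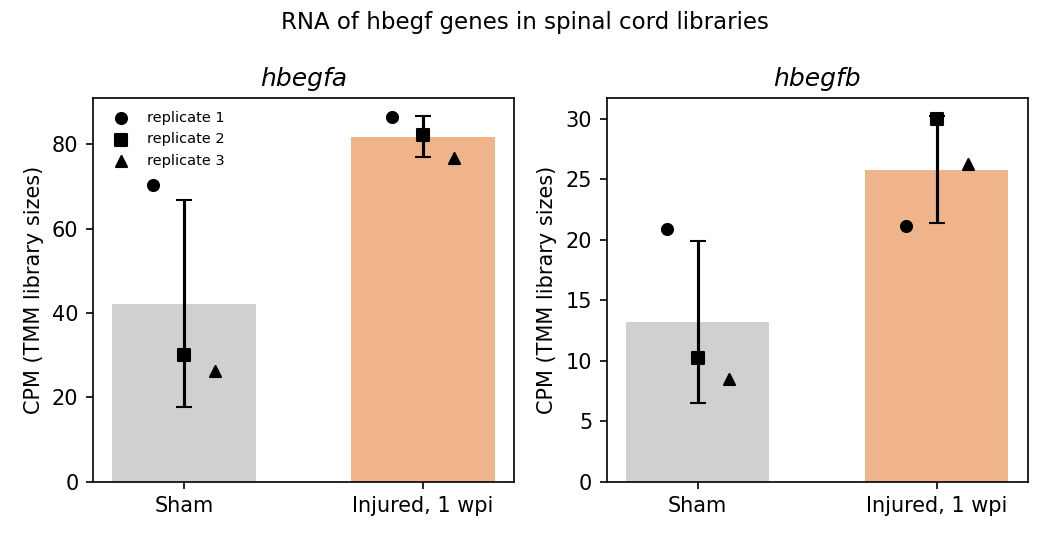
RNA of hbegfa and hbegfb in each spinal cord library, in CPM with TMM library sizes. Bars are means, error bars are SDs (n = 3 libraries per group), and symbols are the libraries by replicate number. Sham replicate 1 lies at 70.4 CPM for hbegfa and at 20.9 CPM for hbegfb, above the other sham libraries and below the injured ones. The lowest injured library for hbegfb lies at 21.1 CPM.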

In an expression profiling experiment for potentially neurogenic growth factor genes induced during zebrafish spinal cord regeneration, we noted that both gene paralogs of *heparin-binding epidermal growth factor*, *hb-egfa* and *hb-egfb*, display sharp increases in RNA levels at 1 week after transection injury (wpi) (Fig. 1a–c, Supplementary Fig. 1b, c and Supplementary Data 1). In situ hybridization (ISH) visualized low presence of *hb-egfa* transcripts in uninjured spinal cord, which increased sharply in stump ependymal cells after transection injury, as well as in other cells surrounding the central canal (Fig. 1b and Supplementary Fig. 1b). *hb-egfb* expression was undetectable in uninjured spinal cord but could be detected sparsely in cells throughout the injured cord stumps at 1 and 2 wpi (Fig. 1c and Supplementary Fig. 1c). 

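Of 36 measured zebrafish genes of the Hb-egf network that the paper draws in Supplementary Fig. 1a, 4 rose at 1 wpi, none was lower and 32 did not pass the test (6 rose when adjusted over the list alone). The authors chose this network on these same samples, so its count is not independent evidence of a direction. The largest of these rises was that of jun, a subunit of the AP-1 transcription factor, with a log2 fold change of 0.77 (standard error 0.181, adjusted p = 0.0485 from edgeR). Next came stat3, a transcription factor downstream of cytokine receptors, with 0.73 (standard error 0.128, adjusted p = 0.0352). nfkb2, an NF-κB subunit, rose by 0.60 on the log2 scale (standard error 0.134, adjusted p = 0.0464). Over all 36 genes the median log2 fold change was 0.35, and 0.55 without sham replicate 1, and 31 genes had a positive one. As a set the network ranked above other genes by limma's camera test (adjusted p = 0.000141 over 28 lists with a preset correlation between genes, adjusted p = 0.634 with an estimated correlation). Sham replicate 1 lay at 0.758 of the way from the mean of sham replicates 2 and 3 to the injured mean (median over the 29 network genes called without it). With sham replicate 1 left out, 25 network genes were higher and 4 lower, and with upper-quartile scaling jun and nfkb2 did not pass, which left 2. Leaving out any other single library, edgeR called none, with 10 to 15 at an unadjusted p under 0.05, while DESeq2 called 7 to 9 higher and none lower.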

We assessed transcriptomic datasets for uninjured and 1 wpi cords, finding expression changes in several downstream targets of Hb-egf by pathway analysis of differentially modulated genes. These targets included Akt, the extracellular signal-regulated kinase ERK1/2, and Erbb receptors, previously shown to mediate downstream Hb-egf signaling cascades^35^ (Supplementary Fig. 1a).

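Among the genes that encode these targets and receptors, egfra rose and erbb4a fell at 1 wpi. egfra, an Egf receptor, measured 105 ± 12.5 CPM (SD, n = 3) in sham cords and 142 ± 4.48 CPM (SD, n = 3) in injured cords, a log2 fold change of 0.43 (standard error 0.0988, adjusted p = 0.0466 from edgeR). erbb4a, a receptor of neuregulins and of Hb-egf, measured 7.89 ± 1.07 CPM (SD, n = 3) in sham cords and 4.52 ± 0.447 CPM (SD, n = 3) in injured cords, a log2 fold change of -0.80 (standard error 0.163, adjusted p = 0.0421 from edgeR). The other 3 measured receptor genes did not pass the test, with log2 fold changes of 0.62 for erbb2, -0.16 for erbb3a and 0.01 for erbb3b, the last at about 0.511 CPM in sham cords (adjusted p = 0.181, 0.460 and 0.989), and erbb4b was not analysed here. Adjusted over the list alone, 1 of the 5 receptor genes was higher and 1 was lower, and as a set they did not stand apart (adjusted p = 0.927 from camera). akt1 and mapk3, which encode Akt1 and the kinase ERK1, were named outside the rule for named genes, after their values had been seen. akt1 had a log2 fold change of 0.27 (standard error 0.0872, adjusted p = 0.0843) and mapk3 one of -0.27 (standard error 0.108, adjusted p = 0.128). These are RNA levels and give no measure of kinase activity. In the fit without sham replicate 1, 2 receptor genes were higher and 1 was lower, and akt1 and mapk3 passed the threshold (adjusted p = 0.00587 and 0.00175 from edgeR). Leaving out any other single library, edgeR called none of the 5 receptor genes, with 2 at an unadjusted p under 0.05, and DESeq2 called 1 higher and 1 lower. With upper-quartile scaling egfra did not pass the threshold (adjusted p = 0.0533).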

**Fig. 1:**
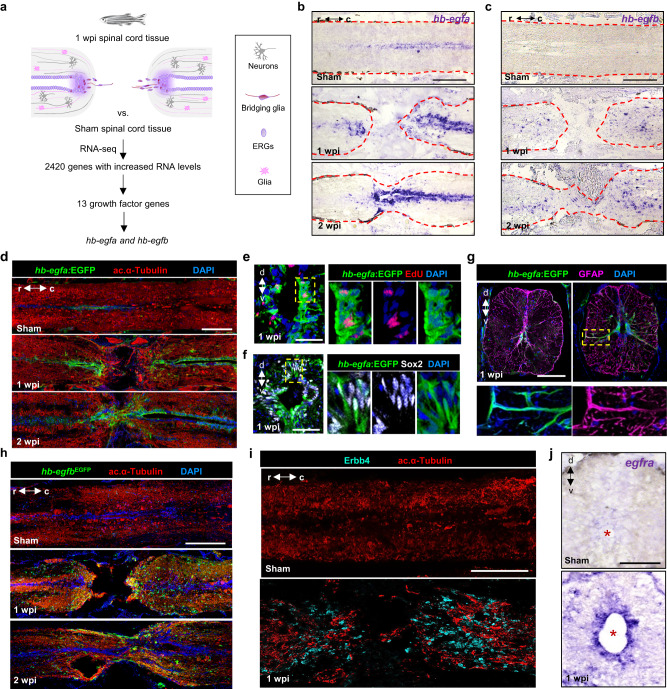
*hb-egf* genes are induced in zebrafish spinal cord after injury. **a** Strategy used to identify regulators of spinal cord regeneration. **b**, **c** In situ hybridization for *hb-egfa and hb-egfb* on longitudinal sections of zebrafish spinal cord at 1 and 2 wpi, and in sham-injured controls. Dashed lines delineate spinal cord. **d** Sections of spinal cord tissue indicating *hb-egfa:EGFP* BAC reporter expression (green) in sham, 1 and 2 wpi animals. Acetylated α-Tubulin (red) stains axons. **e** EdU (red) incorporation assay for cell cycling at 1 wpi in transverse sections of *hb-egfa:EGFP* spinal cord. **f** Assays for Sox2 (white) expression at 1 wpi in transverse sections of *hb-egfa:EGFP* spinal cord. **g** Cross-section of *hb-egfa:EGFP* spinal cord at 1 wpi showing *hb-egfa* expression in ependymoradial-glial cells. GFAP (magenta) stains glial cells. Dashed box is magnified at bottom. **h** Expression of *hb-egfb*^*EGFP*^ in sham injured and injured adult spinal cords at 1 and 2 wpi. **i** Longitudinal sections of spinal cord indicating expression of Erbb4 receptor (cyan) after sham injury or at 1 wpi. **j** Transverse sections of adult spinal cord showing expression of *egfra* mRNA by in situ hybridization after sham injury or at 1 and 2 wpi. *N* = 3 in (**b**–**d**) and (**g**–**j**); *N* = 2 in (**e**, **f**). Asterisks in (**j**) indicate central canal. Dashed area in (**e**, **f**) indicate regions magnified. Scale bars 200 μm in (**b**–**d**, **h**, **i**); 100 μm in (**g**, **j**); 50 μm in (**e**, **f**). d dorsal, v ventral, r rostral, c caudal.

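Of 71 measured genes for secreted growth factors, listed from general knowledge, 6 rose at 1 wpi, 4 fell and 61 did not pass the test (13 higher and 9 lower when adjusted over the list alone). The largest rise was that of mdka, a heparin-binding midkine, from 500 ± 230 CPM (SD, n = 3) in sham cords to 1327 ± 73.9 CPM (SD, n = 3) in injured cords, a log2 fold change of 1.41 (standard error 0.316, adjusted p = 0.0463 from edgeR). pdgfaa, a platelet-derived growth factor, rose by 0.71 on the log2 scale (standard error 0.133, adjusted p = 0.0391). The angiopoietins angpt2b and angpt1, ligands of the endothelial receptor Tie2, rose by 0.61 and 0.60, the progranulin grnb by 0.58 and the neurotrophin bdnf by 0.49 (adjusted p from 0.0313 to 0.0465). The 4 that fell were fgf1a, with a log2 fold change of -1.41 (standard error 0.262, adjusted p = 0.0388), the neuregulins nrg1 with -1.03 and nrg2a with -0.91, and fgf6b with -0.88. Insulin-like growth factor gene igf2b had a log2 fold change of 1.08 (adjusted p = 0.0501) and ctgfa, a factor of bridging glia, one of 0.87 (adjusted p = 0.0961), both short of the threshold. The list as a whole did not stand apart from other genes in limma's camera test (adjusted p = 0.196 from camera). Its median log2 fold change was 0.11, and 0.24 without sham replicate 1. In limma's fry test it passed in the upward direction (adjusted p = 0.0108). Over all 12804 genes tested, 744 were higher and 618 lower at 1 wpi, and 4892 had an unadjusted p under 0.05. Sham replicate 1 lay at 0.621 of the way from the mean of the other sham libraries to the injured mean, as a median over the 41 growth factor genes called without it. With upper-quartile scaling angpt1 and grnb did not pass the threshold (adjusted p = 0.0507 and 0.0504). Without that library 26 growth factor genes were higher and 16 lower, out of 3750 and 3647 genes in all. With any other single library left out, edgeR called no gene, although 3026 to 3440 genes and 22 to 28 growth factor genes had an unadjusted p under 0.05, and DESeq2 called 883 to 1075 genes higher, of which 8 to 10 were growth factor genes.

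**Figure D2:**
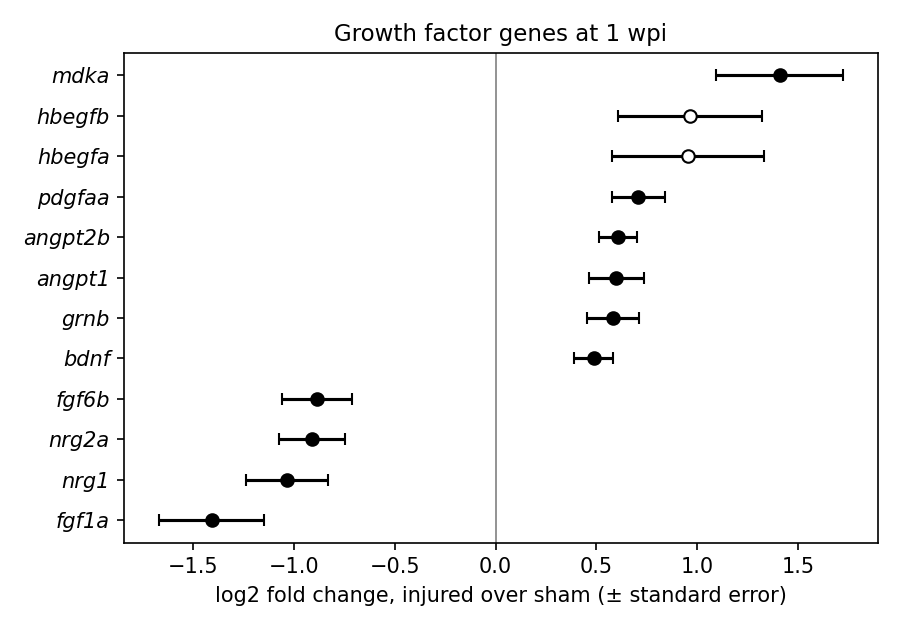
Log2 fold changes, injured over sham, of the growth factor genes past the threshold (filled circles) and of hbegfa and hbegfb, which did not pass it (open circles). Error bars are standard errors from edgeR (3 libraries per group), and the vertical line marks no change. mdka lies highest at 1.41 and fgf1a lowest at -1.41.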

To better visualize cell types expressing *hb-egf* after spinal cord injury, we generated reporter lines representing each paralogue. Sham-injured transgenic *hb-egfa:EGFP* fish, generated with ~100 kb BAC sequences spanning the *hb-egfa* locus, displayed little or no detectable enhanced green fluorescent protein (EGFP) expression in cord tissue (Fig. 1d). Upon spinal cord transection, *hb-egfa*-directed EGFP was detected by 1 wpi in cells lining the central canal, mimicking *hb-egfa* ISH patterns (Fig. 1d). At this timepoint, fluorescence largely co-localized with Sox2 and GFAP, markers of ERGs and glia, respectively, and showed indicators of cell cycling at 1 wpi in 5-ethynyl-2′-deoxyuridine (EdU) incorporation assays (Fig. 1e–g and Supplementary Fig. 1d). *hb-egfa*:EGFP partially colocalized with the neuronal marker HuC/D at 1 wpi, with ~10% of Hu/D^+^ cells also expressing EGFP (Supplementary Fig. 1e, f). *hb-egfa:*EGFP fluorescence largely faded by 6 wpi, at which point regeneration typically nears completion (Supplementary Fig. 1g). Interestingly, we found that both *hb-egfa* mRNA and *hb-egfa*:EGFP displayed a polarized distribution, with greater signals in caudal vs. rostral ends (Fig. 1b and Supplementary Fig. 1h, i), a distribution that we did not observe for other genes implicated in spinal cord regeneration like *ctgfa*, *igf*, and *pdgfa* (Supplementary Fig. 1j)^19,36,37^.

We assessed expression of *hb-egfb* by generating an *EGFP* knock-in allele, revealing negligible fluorescence in uninjured *hb-egfb*^*EGFP*^ spinal cords and diffuse EGFP at 1 and 2 wpi (Fig. 1h and Supplementary Fig. 1c). Consistent with ISH, *hb-egfb*^*EGFP*^-directed fluorescence was poorly represented in ependymal cells around the central canal or at sites of tissue bridging (Fig. 1h and Supplementary Fig. 1k). Expression of the potential Hb-egf receptors Erbb4 and Egfr was undetectable in uninjured animals. By 1 wpi, Erbb4 protein was mostly localized in cells at the lesion site. Erbb4 showed little or no expression in ERGs lining the central canal (Fig. 1i). By contrast, *egfra* receptor transcripts were detectable in cells lining the central canal, the spinal cord domain where ERGs reside (Fig. 1j). Thus, *hb-egf* paralogs, receptors, and bioinformatically identified targets are induced after spinal cord injury, with the *hb-egfa* paralog displaying more prominent expression in ERG progenitors.

### Hb-egfa is required for zebrafish spinal cord regeneration

To test requirements for *hb-egf* gene function during spinal cord regeneration, we removed sequences between exons 1 and 4 of *hb-egfa* (referred to as *hb-egfa*KO) and exons 3 and 4 of *hb-egfb* (referred to as *hb-egfb*KO) using CRISPR/Cas9 editing (Supplementary Fig. 2a, b). Animals with mutations in both *hb-egf* paralogues (*hb-egf* dKO) were generated and analyzed first, given the possibility of compensatory effects by gene paralogs that can mask phenotypes in zebrafish^38^. *hb-egf* dKO animals showed no detectable *hb-egf* mRNAs at 1 wpi and are viable to adulthood (Supplementary Fig. 2c, d). These animals showed minimal Sox2^+^ ERG cycling when uninjured like their wild-type clutchmates, assessed by incorporation of 5-ethynyl-2′-deoxyuridine (EdU) (Supplementary Fig. 2e, f), and they displayed grossly normal swim behavior (Fig. 2a and Supplementary Fig. 2g, h).

**Fig. 2:**
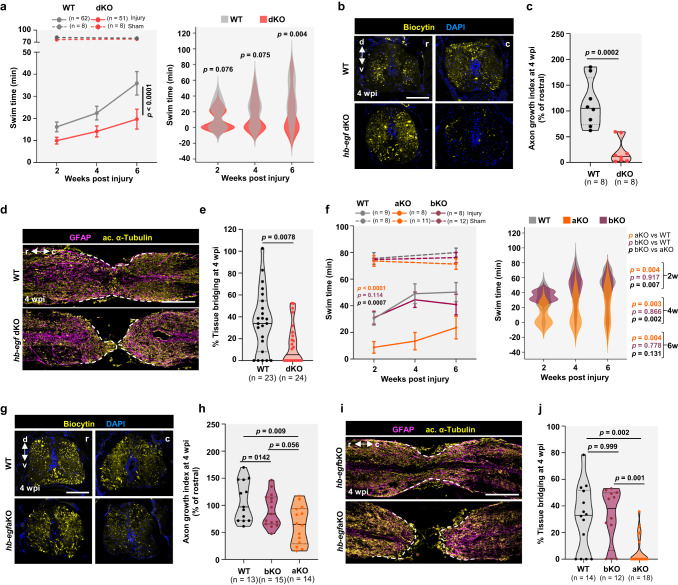
*hb-egfa* paralog is required for zebrafish spinal cord regeneration. **a** Swim capacity of WT (gray) and dKO (red) animals at increasing currents. Data shown as line graphs at increasing timepoints (left) and overlapping violins at each timepoint (right). Two-way repeated-measures ANOVA tests with Holm-Šidák correction. *p* values for sham groups (left graph, dashed lines) are 0.711 and 0.783 at 2 and 6 weeks, respectively. *p* < 0.0001 in left panel represents comparison of performance over all timepoints. **b** Sections of WT and *hb-egf* dKO cords located rostral or caudal to transection site, after anterograde axon tracing at 4 wpi. Quantification in (**c**) *N* = 3. **d** Tissue sections indicating the glial marker GFAP (magenta) and axonal marker acetylated α-Tubulin (yellow) in WT and *hb-egf*dKO spinal cords at 4 wpi. Dashed lines delineate tissue bridging. Quantification in (**e**). *N* = 4. **f** Swim capacity assayed of WT (gray), *hb-egfa* (orange), or *hb-egfb* (dark red) animals. Data shown as line graphs at increasing timepoints (left) and overlapping violins at each timepoint (right). Two-way repeated-measures ANOVA tests with Holm-Šidák correction. *p* values for sham groups (left graph, dashed lines) are 0.730 and 0.236 for aKO vs. WT at 2 and 6 weeks, respectively; 0.862 and 0.681 for bKO vs. WT at 2 and 6 weeks, respectively; 0.830 and 0.562 for aKO vs. bKO at 2 and 6 weeks, respectively. *p* values shown in left graph represent comparison of performance over all timepoints for injured groups. **g** Sections of WT and *hb-egfaKO* spinal cords located rostral or caudal to transection site, after anterograde axon tracing at 4 wpi. Quantification in (**h**). *N* = 2. **i** Tissue sections indicating GFAP (magenta) and acetylated α-Tubulin (yellow) in *hb-egfaKO* or *hb-egfbKO* spinal cords at 4 wpi. Dashed lines delineate tissue bridging. Quantification in (**j**). *N* = 2. Scale bars 200 μm in (**d**, **i**), 100 μm in (**b**, **g**). Error bars in (**a**, **f**) (left graphs) indicate SEM. A two-tailed Mann–Whitney test was used for comparisons in (**c**, **e**, **h**, **j**). r rostral, c caudal, d dorsal, v ventral. *n* = number of animals used for the experiments. Source data provided as Source Data file.

We subjected mutant animals to spinal cord injury and assessed regeneration at multiple timepoints, at histological and/or functional levels. We first assessed spinal cord function by testing the ability of animals to swim against increasing velocities of water currents. Our experiments revealed measurably reduced swim capacity in *hb-egf* dKO animals in the weeks following spinal cord injury, particularly at the 6 wpi timepoint (Fig. 2a). Notably, just by viewing animals in their standard aquarium setting at 4 wpi, we could discern less frequent or fluid swimming activities in *hb-egf* dKO animals compared with their wild-type clutchmates (Supplementary Movies 1 and 2). Reduced swim capacity was also indicated at 8 wpi (Supplementary Fig. 2i). We then directly assessed axon crossing across the tissue bridge by anterograde labeling, finding that *hb-egf* dKO animals showed ~80% reduction in rostrocaudal axon crossing compared to wild-types at 4 wpi (Fig. 2b, c). We finally measured tissue bridges, comprising both glia and neurons, by staining longitudinal sections of *hb-egf* dKO and wild-type spinal cords at 4 wpi for glial and axonal markers. The average diameter of bridges was reduced by ~59% in *hb-egf* dKO animals compared to wild-type clutchmates (Fig. 2d, e).

To assess which paralog(s) has an important function in spinal cord regeneration, we performed the same assays in *hb-egfa* and *hb-egfb* single mutants. Swim performance after spinal cord injury was reduced in *hb-egfa*KO animals compared to controls, with swim behavior in aquaria at 4 wpi noticeably different from wild-types, as observed with *hb-egf* dKO animals. Swim capacity in *hb-egfb*KO mutants was comparable to wild-types (Fig. 2f and Supplementary Movies 3 and 4). Correspondingly, *hb-egfaKO* animals showed a ~41% decrease in rostrocaudal axon crossing compared to wild- types at 4 wpi, whereas *hb-egfbKO* animals displayed no measureable defects (Fig. 3g, h). Furthermore, *hb-egfb*KO animals displayed similar tissue bridging compared to wild-types after spinal cord injury. By contrast, we observed a ~80% reduction in tissue bridging in *hb-egfa*KO zebrafish (Fig. 2i, j). Thus, *hb-egf* gene knockout delays and/or disrupts spinal cord regeneration, with our expression data and mutant analysis indicating Hb-egfa is the more crucial gene product of the two paralogs during spinal cord regeneration.

**Fig. 3:**
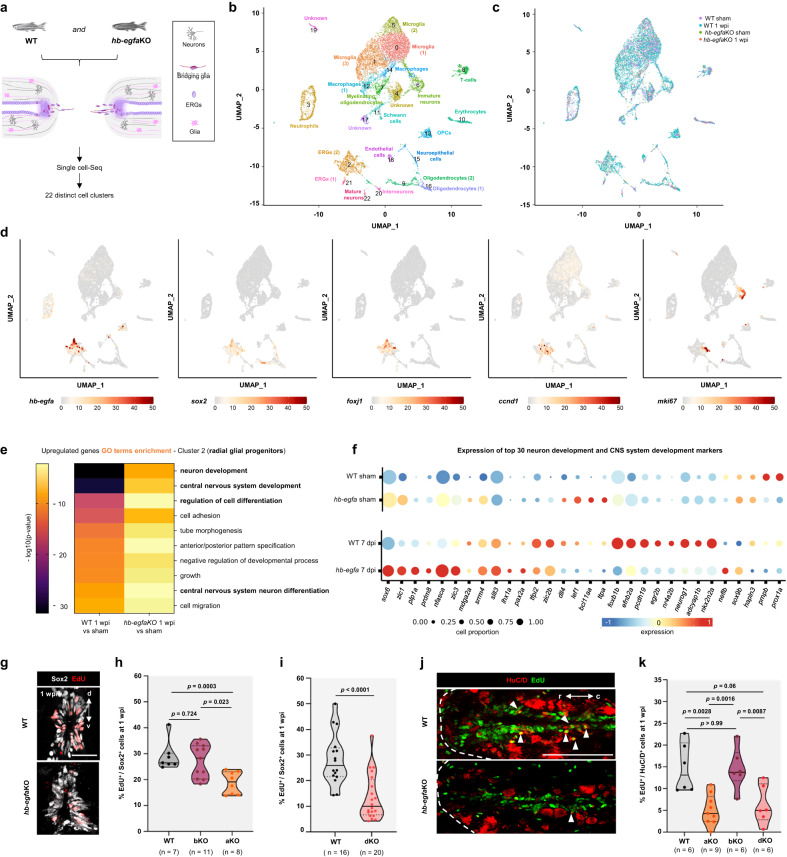
scRNA-seq identifies a role for Hb-egfa in stump neurogenesis during spinal cord repair. **a** Diagram with scRNA-Seq strategy. **b** UMAP showing clustering of scRNA-Seq data at 1 week post injury (wpi). **c** Cells from sham-injured and 1 wpi wild-type (WT) and *hb-egfa*KO spinal cords contribute similarly to all identified cell clusters. **d** Expression of *hb-egfa* and ERG marker genes in ERGs at 1 wpi. **e** Heatmap showing enriched GO terms at 1 wpi in radial glial progenitors of WT and *hb-egfaKO* spinal cords. **f** Expression of genes involved in neuronal differentiation and central nervous system development identified by GO analyses in WT and *hb-egfaKO* spinal cords. Dot size represents the percentage of positive cells for each gene, and dot color represents the expression level. Top 30 genes ordered by *p* value are shown. **g** Transverse sections of WT and *hb-egfaKO* spinal cords at 1 wpi, stained for ependymal cells (Sox2^+^, white) and EdU (red) incorporation. **h** Quantification of Sox2^+^ ependymal cell cycling at 1 wpi in WT, *hb-egfaKO, or hb-egfbKO* fish. *N* = 2. **i** Quantification of cycling ependymal cells in WT and *hb-egf* dKO spinal cords at 1 wpi. *N* = 3. **j** Longitudinal sections of WT and *hb-egfaKO* spinal cords at 1 wpi, stained for the neuronal marker HuC/D (red) and the cycling marker EdU (green). Arrowheads indicate EdU-labeled cells, and dashed line delineates the spinal cord stumps. **k** Quantification of neurons with EdU labeling in WT, *hb-egfaKO*, *hb-egfbKO* and *hb-egf* dKO cords at 1 wpi. *N* = 3. Scale bars 50 μm in (**g**), 200 μm in (**j**). A two-tailed Mann–Whitney test was used for comparisons in (**h**, **i**, **k**). r rostral, c caudal, d dorsal, v ventral. *n* = number of animals used for the experiments. Source data are provided as a Source Data file.

### Impaired neurogenesis underlies defects in *hb-egfa* mutants

To initially chart the phenotype of *hb-egfa* mutants, we performed single-cell RNA sequencing (scRNAseq) profiling of wild-type and *hb-egfa*KO spinal cords that were sham-injured or at 1 wpi (Fig. 3a and Supplementary Fig. 3a–c). Unsupervised clustering of 10,652 cells revealed 22 cell clusters, including major spinal cord cell types, endothelial cells, and immune cells, identifiable by specific marker genes (Fig. 3b). Cell cluster composition was similar in the 4 groups (Fig. 3c), and no substantial differences were observed in the proportion of each cell type identified between wild-type and *hb-egfa*KO samples at this early stage (Supplementary Fig. 3d). *hb-egfa* was most enriched in ERG progenitor clusters, identified by expression of *sox2*, *foxj1a, ccnd1* and *mki67* (Fig. 3d and Supplementary Fig. 3f), and it was also expressed at low levels in other cell types including oligodendrocyte progenitors, neutrophils, neuroepithelial cells and mature neurons (Supplementary Fig. 3e).

To assess intercellular communication networks involving Hb-egf, we used CellChat to detect potential ligand-receptor pairing among the 22 cell clusters (Supplementary Fig. 3g). This analysis identified 81 signaling pathways showing activity during spinal cord regeneration, including those previously implicated like Tnf, Pdgf, Sema, Tenascin and Igf signaling^23,36,37,39,40^ (Supplementary Fig. 3h). Oligodendrocyte precursors displayed the most predicted signaling interactions, followed by mature oligodendrocytes, radial glial progenitors, interneurons and mature neurons (Supplementary Fig. 3h). Notably, EGF signaling was among the most represented pathways in wild-type samples at 1 wpi, most often as interactions between Hb-egfa ligand (produced predominantly but not exclusively by ERGs) and its Egfra receptor signaling in a variety of cell types (Supplementary Fig. 3i). Cell types interpreted as major influencers controlling Hb-egfa communication were endothelial cells, neutrophils, oligodendrocyte precursors, and radial glial progenitors, the last two of which were also interpreted as mediators (Supplementary Fig. 3j, k).

To assess effects of Hb-egfa deficiency on ERGs, we first performed Gene Ontology comparisons of expression signatures of wild-type and *hb-egfa*KO ERGs. *hb-egfa* mutant cells displayed limited induction of genes associated with neuron development and differentiation at 1 wpi, compared to the responses of wild-type ERGs (Fig. 3e, f). Analysis of canonical pathways revealed highest enrichment of components involved in Synaptogenesis and Axon Growth in 1 wpi wild-type ERGs, whereas pathways related to Fibrotic events were most enriched in *hb-egfa*KO ERGs (Supplementary Fig. 3l, m). Injury-associated increases in levels of neuronal markers such as *neuroD4*, *sox11b* and *adcyap*, as assessed by qPCR, were greater in wild-type spinal cords vs. *hb-egfa*KO cords at 1 wpi and 2 wpi (Supplementary Fig. 3n).

The dominant expression domains of *hb-egfa* by all expression assays were ERGs and their 2 major derivatives, glia and HuC/D^+^ neurons, in that order. To visualize ERG behavior in situ, we assessed cycling of Sox2^+^ cells at 1 wpi by EdU incorporation or PCNA immunostains. These experiments indicated a ~35% reduction in ERG cycling in *hb-egfa*KO animals as compared to wild-type clutchmates (Fig. 3g, h and Supplementary Fig. 4a, b). *hb-egf* dKO animals displayed a similar, ~52% reduction in Sox2^+^ ERG cycling compared to wild-types, whereas *hb-egfb*KO values were comparable to controls (Fig. 3g–i and Supplementary Fig. 4a, b). To test effects of *hb-egf* mutations on gliogenesis, which could occur by ERG differentiation or by direct glial cell division, we measured EdU incorporation in GFAP^+^ cells. We observed a ~52% reduction in cycling in injured *hb-egf* dKO cords compared to controls at 1 wpi (Supplementary Fig. 4c, d). Most cycling glial cells at this time were located dorsally around the central canal (Supplementary Fig. 4c). *hb-egfa*-directed fluorescence partly co-localized with a transgenic marker for the bridging glial marker *ctgfa* at 2 wpi (Supplementary Fig. 4e), as would be predicted by recent single-cell RNA-seq datasets^41^. Yet, there was no detectable difference in *ctgfa* mRNA expression patterns in *hb-egf*dKO cords, or in *hb-egfa* mRNA expression patterns in *ctgfa* mutant cords, that might have suggested a regulatory relationship (Supplementary Fig. 4f, g).

To visually assess neurogenesis to stages beyond ERG cell cycle entry, we performed spinal cord transection in mutant animals and measured EdU incorporation into cells expressing the neuronal marker HuC/D^+^ in regions near the lesion at 1 wpi. This assay indicated ~57% and ~65% reductions in HuC/D^+^ neuron labeling in *hb-egf* dKO and *hb-egfa*KO bridging sites, with no detectable difference between *hb-egfb*KO and control values (Fig. 3j, k). EdU incorporation indices into rostral and caudal neurons were similar, with decreases from wild-types in each domain in *hb-egfa*KO and *hb-egf* dKO cords (Supplementary Fig. 4k). EdU incorporation into HuC/D^+^ cells was similar between wild-type, *hb-egfaKO*, *hb-egfbKO*, and *hb-egf* dKO at a later stage of 2 wpi (Supplementary Fig. 4l). Axon regeneration was grossly normal in *hb-egf* dKO larvae after severing a small bundle of spinal cord axons, suggesting that Hb-egfa does not have a direct role to promote axon crossing during spinal cord regeneration (Supplementary Fig. 4m, n). For insights into mechanisms by which Hb-egfa supports neurogenesis at early stages after injury, we used Panther^42^ to perform statistical overrepresentation tests using the list of genes differentially modulated at 7 dpi in *hb-egf* dKO ERGs compared to *hb-egf* WT ERGs. Interestingly, genes involved in Notch and Wnt signaling pathways were over-represented in the gene list, with reductions in expression levels of genes implicated in these pathways in *hb-egfaKO* ERGs vs. controls. These same signaling pathways and genes were implicated as downstream effectors of Hb-egfa in a previous study of Muller glia during retinal regeneration^32^ (Supplementary Fig. 4o–q).

Taken together, our transcriptomics, EdU labeling and bioinformatic assays indicate that Hb-egfa has an early and essential role in producing key ERG derivatives including neurons at early stages upon spinal cord injury, enabling long-term recovery of motor function.

### Local HB-EGF application improves spinal cord regeneration

To assess effects of a targeted increase in Hb-egf gene products, we implemented a biomaterial-assisted strategy using a hyaluronic acid (HA)-based dynamic hydrogel^43^. Injection of a FITC-loaded version adjacent to the region of spinal cord transection resulted in gradual diffusion from the injection site, and fading by 21 days post injection (Supplementary Fig. 5a). To supplement Hb-egf at injury sites, we injured animals and immediately applied HA-hydrogels containing either BSA (control) or embedded human recombinant (HR) HB-EGF protein. Both BSA and HR-HB-EGF hydrogel groups showed an improvement in swim capacity compared to untreated fish, consistent with a beneficial role of hydrogel scaffolds at the site of spinal cord injury as shown in mammals^44,45^, with swim capacity trending higher in the HB-EGF group (Fig. 4a). Localized delivery of HR-HB-EGF resulted in a ~46% increase in the average axon crossing index at 4 wpi (Fig. 4b, c) and a ~40% increase in the average diameter of tissue bridges at 2 wpi relative to controls (Fig. 4d, e). Values of ependymal cell cycling and dorsal glial cycling trended higher in HR-HB-EGF-treated animals at 1 wpi (Fig. 4f, g and Supplementary Fig. 5b, c). We also found that administration of HR-HB-EGF was sufficient to improve cycling in *hb-egf* dKO Sox2^+^ ERGs at 1 wpi, and tissue bridging and axon crossing at later stages, indicating specificity of the phenotypes as well as the treatment (Supplementary Fig. 5d–g).

**Fig. 4:**
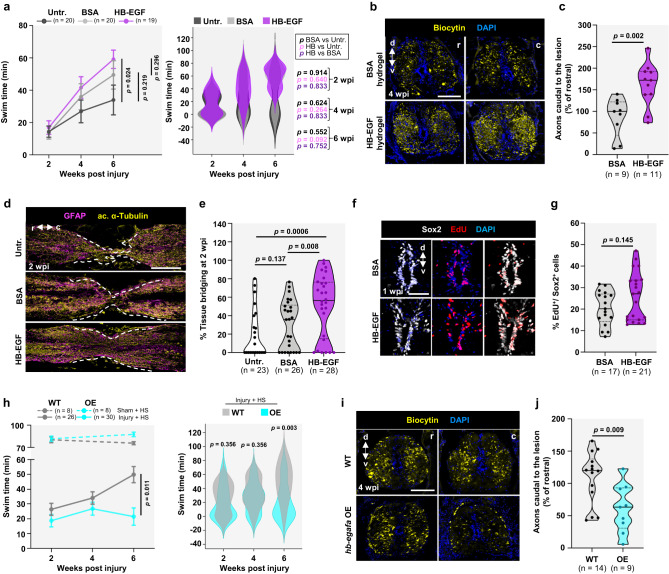
Effects of Hb-egf supplementation on spinal cord regeneration. **a** Swim tests in fish treated with HR-HB-EGF hydrogel (purple), BSA hydrogel (gray), or untreated (charcoal gray) at the site of a spinal cord crush injury. Two-way repeated-measures ANOVA tests with Holm-Šidák correction were used for comparisons. **b**, **c** Cross sections of BSA- and HR-HB-EGF-hydrogel-treated spinal cords located rostral and caudal to the transection site, after anterograde axon tracing at 4 wpi. Quantification shown in (**e**). *N* = 4. A two-tailed unpaired *t*-test with Welch’s correction was used for comparison. **d** Longitudinal sections indicating GFAP (magenta) and acetylated α-Tubulin (red) immunofluorescence at 2 wpi in fish treated with BSA- or HR-HB-EGF-loaded hydrogel. Dashed lines delineate sites of tissue bridging. *N* = 4. **e** Quantification of tissue bridging. Mann–Whitney tests were used for comparisons. *N* = 3. **f**, **g** Ependymal cell cycling assessed by EdU (red) incorporation in spinal cords of fish treated with vehicle (BSA)- or HR-HB-EGF-loaded hydrogel, shown as transverse sections at 1 wpi. Quantification shown in (**c**). *N* = 3. A two-tailed Mann–Whitney test was used for comparisons. **h** Swim capacity assayed in WT (gray, full line) or *hb-egfb*OE (cyan, full line) animals at 2, 4 and 6 wpi, and in uninjured animals (dashed lines). Whole-animal *hb-egfa* overexpression impairs recovery. Two-way repeated-measures ANOVA tests with Holm-Šidák correction were used for comparisons. *p* values for sham groups in left graph, dashed lines, are *p* = 0.764 at 2 weeks and *p* = 0.028 at 6 weeks. *p* = 0.011 shown in left panel represents comparison of performance over all timepoints. **i**, **j** Cross sections of wild-type (WT) and *hb-egfa*OE spinal cords located rostral or caudal to the transection site, after anterograde axon tracing at 4 wpi. Quantification shown in (**h**). *N* = 4. A two-tailed unpaired *t*-test with Welch’s correction was used for comparison. Scale bars 50 μm in (**f**), 200 μm in (**d**), 100 μm in (**b**, **i**). Error bars in (**a**, **h**) indicate SEM. r rostral, c caudal, d dorsal, v ventral. *n* = number of animals used for the experiments. Source data are provided as a Source Data file.

We also generated transgenic fish expressing a soluble form of Hb-egfa under the control of a heat-shock-inducible promoter (*hsp70*:*hb-egfa-2A-TBFP*, referred to as *hb-egfaOE*). Daily heat shocks caused whole-animal overexpression visualized by TBFP fluorescence (Supplementary Fig. 5h, i). We injured animals subjected to this heat-shock regimen and examined features of spinal cord regeneration. We found that daily, animal-wide induction of *hb-egfa* grossly impaired recovery of swim capacity (Fig. 4h and Supplementary Movies 5 and 6), and caused a ~44% decrease in axon crossing indices at 4 wpi (Fig. 4i, j). ERG cycling and tissue bridging were not grossly affected (Supplementary Fig. 5j, k). Thus, higher levels of Hb-egf throughout the entire cord and surrounding tissues do not improve regeneration, but instead can adversely affect functional regeneration. Together, our gain-of-function experiments suggest that Hb-egf has instructive rather than permissive effects on spinal cord regeneration; i.e. it can modulate regeneration when expressed ectopically, with local augmentation improving indicators of regeneration.

### *hb-egfa*-linked enhancer directs expression to cord injuries

Regeneration programs are orchestrated at least in part by gene regulatory elements named “tissue regeneration enhancer elements” (TREEs)^46,47^. These enhancers possess sequences that direct gene expression preferentially or specifically upon injury to the damaged area, maintain expression during regeneration, and allow expression to temper as regeneration concludes. We hypothesized that one or more DNA regulatory elements responsible for *hb-egfa* expression is located in sequences represented in the *hb-egfa* BAC used to generate transgenic reporter animals. To identify TREEs relevant to spinal cord regeneration, we employed Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq), a genome-wide assay of chromatin accessibility^48^ (Fig. 5a). From this assay, we identified 3901 and 2141 sequences changing accessibility at 1 and 2 wpi, respectively, most of which were in intergenic regions (49.5%), in promoters (27.7%) or within introns (10.9%). The remaining regions were located in UTRs, exons or immediate downstream regions of genes (Fig. 5b, c). We then bioinformatically assigned regions identified by ATAC-seq to their closest transcriptional start site and integrated them with RNA-seq transcriptomic data (1 wpi newly generated, 2 wpi from^19^; Fig. 5d, e and Supplementary Data 2 and 4). 

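In the RNA-seq data at 1 wpi, some genes of neurogenesis, of Notch signaling and of ERGs rose. Of 43 proneural and immature neuron genes, 12 rose, 1 fell and 30 did not pass the test (17 higher and 6 lower when adjusted over the list alone). neurod4, a proneural transcription factor, rose from 2.31 ± 0.233 CPM (SD, n = 3) to 6.43 ± 0.230 CPM (SD, n = 3), a log2 fold change of 1.48 (standard error 0.154, adjusted p = 0.0281 from edgeR). The transcription factor gene sox4a and the Notch ligand gene dlc rose by 0.83 and 0.70 on the log2 scale. Of 20 ERG genes, 5 rose and none was lower (also 5 when adjusted over the list alone). Among them foxj1a, a regulator of motile cilia in ependymal cells, had a log2 fold change of 1.12 (standard error 0.164, adjusted p = 0.0301). The intermediate filament gene vim rose by 0.71, the progenitor factor sox2 by 0.62 and rfx2 by 0.58. Of 34 Notch pathway genes, 9 rose and none was lower (19 higher and 1 lower when adjusted over the list alone). They included the glycosyltransferase gene lfng, which rose by 1.04, the ligand gene dla by 0.56 and the receptor gene notch1a by 0.53. Of 56 Wnt pathway genes, 8 rose and 3 fell (12 and 3 when adjusted over the list alone). The Wnt agonist gene rspo1 rose by 0.91 and the transcription factor gene tcf7l2 by 1.00, and the Wnt inhibitor genes dkk1b and dkk2 had log2 fold changes of -1.59 and -1.10. Of 54 genes of axon growth and guidance, 9 rose and 2 fell (18 and 6 when adjusted over the list alone), with rises of sema4e by 0.72, ncam1b by 0.60 and dpysl4 by 0.59. None of 38 cell cycle genes passed edgeR's test, adjusted over all genes or over the list alone, with 3 at an unadjusted p under 0.05. Their median log2 fold change was 0.40, and 1.28, 0.16 and 0.10 without sham replicates 1, 2 and 3, and DESeq2 called 3 higher. As sets in limma's camera test with a preset correlation between genes, ERGs (adjusted p = 0.000824), the cell cycle (0.00281), neurogenesis (0.0340), the Notch pathway (0.000141) and the Wnt pathway (0.00294) ranked higher, and axon growth and guidance did not (0.0643). None of them did with an estimated correlation. Adjusted p with an estimated correlation was 0.283 for ERGs, 0.678 for neurogenesis and 0.244 for the Notch and the Wnt pathway. It was 0.709 for the cell cycle and for axon growth and guidance. In limma's fry test ERGs, the Notch pathway and the Wnt pathway passed (adjusted p = 0.00819, 0.00218 and 7.36e-05). The cell cycle, neurogenesis and axon growth and guidance did not pass fry (adjusted p = 0.382, 0.0636 and 0.102). At the preset correlation the cell cycle did not pass without sham replicate 2 or 3 (adjusted p = 0.0568 and 0.0858) nor neurogenesis without sham replicate 1 (adjusted p = 0.605), and axon growth and guidance passed without sham replicate 3 (adjusted p = 0.00582) or injured replicate 1 or 2 (adjusted p = 0.0473 and 0.0500). Between the other sham libraries at 0 and the injured mean at 1, sham replicate 1 lay at 0.325 for ERG genes, 0.626 for neurogenesis, 0.534 for the Notch pathway, 0.424 for the Wnt pathway, 0.542 for axon growth and guidance and 1.36 for the cell cycle (medians over the genes of each list called without it). Of the 236 genes of these 6 lists, 40 were higher and 6 lower with all libraries, against 124 and 46 without sham replicate 1, when 36 cell cycle genes were higher and the median of the neurogenesis list was -0.04 against 0.08. Leaving out any other single library, edgeR called none of the 236 genes, with 77 to 91 at an unadjusted p under 0.05, and DESeq2 called 45 to 57 higher and 6 to 10 lower.

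**Figure D3:**
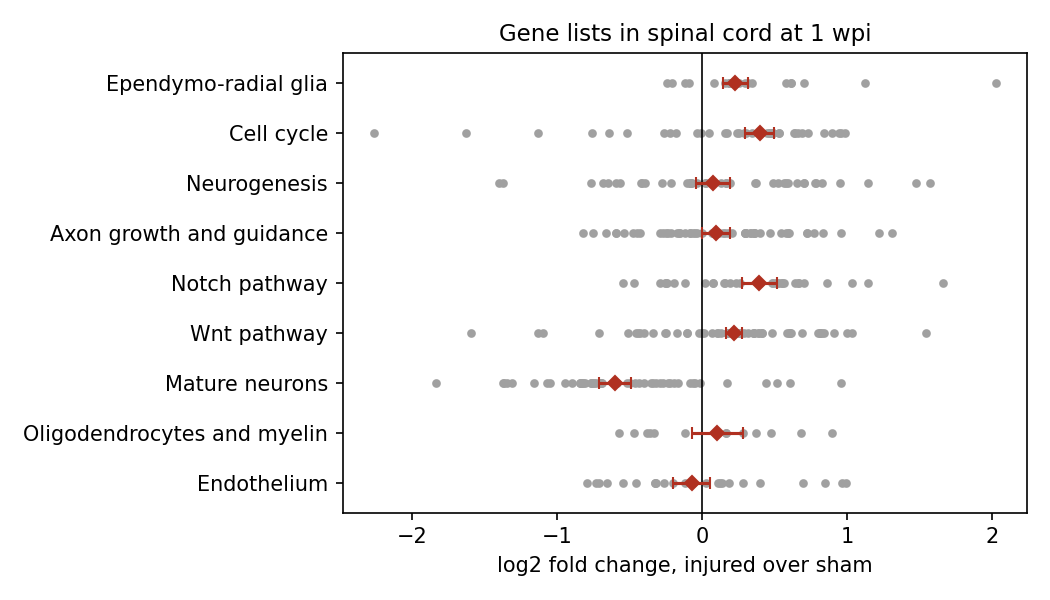
Log2 fold changes, injured over sham, of the measured genes in 9 lists. Grey points are genes, diamonds are list medians and error bars are bootstrap standard errors of the median over the list's genes. The median of the cell cycle genes lies at 0.40 and that of mature neurons lowest at -0.60.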

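Genes of mature neurons were lower at 1 wpi in part, with 13 of 49 lower, 2 higher and 34 not past the test (30 lower and 4 higher when adjusted over the list alone). The neurofilament gene nefmb fell from 3405 ± 1047 CPM (SD, n = 3) to 954 ± 16.7 CPM (SD, n = 3), a log2 fold change of -1.84 (standard error 0.251, adjusted p = 0.0294 from edgeR). The potassium channel gene kcnc3a had a log2 fold change of -1.35 and the glycine receptor gene glra1 one of -1.07, while the synaptic vesicle gene vamp2 rose by 0.61. As a set the neuron genes ranked lower (adjusted p = 1.39e-06 from camera, adjusted p = 0.637 with an estimated correlation). Of 15 genes of oligodendrocytes and myelin, plp1a alone passed the test and rose by 0.68 (2 higher when adjusted over the list alone). Of 25 endothelial genes, pecam1 rose by 0.96 and sox7, kdrl and aplnrb had log2 fold changes of -0.79, -0.73 and -0.66, all past the threshold (also 1 higher and 3 lower when adjusted over the list alone). These 2 lists did not stand apart as sets (adjusted p = 0.332 and 0.564). On the way from the other sham libraries to the injured mean, sham replicate 1 lay at 0.708 for mature neurons, 0.917 for oligodendrocytes and myelin and 0.745 for the endothelium. The 89 genes of these lists, of which 4 were higher and 16 lower, gave 14 and 56 without sham replicate 1. With any other single library left out, edgeR called none of them, with 36 to 41 at an unadjusted p under 0.05, and DESeq2 called 5 to 7 higher and 20 to 25 lower.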

Gene ontology analyses of chromatin peaks associated with nearby genes revealed enrichment of pathways involved in developmental growth, with major functions in central nervous system development, axonogenesis and axon guidance, neurogenesis, and angiogenesis at 1 and 2 wpi, supporting the establishment of regeneration programs at early stages after injury (Supplementary Fig. 6a, c and Supplementary Data 3 and 5). We found 968 and 463 regions increasing accessibility after spinal cord injury and associated with upregulated genes during spinal cord regeneration at 1 and 2 wpi, respectively (Fig. 5d, e, red quarter and Supplementary Fig. 6b, d), potentially acting as TREEs. Several regulatory sequences were tested for enhancer activity in stable transgenic lines when encompassed upstream of the minimal promoter *c-fos* and an *EGFP* reporter gene (Fig. 5f). For example, separate sequences linked to *ncoa4*, *prp38fb* and *ssuh2.1* each directed injury-responsive expression in spinal cords, showing differential tissue representation (Fig. 5g–l).

**Fig. 5:**
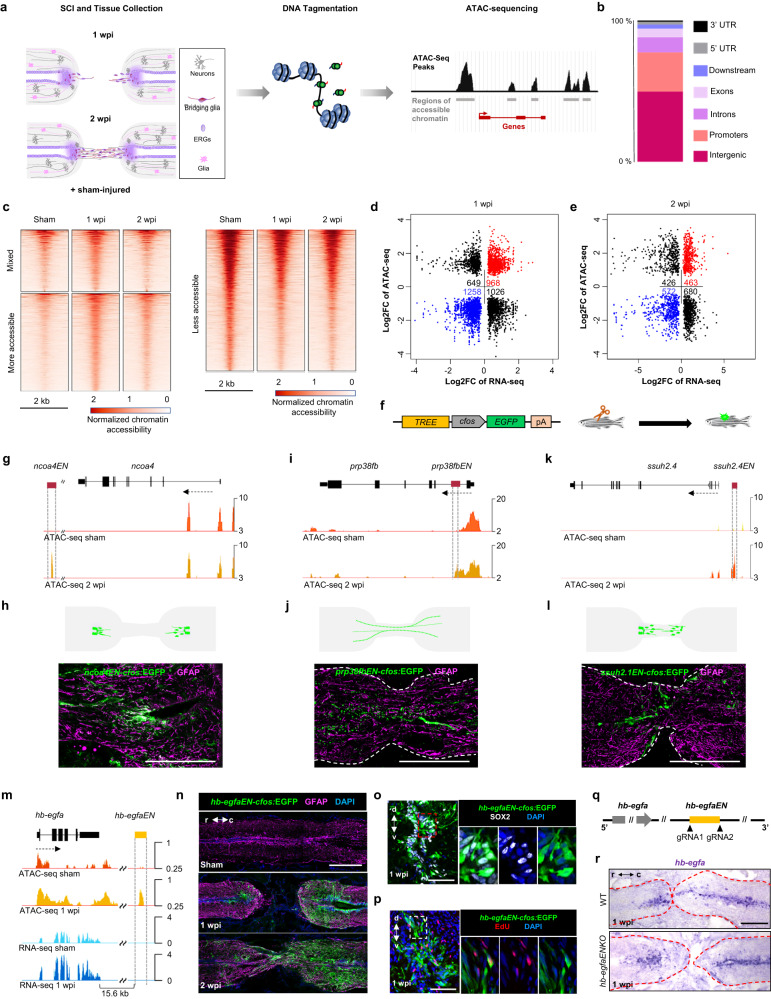
Chromatin profiling reveals an enhancer linked to *hb-egfa* that directs regeneration-associated gene expression. **a** Diagram with strategy used to identify spinal cord TREEs. **b** Bar plot showing the proportions of dynamic peaks during regeneration located within promoters, exons, introns, and intergenic regions. **c** Heat map of ATAC-seq signals in sham-injured, 1 and 2 weeks post injury (wpi) spinal cord tissue. Mixed peaks show different trends in 1 and 2 wpi samples, compared with the control. Cutoff is *p* value < 0.05 and fold change >1.2. Dot plot of differential ATAC-seq chromatin regions linked to nearby differential transcripts at 1 (**d**) and 2 wpi (**e**) vs. sham-injured spinal cords. Each point indicates a separate ATAC-seq peak. **f** Transgene used to assess in vivo TREE function. **g**, **i**, **k** Browser tracks indicating chromatin accessibility (dark and light orange) at the *ncoa, prp38fb and ssuh2.4* locus. The candidate *ncoa*-linked enhancer *ncoaEN, prp38fb*-linked enhancer *prp38fbEN* and *ssuh2.4*-linked enhancer *ssuh2.4EN* are indicated with dashed lines. **h**, **j**, **l** Cartoon and immunofluorescence images showing injury-induced expression patterns directed by *ncoaEN, prp38fb EN and ssuh2.4EN* at 2 weeks post injury. **m** Browser tracks indicating chromatin accessibility (dark and light orange) and transcript levels (light and dark blue) at the *hb-egfa* locus, indicating the candidate *hb-egfa*-linked enhancer *hb-egfaEN* with dashed lines. *hb-egfaEN* is located 15.6 kb downstream of *hb-egfa* and increases accessibility during regeneration. **n** Longitudinal sections of *hb-egfaEN-cfos:EGFP* spinal cords showing induced EGFP at 1 and 2 wpi. Transverse section images indicating immunofluorescence for Sox2 (**o**) and EdU incorporation assay for cell cycling (**p**) in cells displaying *hb-egfEN*-directed EGFP expression at 1 wpi. **q** Strategy used to generate *hb-egfaEN* mutants. **r** In situ hybridization indicating grossly normal expression of *hb-egfa* mRNA in spinal cords of wild-type (WT) and *hb-egfaEN* mutant fish at 1 wpi. *N* = 2 in (**h**, **j**, **l**); *N* = 3 in (**n**–**p**, **r**). Scale bars 200 μm in (**h**, **j**, **l**, **n**, **r**), and 50 μm in (**o**, **p**). r rostral, c caudal, d dorsal, v ventral.

Interestingly, one of these dynamically accessible sequences was a 310 bp region located 15.6 kb downstream of the *hb-egfa* start site with increased accessibility at 1 wpi as compared to sham-injured spinal cords (referred to as *hb-egfaEN*, Fig. 5m). To test whether *hb-egfaEN* can direct injury-induced gene expression after spinal cord injury, we established transgenic lines as above (Fig. 5f). Whereas we did not detect spinal cord fluorescence in uninjured *hb-egfaEN-cfos:EGFP* animals or in animals carrying a *cfos:EGFP* control construct (Fig. 5n and Supplementary Fig. 6e), *hb-egfaEN* directed EGFP expression at spinal cord injury sites (3 stable lines assessed; Fig. 5n). *hb-egfaEN-cfos:*EGFP had very similar spatiotemporal dynamics after spinal cord injury as those in *hb-egfa:EGFP* BAC transgenics, with greater fluorescence in caudal vs. rostral stumps at 1 and 2 wpi, respectively (Fig. 5n and Supplementary Fig. 6f). Cells lining the central canal, including those positive for Sox2 and indicators of cell cycling, displayed *hb-egfaEN-*directed expression at 1 wpi (Fig. 5o, p). Fluorescence diminished by 4 wpi, with only limited expression evident in some animals at 6 wpi (Supplementary Fig. 6g). To identify potential upstream regulators, we performed bias-free transcription factor footprint enrichment-test (BiFET) sequencing analyses, which revealed over-representation of predicted binding motifs for Rreb, Znf317, Tcf3 and Hoxb5 (Supplementary Fig. 6i).

We examined the requirement of *hb-egfaEN* for *hb-egfa* expression by using CRISPR/Cas9 to excise a ∼1.2 kb DNA region encompassing *hb-egfaEN* (Fig. 5q), which did not detectably alter expression of *hb-egfa* after transection injury (Fig. 5r). Enhancer redundancy is common (reviewed in ref. ^49^), and we suspect that other regulatory sequences compensate to maintain *hb-egfa* expression in *hb-egfaEN* deletion mutants. To begin to address this, we examined *hb-egfa* upstream and downstream sequences for predicted TF binding motifs. Sox2 binding sites were enriched in these regions (Supplementary Fig. 6j), and, given that *hb-egfa* expression is induced in Sox2^+^ ERGs, we hypothesized that Sox2 regulates *hb-egfa* expression. Consistent with this idea, we found that induced overexpression of Sox2^50^ is sufficient to increase *hb-egfa* transcript levels and *hb-egfa* BAC-directed EGFP fluorescence in larvae (Supplementary Fig. 6k, l). In contrast, Sox2 overexpression did not change EGFP expression in *hb-egfaEN-cfos:EGFP* zebrafish (Supplementary Fig. 6m). Together, our results provide evidence that *hb-egfaEN* is a TREE that directs one or more components of *hb-egfa* expression during spinal cord regeneration, and that *hb-egfa* regulation is likely complex, with key Sox2-responsive and -nonresponsive elements.

### *hb-egfaEN* directs expression in neonatal mouse spinal cords

Recent reports have hypothesized that the acquisition, retention, or loss of TREEs might contribute to differences in regenerative capacity among species^47,51^. Moreover, we recently reported that zebrafish TREEs can activate injury induced expression when introduced in adult mammals^52^. We examined several vertebrate genomes for *hb-egfaEN* sequences, finding significant primary sequence identity only in *Fugu* (Fig. 6a). To test for functional conservation in mammals, we generated a recombinant adeno-associated viral vector (AAV) containing zebrafish *hb-egfaEN* upstream of a murine permissive *Hsp68* promoter and an *EGFP* reporter gene (Fig. 6b). To maximize payload expression in spinal cord tissue, we used an AAV9-based capsid variant (AAV.cc47^53^) that we found to effectively transduce different spinal cord cell types when delivered systemically by tail vein injection to adult mice (Supplementary Fig. 7a–c). To assess if zebrafish *hb-egfaEN* can direct injury-induced expression in mice similarly as in zebrafish, we first injected 3-month-old adult mice with AAV-*hb-egfaEN-Hsp68:EGFP* construct, performed thoracic crush injuries (T9-T10 level) 2 weeks after injection, and assessed EGFP fluorescence at 1 wpi (Fig. 6c). Thoracic crush injuries are commonly used in mammals to model the human condition, and we also observed that *hb-egfa* and *hb-egfaEN*-directed EGFP are induced in zebrafish after crush injuries (Supplementary Fig. 6h). We observed little or no EGFP in spinal cords of adult mice treated with AAV-*hb-egfaEN-Hsp68:EGFP* or control AAV*-Hsp68:EGFP* in sham or crush injuries (Fig. 6d and Supplementary Fig. 7d–f), nor was EGFP observed after a severe transection injury (Supplementary Fig. 7g–i).

**Fig. 6:**
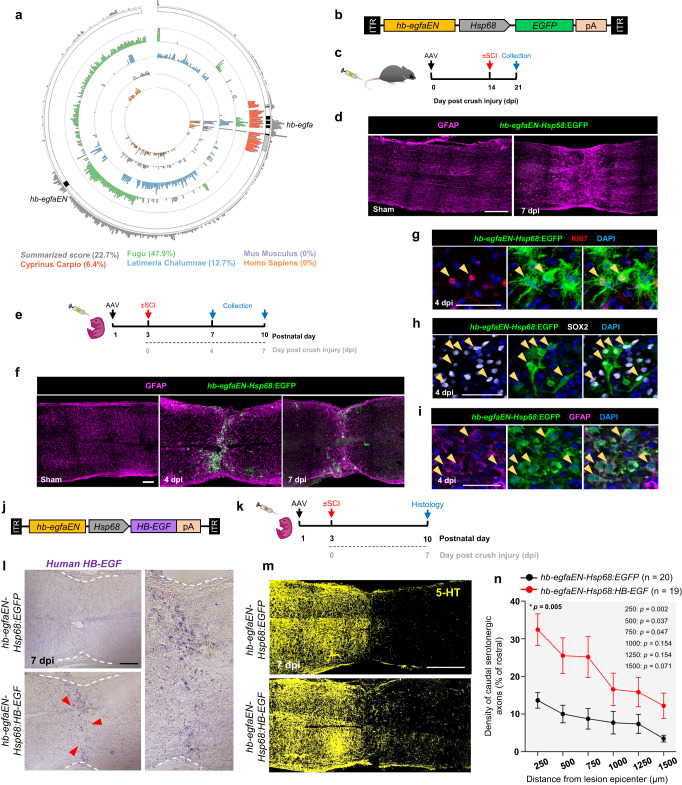
*hb-egfaEN* directs injury-associated gene expression in neonatal mice and improves axon density through HB-EGF delivery. **a** Circle plot showing conservation of zebrafish *hb-egfaEN* in different species. Percentage values indicate conservation scores. Summarized score is the average of the similarity scores of species shown. **b** Viral construct to evaluate the ability of zebrafish *hb-egfaEN* to direct expression in mouse spinal cord upon crush injury. **c** Experimental design to test *hb-egfaEN* activity in adult mouse spinal cord after systemic delivery of an AAV vector. **d** Longitudinal sections of spinal cord in sham-injured adult mice and at 1 wpi. **e** Experimental design to test *hb-egfaEN* activity in neonatal mouse spinal cord after systemic viral delivery. **f** Longitudinal sections of neonatal mouse spinal cords, either sham-injured or at 4 or 7 dpi (crush). *N* = 3. Expression of the marker of cycling Ki67 (**g**), the transcription factor Sox2 (**h**), and the glial marker GFAP (**i**) in cells displaying *hb-egfaEN*-directed EGFP expression at 4 dpi (crush) in neonatal spinal cord. *N* = 2. **j** Viral construct and (**k**) experimental design to concentrate expression of human HB-EGF at the lesion site of neonatal spinal cords. **l** In situ hybridization indicating expression of human *HB-EGF* mRNA at 7 dpi (crush) in mice transduced with AAV carrying *hbegfaEN-Hsp68:EGFP* (top panel) or *hbegfaEN-Hsp68:HB-EGF* (bottom panel) constructs. Magnified panel on the right shows site of injury in *hbegfaEN-Hsp68:HB-EGF* mice. Red arrows indicate *HB-EGF* mRNA signal. *N* = 2. **m** Longitudinal sections of crush-injured spinal cords of neonatal mice at 7 dpi, stained for the marker of serotonergic axons, 5-HT. Sections from 20 *hb-egfaEN-Hsp68:EGFP* and 19 *hbegfaEN-Hsp68:HB-EGF* treated mice were analyzed from two independent experiments. Quantification of the density of caudal serotonergic axons at 7 dpi shown in (**n**). Two-way repeated-measures ANOVA tests with Holm-Šidák correction were used for comparisons. *p* = 0.005 shown in upper left represents comparisons over all distances. Scale bars 500 μm in (**d**, **m**), 200 μm in (**l**), 100 μm in (**f**), 50 μm in (**g**), 40 μm in (**h**, **i**). Error bars in (**n**) indicate SEM. *n* = number of animals used. Source data are provided as a Source Data file.

Likely explanations for differential cross-species reading of *hb-egfaEN* include: (1) changes in *hb-egf* linked non-coding sequences during evolution rendered zebrafish sequences unrecognizable by mammalian transcriptional machinery; and/or (2) relevant transcriptional activators are not present or active in injured spinal cord tissues of adult mice. To attempt to resolve this, we introduced these same vectors at the more regeneration-competent neonatal stages of mice. First, we performed spinal cord crush injury in P3 pups and assessed the extent of axon growth across lesions at 1 and 14 dpi. We observed serotonergic axons distal to the injury and modest GFAP accumulation at the lesion site by 14 dpi, indicating similar regenerative capacity as reported^3^ (Supplementary Fig. 8). After observing that our AAV9-based capsid variant effectively transduced spinal cord cell types in neonates as in adults (Supplementary Fig. 7k–m), we systemically administered AAV*-hb-egfaEN-Hsp68:EGFP* or control AAV-*Hsp68-EGFP* vectors at P1, subjected animals to crush injuries at P3 (T9-T10 level), and analyzed tissue at two timepoints after injury (Fig. 6e). AAV-*Hsp68:EGFP* directed occasional but minimal EGFP expression in sham or crush injuries, similar to experiments in adults (Supplementary Fig. 7n–p). Notably, neonatal mice transduced with AAV-*hb-egfaEN-Hsp68:EGFP* displayed a prominent and restricted EGFP domain in 4 and 7 dpi injury sites (Fig. 6f). *hb-egfaEN*:EGFP^+^ cells lined the lesion site and expressed markers characteristic of zebrafish ERGs like Sox2 and GFAP at 1 wpi, with many of these cells also positive for the cycling marker Ki67 (Fig. 6g–i). Most EGFP^+^ cells did not express markers of neurons (HuC/D), macrophages (F4/80), or microglia (CD68) at 4 dpi, nor did they express Fibronectin, a component of bridges in neonatal mice (Supplementary Fig. 9). We conclude that the injury-targeting instructions of the zebrafish TREE *hb-egfaEN* can be interpreted by murine transcription complexes, but that key components of this recognition are present only at early life stages and lose efficacy with age.

### HB-EGF gene therapy improves axon density in neonatal mice

To test whether Hb-egf has instructive effects on regeneration after spinal cord injury in mice, we established a strategy harnessing *hb-egfaEN* to augment levels of human HB-EGF in the lesion sites of neonatal mice. Analysis of published transcriptomes^3^ indicated that *Hb-egf* RNA is expressed in murine astrocytes, where its levels increase upon injury (Supplementary Fig. 10a, b). We generated recombinant AAV vectors packaging the zebrafish *hb-egfaEN* upstream of an *Hsp68* minimal promoter and a gene cassette encoding a constitutively secreted form of human HB-EGF (AAV9-*hbegfaEN-Hsp68:HB-EGF*) (Fig. 6j). Following systemic administration of this vector or an AAV-*hbegfaEN-Hsp68:EGFP* control vector at P1 and thoracic crush injuries at P3 as above, we analyzed spinal cord tissue histologically at P10 (Fig. 6j–l). As expected, zebrafish *hb-egfEN* was able to concentrate human *HB-EGF* mRNA at 7 dpi lesion sites in mice pre-treated systemically with experimental virus (Fig. 6l). To determine if the targeted HB-EGF payload altered responses to spinal cord injury, we quantified the density of serotonergic axons caudal to the crush site at 7 dpi. We observed increases in the numbers of serotonergic axons downstream of lesions in AAV-*hbegfaEN-Hsp68:HB-EGF*-transduced animals, measured at various distances from the trauma (Fig. 6m, n). We monitored these mice for functional recovery up to 4 wpi, finding a modest degree of recovery in hind-limb stepping and coordination, consistent with previous studies^3^, without gross differences between EGFP and HB-EGF groups (Supplementary Movies 7 and 8). Thus, by use of an enhancer sequence that directs injury-responsive expression during innate regeneration in zebrafish, we find that a spatiotemporally controlled dose of HB-EGF can improve an indication of spinal cord repair in mice.

## Discussion

By generating stable genetic reagents for *hb-egf* genes and assessing a full panel of spinal cord regeneration assays, we propose a model in which Hb-egfa produced in ERGs at spinal cord injury sites promotes ERG cycling and neuron production, a neurogenic role that antecedes tissue bridging, axon crossing and functional recovery (Supplementary Fig. 5l). Few factors have yet been implicated in the process of neurogenesis during adult spinal cord regeneration, among which are Hedgehog^54^, Notch^55^, FGF^56^, dopamine^57^, serotonin^58^ and myostatin^59^. Inducible fate-mapping studies will be necessary to further define how the newly generated neurons integrate into and help construct the bridge, as will methods to visualize new synaptic connections and circuit formation. It is possible that Hb-egf-associated neurogenesis at injury stumps might also contribute more directly to reestablishing functional synaptic connections. Other factors such as Neurotrophin-3 have been shown to induce generation of spinal cord neurons at the lesion site after transection injury in rats. Over the long term, these neurons have been shown to interconnect severed ascending and descending axons, resulting in sensory and motor behavioral recovery^60^.

We identify an enhancer (*hb-egfaEN)* that directs expression of a reporter gene in response to spinal cord injury, with a pattern mimicking that of *hb-egfa* itself that includes a caudal expression bias. Deletion of this enhancer sequence does not alter the *hb-egfa* expression pattern, a feature that we have reported for other TREEs^61,62^ and in this case might reflect Sox2-dependent and -independent regulation. We find that zebrafish *hb-egfaEN* sequences can functionally interact with mammalian transcriptional machinery after spinal cord injury, a finding that is not entirely surprising based on our recent examination of zebrafish TREEs in other injury contexts in mammals^52^. Yet, intriguingly, our data indicate that cross-species recognition of *hb-egfaEN* is specific to the context of the neonatal stage. Whereas spinal cord injury in adult mice triggers the formation of a scar consisting of cells like reactive astrocytes, fibroblasts, microglia and macrophages, neonatal mice have a more permissive, pro-regenerative environment with limited scarring after spinal cord injury^63^. One aspect of the neonatal response is the construction of fibronectin bridges by microglia, which revert to their homeostatic state after exerting pro-regenerative functions^3^. The contextual, age-dependent recognition *of hb-egfaEN* we observe here hints at a potentially broad concept in which regenerative capacity can be defined in part by the ability to open, read, and follow the instructions of key regeneration-activated regulatory sequences. This ability might be founded on context-dependent chromatin environments, which have been affiliated with regeneration and early development in previous studies^64,65^, and/or with selective presence of central transcription factors and their ability to bind key TREEs. Further comparisons of chromatin structure and transcription complexes in mammalian spinal cord tissue at different life stages, including their ability to recognize additional TREEs, are likely to provide helpful perspective about the developmental loss of pro-regenerative capacity with aging.

Finally, we report here that human HB-EGF delivery via a gene therapy vector improves axon density downstream of injury sites after spinal cord crush injury in neonatal mice. Whether this occurs because of neurogenesis-related effects, as observed in zebrafish, or other potential mechanisms such as neuroprotection, remain to be investigated. In our experiments, although the experimental viral vector was delivered systemically, inclusion of *hb-egfaEN* in viral sequences focused *HB-EGF* expression to the injury site with temporal control. This element of control is attractive for potential therapies, given that the extent of neurogenesis and instructions for axons are likely to require some level of spatiotemporal precision. HB-EGF itself has been proposed to be tumorigenic, thus requiring spatiotemporally targeted delivery if used therapeutically^66^. There are many components of this delivery system that can be optimized with the intent to alter cell-type specificity, temporal dynamics, dose, and off-target effects. With such optimization, TREE-based delivery systems for factors like HB-EGF have potential applications in precision interventions to enhance regenerative responses after injury to the spinal cord.

## Methods

### Zebrafish

Wild-type, mutant, or transgenic male and female zebrafish of the Ekkwill (EK) strain were used for all experiments. Adult animals were between 3 and 12 months of age, with the majority between 6 and 12 months, and measured ~2.5 cm in length. Animals were maintained at a density of ~15–18 fish per 3 liters. Larvae used for experiments were between 3 and 6 days post fertilization. The following previously published lines were used for this study: *Tg(gfap:EGFP*^*mi2002*^*)*^67^, *Tg(−5.5Kb-ctgfa:EGFP*^*pd96*^*)*^19^*, ctgfa*^*bns5*19^, and *Tg*(*hsp70:sox2*^*x21*^*)*^50^. Transection and crush injuries were performed midway between the brainstem and the base of the caudal fin. Clutchmates were used as controls for all experiments. Experiments with zebrafish were approved by the Institutional Animal Care and Use Committee (IACUC) at Duke University. Animals in control and experimental groups received the same care, food and follow up for the duration of the experiments.

#### Generation of *hb-egfa:EGFP* zebrafish

To generate the *hb-egfa:EGFP* BAC construct, the first exon of the *hb-egfa* gene in the BAC clone CH73-26l13 (containing ~66 kb upstream and 31 kb downstream the *hb-egfa* gene) was replaced with the EGFP-SV40 polyA cassette using Red/ET recombineering technology (Gene Bridges). The 5′ and 3′ homologous arms for recombination were a 50 bp fragment upstream and downstream the first exon of *hb-egfa*, and were included in PCR primers to flank the EGFP-SV40 polyA cassette. We used the same technology to insert a I-SceI site in the final BAC construct, which was purified with Nucleobond BAC 100 kit (Clontech) and co-injected with I-SceI into one-cell-stage zebrafish embryos. A stable transgenic line showing EGFP fluorescence was selected. The allele designation for this line is *pd360*.

#### Generation of *hb-egfb*^*EGFP*^ zebrafish

Transgenic fish were generated using TALEN-directed knock-in^68^ and PhiC31 mediated recombination^69^. Briefly, a pair of obligated heterodimeric TALENs targeting *hbegfb* ATG region (5′-TCAGTCAGACCGACTA-3′ and 5′-TTTCTTTGGGATAGTCCAA-3′) were assembled with standard golden gate assembly^70,71^ and in vitro transcribed with mMESSAGE mMACHINE SP6 Kit (Life Technologies). A 5′ phosphorylated single stranded oligo (ssOligo) was synthesized from Integrated DNA Technologies (IDT) and used as a homology-directed repair (HDR) template (5′- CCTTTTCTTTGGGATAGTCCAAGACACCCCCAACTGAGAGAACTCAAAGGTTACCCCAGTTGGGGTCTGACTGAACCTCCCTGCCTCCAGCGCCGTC-3′). *hbegfb* TALEN mRNAs and ssOligo were co-injected into one-cell stage zebrafish embryos and stable lines were screened by PCR. Next, stable *hbegfb*^*attP*^ F1 zebrafish were sequenced and inter crossed and F2 embryos were injected with PhiC31o mRNA, FLPase mRNA as well as a donor plasmid pERBF-EGFP containing attB, GFP-SV40 polyA, and two FRT sites flanking the vector sequences. Finally, stable *hb-egfb*^*EGFP*^ zebrafish were isolated based on EGFP expression and sequenced to ensure correct integration. The allele designation for this line is *pd361*.

#### Generation of *hb-egfa*KO and *hb-egfb*KO zebrafish

*hb-egfa* and *hb-egfb* mutants were generated using the CRISPR/Cas9 technology. The target sequences were 5′-TGGCCACGTTCATATTTAAGCGG-3′ and 5′-AGCCCTTGCTGTGGTAGCTGTGG-3′ for *hb-egfa* and 5′-CCACCAAACCCAAACATCCGTCG-3′ and 5′- CCACAGCGCTGGCGGTCATAGCA-3′ for *hb-egfb* and led to deletion of a 1512 bp and 2375 bp fragment, respectively. Injected embryos were raised to adulthood and screened using the following primers:

*hb-egfa*KO: Fw1 5′-GCAGGTAACCATACCAGGGATAAAAGG-3′

Rev1 5′-GGTAAAGACGAAAAGACGCAAGACTG-3′

Rev2 5′-CAGGAGGAGGCCAATGATGG-3′

*hb-egfb*KO: Fw1 5′-GCACTGACATCACTCTTGCTCAAC-3′

Rev1 5′-CCATGAATGCAGAAATCTTTGTATTCCTCC-3′

Rev2 5′-GCCTCGAGTTTGACCTTTTCTTCG-3′

The allele designations for these lines are *pd362* and *pd363*.

#### Generation of *hsp70:hb-egfa-P2A-TBFP* zebrafish

*hb-egfa* cDNA was amplified from the embryonic cDNA using the following primers: *hb-egfa*_Fw 5′-ATGAACTTTTTAACAGTCTT-3′ and *hb-egfa*_Rev 5′ CAGAGAGAAATCGTGACATC-3′. Primers were linked to homology arms for Gibson assembly and inserted into an *hsp70-2A-TBFP* vector using Gateway LR Clonase II Enzyme mix (Thermo Fisher Cat#11791020). The final plasmid was co-injected into one-cell stage wild-type embryos with I-SceI. Multiple founders were isolated, propagated, and screened for germline transmission of the transgene selecting for TBFP expression after heat shock. A single line was chosen for maintenance. The allele designation for this line is *pd364*.

#### Generation of *ncoa4EN-cfos:EGFP*, *prp38fbEN-cfos:EGFP*, *ssuh2.4EN-cfos:EGFP*, *hb-egfaEN-cfos:EGFP* and *cfos:EGFP* zebrafish

Putative enhancer regions were PCR-amplified from genomic DNA of 3 dpf EK zebrafish embryos with the following primers: *ncoa4EN:* Fw: 5′-TGTCCCTGGATACACACATACTC-3′, Rev: 5′-CAAAATCAAGCCGTGCCCAA-3′; *prp38fbEN:* Fw: 5′-AATGCCGTCCAAAGCAAGAC-3′, Rev: 5′-GCCATTATGGGGCAACGAGA-3′;

*ssuh2.4EN:* Fw: 5′-TCAGAATAGCTGAAACAATCCTACA-3′, Rev: 5′-GGGAGGTGGTTTGCCATACA-3′; *hb-egfaEN*: Fw: 5′-ACACGTTTCCTCTAGTCCCAG-3′ and Rev: 5′-GGGTTTTACTGTGCTCAAATTGC-3′. The amplified sequences were inserted into pCR8-GW-topoTA (Invitrogen K2500-20) to generate pEntry vectors that were subsequently recombined with PMP6, a Gateway vector containing LR recombination sites upstream of the 95 bp minimal mouse *cfos* promoter driving EGFP^72^. Constructs were injected into fertilized zebrafish embryos along with I-SceI, using standard transgenesis techniques. F1 embryos were genotyped to check for transgene insertion and transmission with the following primers EGFP Fw 5′-ATGGTGAGCAAGGGCGAG-3′, EGFP Rev 5′-CTTGTACAGCTCGTCCATGC-3′. Three stable lines were established. Animals PCR-positive for the transgene were used for experiments. The allele designation for this lines are the following: *hb-egfaEN-cfos:EGFP*, *pd365*, lines 1–3; *prp38fbEN-cfos:EGFP, pd366*, lines 1–2*; ssuh2.4EN-cfos:EGF, pd367*, lines 1–2*; ncoa4EN-cfos:EGFP, pd368*, lines 1–5. As negative control, we generated control lines only carrying a *cfos:EGFP* construct, with an allele designation of *pd369*.

#### Generation of *hb-egfaEN* mutant zebrafish

*hb-egfaEN* was deleted using a pair of gRNAs and the CRISPR/Cas9 technology. gRNAs were designed using the CHOPCHOP website, target sequences were 5′-GTGACGTTTTGCGCCGAGCCGGG-3′ and 5′-TTTGGCATTTCTTCCAGGCATGG-3′, with PAM sequences underlined. To generate knockout animals, gRNAs were co-injected with Cas9 protein (CP01-200, PNA Bio) into one-cell stage embryos. *hb-egfaEN* mutants were screened by PCR with primers *hb-egfEN*KO Fw: 5′- TGTGGGATCATTTGCTTTATCA-3′ and *hb-egfEN*KO Rev: 5′- GCCGCAGCGCACATTACTTTC-3′. Deletions were confirmed by Sanger sequencing (Genewiz, Inc.). The allele designation for this line is *pd371*, lines 1–2.

#### Generation of *ctgfa:mCherry-P2A-NTR* zebrafish

The 5.5 Kb region upstream of the *ctgfa* coding sequence was amplified with the following primers: *ctgfa* Fw: 5′-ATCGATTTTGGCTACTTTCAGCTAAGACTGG-3′ and *ctgfa* Rev: 5′- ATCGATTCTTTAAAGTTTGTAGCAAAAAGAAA-3′. The amplified sequence was inserted into pCR8-GW-topoTA (Invitrogen K2500-20) to generate a pEntry vector that was subsequently recombined with a Gateway vector containing LR recombination sites upstream of a mCherry-P2A-NTR2.0 cassette. The final construct was injected into fertilized zebrafish embryos along with I-SceI, using standard transgenesis techniques. The allele designation for this line is *pd372*.

### Spinal cord injuries in zebrafish

For adult spinal cord injuries, zebrafish were anesthetized using 0.75% 2-phenoxyethanol in fish water. Fine scissors were used to make a small incision through skin and muscle and expose the vertebral column. Then, for transection injuries, the vertebral column was transected halfway between the dorsal fin and the operculum. Complete transection was visually confirmed at the time of surgery. For crush injuries, the spinal cord was crushed using Dumont #5 forceps (Fine Science Tools, 11251-10). Zebrafish were allowed to recover at 28 °C. Sham-injured fish underwent an incision through skin and muscle to expose the spinal cord, which was left intact.

For larval spinal cord injuries, larvae at 3 dpf were anesthetized with 0.02% aminobenzoic-acid-ethyl methyl-ester (MS222, Sigma). Larvae were then transferred into a petri dish coated with agarose. Larvae were placed in a lateral position, and a 30½ G needle was used to perform a dorsal incision and transect the spinal cord. Larvae were allowed to recover at 28 °C^73^.

### RNA- and ATAC-sequencing

All tissue samples were generated from adult zebrafish spinal cord regions collected 2 mm rostral and 2 mm caudal to the lesion site. Sham-operated clutchmate animals were used as controls, collecting the same portion of spinal cord as in injured experimental animals. All samples were prepared in triplicate for each time point.

For ATAC-seq, spinal cords from 60 male and female zebrafish at equal ratios were digested into a single-cell suspension using 0.25% trypsin-EDTA; dissociated cells were processed for FACS sorting using an Astrios sorter, to collect live and single cells. 50,000 cells were processed for ATAC-seq library preparation^61^, and sequencing was performed at the Duke Center for Genomic and Computational Biology on the Illumina HiSeq 4000 platform, with over 40 million 150 bp paired-end reads obtained for each library. Sequences were aligned to the zebrafish genome (danRer10) using Bowtie2 v 2.2.5^74^. The mapped reads were filtered by samtools (v 1.3.1, with parameter -q 30)^75^ and duplicates were removed by picard (v 1.91) Peak calls were determined using MACS2 (v 2.1.0, with parameter -f BAM -g 1.5e9 -q 0.05 --nomodel --shift 37 --extsize 73)^76^, and csaw (v 1.20.0, cutoff *p* value < 0.05)^77^. DiffBind (v 2.14.0) was used to call differential accessible sites. Filter conditions were *p* value < 0.05 and fold change >1.2.

For RNA-seq, RNA was extracted using TRI reagent (Sigma), and genomic DNA was eliminated using the RNA Clean & Concentrator Kit (Zymo Research, R1013). Library preparation and sequencing was performed at the Duke Center for Genomic and Computational Biology using an Illumina HiSeq 4000, with over 40 million 50-bp single-end reads obtained for each library. As for ATAC-seq, reads were aligned to the zebrafish genome (danRer10) using Tophat2 (v 2.1.1)^78^. The mapped reads were filtered by samtools (v 1.3.1, with parameter -q 30^75^ and counted by htseq-count (v 0.6.0)^79^. Differential analyses were performed by Bioconductor package DESeq2 (v1.26.0)^80^.

ATAC-Seq peaks were paired to RNA-Seq differential expression data by annotated nearest gene symbols by ChIPpeakAnno (v3.20.1)^81^. A conservation test was performed using the DNA sequence alignment visualization online tool mVista^82^ and a circle plot was generated using circus (v 0.69-8)^83^. The motif enrichment analysis shown in Supplementary Fig. 6i were performed by AME (Version 5.5.0) at https://meme-suite.org/meme for the enhancer sequence extracted from danRer10: chr14:6760805-6761115. Analyses of predicted Sox2 binding sites in the promoter region of *hb-egfa* shown in Supplementary Fig. 6j were performed using motifmatchr (v 1.12.0)^84^ with motifs downloaded from JASPAR (v2018)^85^. The tracks and heatmaps of ATAC-seq and RNA-seq signals were plotted by Bioconductor package trackViewer (v 1.22.1)^86^ and ComplexHeatmap (v 2.2.0)^87^.

### Single-cell RNA sequencing

Tissue samples were generated from adult zebrafish spinal cord regions collected 2 mm rostral and 2 mm caudal to the lesion site. Sham-operated clutchmate animals were used as controls, collecting the same portion of spinal cord as in injured experimental animals. Samples were processed following the 10X Chromium platform following the manufacturer’s guidelines, using 10X Single-Cell 3′ v3 chemistry (10X Genomics, Pleasanton, USA). For each genotype, injured and sham-injured conditions were prepared and processed in parallel. Sequencing was performed at BGI Genomics using the DNBSEQ platform. The raw reads were processed using the 10x Genomics Cell Ranger pipeline (v.6.0.1). The “cellranger count” was used to identify cell barcodes and feature counts to the fish transcriptomes (danRer11). Libraries were filtered by 200 <number of features <6000 and the percentage of mitochondria genes lower than 20%. The libraries were anchored and integrated using the top 3000 variable features per library in Seurat package (v4.1.1). The “SCT” normalization and reduction on these 3000 features between the libraries was calculated, and the first 30 dimensions used as input for anchoring. Post anchoring, PCA was performed and the first 30 PC’s were used for UMAP dimensionality reduction and subsequent clustering using resolution 0.5. Marker genes per cluster were calculated using Seurat’s “FindAllMarkers” function with parameters (assay = “SCT”, do.print = TRUE, logfc.threshold = 0.5, return.thresh = 0.1, min.pct = 0.5, only.pos = TRUE). Inferences of cell-cell communication were analyzed by CellChat (v 1.4.0) with “CellChatDB.zebrafish” database. Cell types were defined by R scripts “ScType” (v 1.0) by mapping the zebrafish homologs of “Brain” tissue for the scaled data.

### Gene ontology and pathway analyses

Gene ontology analyses were performed using Metascape (v3.5.20230501)^88^. *D. rerio* was selected as species for input and analyses. Pathway and process enrichment analysis was performed using the following ontology sources: GO Biological Processes, KEGG Pathway, Reactome Gene Sets and WikiPathways. All statistically significant ontology terms (*p* value < 0.01) containing at least 3 genes of the initial gene list and with an enrichment factor (ratio between the observed genes in each ontology term and the genes expected by chance) >1.5 were collected and grouped into clusters based on their membership similarities. For each cluster, a subset of enriched ontology terms with a similarity >0.3 used generate networks, where each circle node represents an enriched ontology term. The most significant ontology term in each cluster based on *p* values was used to represent the cluster and is shown in the label. Pathway analysis was performed using Ingenuity Pathway Analysis (IPA, v. 70750971, QIAGEN Inc., Redwood City, CA, USA)^89^ and Panther (v17.0)^42,90^.

### RNA isolation and qRT-PCR

Spinal cords were homogenized in Trizol, and RNA was extracted using the standard Trizol protocol. Genomic DNA removed using RNA clean and Concentrator Kit (Zymo Research, R1013). cDNA synthesis was performed using Transcriptor First Strand cDNA Synthesis Kit (Roche, 04897030001) and qPCR run was performed with LightCycler 480 SYBR Green I Master (Roche, 04707516001), and with LightCycler 480 software 1.5.0 SP4. All gene expression values were normalized to beta-actin levels. Primers used were the following:

*hb-egfa*: Fw 5′-GGGCCCTCATGCATATGTGA-3′, Rev 5′-AGAATTTCCACACGGTCGCC-3′;

*hb-egfb*: Fw 5′-AGCGGGATTTACGCACTCAT-3′, Rev 5′-GCATGCAGAATATCTTAATGCCA-3′;

neurod4 Fw 5′-CGTCCATCCATCCAAGGGAG-3′, Rev 5′- CGTCCATCCATCCAAGGGAG-3′;

sox11b Fw 5′-CCTTTGCCTCTCTCTGGTGG-3′, Rev 5′ CAGGAGTGCAATAGTCCGGG-3′;

adcyap1b Fw 5′-ATCCGCCAGAGAAAAGAACGG-3′, Rev 5′ CGCGAACTGCCATCAGAGA-3′;

*sox2:* Fw 5′-GGGCACGGGGAACACCAACT-3′, Rev 5′- TGGTCGCTTCTCGCTCTCGG-3′;

*actin*: Fw 5′-GACAACGGCTCCGGTATG-3′, Rev 5′-CATGCCAACCATCACTCC-3′.

### EdU, biocytin and human recombinant (HR) HB-EGF treatment

For EdU incorporation, zebrafish were injected intraperitoneally with 10 μl of 10 mM 5-ethynyl-2′-deoxyuridine (EdU, Molecular Probes, A10055), and tissue was collected 24 h after a single treatment, or after daily treatments for 1 or 2 weeks. For biocytin treatment used for anterograde axon tracing, adult fish were anaesthetized using 0.75% 2-phenoxyethanol in fish water. Scissors were used to make a small incision on the dorsal side of the skin and to transect the spinal cord 2 mm rostral to the original spinal cord transection site. A biocytin-soaked gelfoam gelatin sponge was applied at a new injury site (Gelfoam, Pfizer, 09-0315-08; Alexa Fluor 594 Biocytin, Thermo Fisher Scientific A12922). The incision was closed and glued using Vetbond tissue adhesive material (Santa Cruz Biotechnology, sc-361931). Tissue was collected 24 hrs after biocytin application.

For HR-HB-EGF treatment, HR-HB-EGF protein (R&D Systems, 259-HE-250) was conjugated with hydrogel (see below) and 3 μl of solution was locally injected just rostral to the original spinal cord transection site with a Hamilton syringe.

### Synthesis of hyaluronic acid-based hydrogel

Hyaluronic acid (HA) was reacted with ureidopyrimidinone (UPy) moiety following previously published protocol to obtain Upy conjugated HA (HA-Upy)^43^. Next, HA-Upy was oxidized by sodium periodate to obtain dialdehyde containing HA-Upy (HA-Upy-DA). Briefly, HA-Upy was dissolved in deionized water at 5 mg/ml. Sodium periodate (NaIO_4_, one equivalent with respect to the sugar ring of HA-Upy), dissolved in 5 ml of water, was added into the HA-Upy solution. After stirring for about 2 h at room temperature, the reaction mixture was quenched with excess of ethylene glycol (10 equivalent with respect to NaIO_4_) for about 30 min. The mixture was purified via dialysis against DI water. The solution was then freeze-dried to obtain HA-Upy-DA. The aldehyde content in HA-Upy-DA was determined by ^1^HNMR following reaction of tert-butyl carbazate (t-BC) with HA-Upy-DA, and the degree of oxidation was calculated by comparing the signal of t-BC group (1.38 ppm, 9H) to that of −NHCOCH_3_ methyl group of HA (1.9 ppm, 3H)^91^. The aldehyde content was found to be 9 ± 1%. Fluorescently labeled HA-Upy-DA was synthesis similarly by conjugating fluorescein isothiocyanate (FITC) to HA-Upy followed by oxidation of FITC conjugated HA-Upy. Hydrogels were prepared by dissolving the polymers in 1X PBS (pH 7.4) containing 0.1% bovine serum albumin (BSA). To encapsulate growth factor into the hydrogel, the growth factor (Recombinant Human HB-EGF Protein, R&D Systems) was first dissolved in PBS containing 0.1% BSA at 50 ug/100 μl. The solution of the growth factor was then added to freeze-dried HA-Upy-DA (3.5 wt%). Growth factor loaded hydrogel was obtained upon complete dissolution of the HA-Upy-DA. The hydrogel was transferred to a Hamilton syringe for application.

### Histological analysis in zebrafish

PFA-fixed tissue was rinsed in phosphate buffer, then cryoprotected in 30% sucrose. Samples were embedded in optimal cutting temperature compound (OCT) (Tissue-Tek) and frozen in a dry ice. Twenty μm longitudinal (horizontal) or 16 μm transversal cryosections were used for histology. For immunohistochemistry, tissue sections were rehydrated in PBS, permeabilized in PBS containing 0.2% Triton X-100, and incubated with blocking buffer (5% goat serum in PBS-Tween) for 1 h at room temperature. Sections were incubated overnight with primary antibodies diluted in blocking agent, washed in PBS, and treated for 1 h in secondary antibodies and DAPI (Thermo Fisher Scientific, D3571, 1:5000). Following washes, sections were mounted in in VECTASHIELD® Antifade Mounting Medium (Vector Laboratories H-1000-10). Primary antibodies used for adult fish experiments were: rabbit anti-GFP (Life Technologies, A11122, 1:500), chicken anti-GFP (Aves Labs, GFP-1020, 1:500), mouse anti-GFAP (ZIRC, Zrf1, 1:200), rabbit anti-GFAP (Sigma, G9269, 1:200), rabbit anti-Sox2 (Abcam, ab97959, 1:200), mouse anti-HuC/D (Invitrogen, A-21271, 1:100), mouse anti-acetylated-α-tubulin (Sigma, T6793, 1:1000), rabbit anti-dsRed (Clontech, 632496, 1:200), mouse anti-PCNA (Sigma, P8825, 1:200). Secondary antibodies (Life Technologies, 1:200) used in this study were highly cross-absorbed Alexa Fluor 488/633/594 goat anti-rabbit, anti-mouse or anti-chicken antibodies (Alexa Fluor 488 Goat anti-Rabbit, Thermo Fisher Scientific, A-11034; Alexa Fluor 594 Goat anti-Rabbit, Thermo Fisher Scientific, A-11037; Alexa Fluor 488 Goat anti-Mouse, Thermo Fisher Scientific, A-11029; Alexa Fluor 633 Goat anti-Mouse, Thermo Fisher Scientific, A-21050; Alexa Fluor 594 Goat anti-Mouse, Thermo Fisher Scientific, A-11032; Alexa Fluor 488 Goat anti-Chicken, Thermo Fisher Scientific, A-11039; Alexa Fluor 633 Goat anti-Mouse, Thermo Scientific, A-21052). EdU staining was performed using 20 μM Alexa Fluor 594 azide (Molecular Probes, A10270). All confocal images were acquired with either a Zeiss LSM 700 or LSM 880 microscope with Zen 2010 B SP1.

In situ hybridization was performed on cryosections of paraformaldehyde-fixed spinal cord^19^, using an Intavis in situ robot. To generate probes, target sequences were placed upstream of a T7 promoter and gBlock fragments were ordered at IDT. Probes were generated using T7 RNA polymerase (M0251, New England BioLab). Signals were visualized by immunoassay using an anti-DIG-AP (alkaline phosphatase) antibody (11093274910, Sigma-Aldrich) and subsequent catalytic color reaction with NBT (nitroblue tetrazolium) (11383213001, Sigma-Aldrich)/BCIP (5-bromo-4-chloro-3-indolyl-phosphate) (11383221001, Sigma-Aldrich). Sections were imaged using a Leica DM6000 compound microscope with Leica Application Suite X (v.3.4.2). Whole mount immunofluorescence was performed using established protocols^92^. Larvae were imaged using a Zeiss Axio Zoom microscope with Zen Pro 2012.

### Swim capacity assays

Swim capacity was measured by exercising fish in groups of 8–12 in a 5L swim tunnel respirometer device (Loligo, SW100605L, 120 V/60 Hz)^19^. Fish were acclimated for 20 min at a fixed low water current in the enclosed tunnel, then water current velocity was increased every 2 min and fish swam against the current until they reached exhaustion. For each animal reaching exhaustion, swim time and current velocity at exhaustion were recorded.

### Zebrafish larvae experiments

For imaging experiments, 3 days post fertilization (dpf) larvae were placed in a 50 ml falcon tube in egg water and immersed in a 38 °C water bath for 1 h. Larvae were then placed in a petri dish in a 28 °C incubator. At 6 h post heat shock, larvae were imaged using a Zeiss Axio Zoom microscope, with settings unchanged between experimental and control groups.

For qPCR analyses, 3 dpf larvae were placed in a 50 ml falcon tube in egg water and immersed in a 38 °C water bath for 1 h. Larvae were then placed in a petri dish in a 28 °C incubator. At 3 h post heat shock, single larvae were lysed in Trizol. DNA and RNA were extracted using the manufacturer instructions for genotyping and qPCR analyses, respectively.

### Mice

All experimental procedures with mice were performed in compliance with animal protocols reviewed and approved by the Duke IACUC. Wild-type male and female C57BL/6 mice were purchased from The Jackson Laboratory and used for all experiments. For neonatal experiments, injuries were performed at postnatal day 3 (P3). For experiments with adults, 3 month-old mice were used. Mice were housed in a temperature-controlled (~18–23 °C, 40–60% humidity) and enriched environment, with a 12 h light/dark cycle, and provided standard chow and water.

### Spinal cord injuries in mice

For neonatal spinal cord crush injury, mice at postnatal day 3 (P3) were anaesthetized by hypothermia on an ice bed. A laminectomy was performed at thoracic level (T9-T10) to completely expose the spinal cord. The spinal cord was crushed for 2 sec using forceps. After visually confirming establishment of the injury, muscle and skin were sutured in layers with 6-0 absorbable sutures. Mice were warmed until awake and placed into a cage containing bedding from their original cage for at least 30 min before the mother was returned. In case of bladder dysfunction, bladder expression was performed daily. Sham-operated pups underwent the same procedure involving laminectomy without spinal cord crush^3^.

For adult crush and transection injuries, mice were anesthetized with ketamine (50–100 mg/kg) and xylazine (5–10 mg/kg) and given antibiotics (gentocin, 1 mg/kg)^3,93^. A midline incision was made over the thoracic vertebrae, followed by removal of the T9-T10 lamina to expose the spinal cord. The spinal cord was fully crushed for 2 s with Dumont #5 forceps (Fine Science Tools, 11251-10) modified to 0.5 mm tip^94^. For transection injuries, the spinal cord was cut using iridectomy scissors. Muscles were then sealed with 6-0 absorbable sutures and the skin was closed with wound clips. Two ml of sterile saline was administered subcutaneously (sq) to prevent de-hydration. During recovery, mice were kept on a heating pad and received antibiotic agents (1 mg/kg gentocin) and saline daily for 5 days. Manual bladder expression was performed twice per day until tissue harvest. Sham-operated mice underwent laminectomy without spinal cord crush and received all post-operative cares as injured mice.

### Histological analyses in mice

Mice were given a lethal dose of anesthesia and were transcardially perfused with PBS followed by 4% paraformaldehyde (PFA). PFA-fixed tissues were post-fixed in 4% paraformaldehyde, rinsed in phosphate buffer, then cryoprotected in 30% sucrose. Samples were embedded in OCTand frozen in dry ice. Longitudinal horizontal sections were cut on a cryostat at 20-μm thickness and stored at −20 °C until processed. Before staining, sections were warmed to room temperature, permeabilized using Triton X-100, treated with blocking agent and incubated over night at 4 °C with primary antibodies. Following washes, sections were incubated washed in PBS and mounted in VECTASHIELD(R) Antifade Mounting Medium (Vector Laboratories H-1000-10). Primary antibodies used for mouse immunofluorescence anti-EGFP (rabbit, A11122, Life Technologies, 1:500), anti-EGFP (chicken, GFP-1020, Aves Labs, 1:500), mouse anti-GFAP (Sigma, G3893, 1:500), rabbit anti-Sox2 (Abcam, ab97959, 1:200), mouse anti-HuC/D (Invitrogen, A-21271, 1:100), rabbit anti-5-HT (Immunostar, 20079, 1: 5000), rabbit anti Ki67 (Abcam, ab15580, 1:200), rabbit anti-fibronectin (Sigma, F3648, 1:200), rat anti-CD68 (Bio-Rad, MCA1957, 1:600), F4/80 (Biorad, MCA497R, 1:200). Secondary antibodies (Life Technologies, 1:200) used in this study were highly cross-absorbed Alexa Fluor 488/633/594 donkey or goat anti-rabbit, anti-mouse, anti-rat or anti-chicken antibodies (Alexa Fluor 488 Goat anti-Rabbit, Thermo Fisher Scientific, A-11034; Alexa Fluor 594 Goat anti-Rabbit, Thermo Fisher Scientific, A-11037; Alexa Fluor 488 Goat anti-Mouse, Thermo Fisher Scientific, A-11029; Alexa Fluor 633 Goat anti-Mouse, Thermo Fisher Scientific, A-21050; Alexa Fluor 594 Goat anti-Mouse, Thermo Fisher Scientific, A-11032; Alexa Fluor 488 Goat anti-Chicken, Thermo Fisher Scientific, A-11039; Alexa Fluor 633 Goat anti-Mouse, Thermo Scientific, A-21052; Alexa Fluor 633 Goat anti-Rabbit, Thermo Scientific, A-21071; Alexa Fluor 568 Goat anti-Rat, Thermo Scientific, A-11007; Alexa Fluor 594 Rabbit anti-Goat, Thermo Scientific, A11080; Alexa Fluor 488 Donkey anti-Goat, Thermo Fisher Scientific, A-11055; Alexa Fluor 594 Donkey anti-Goat, Thermo Fisher Scientific, A-11058). Confocal images were acquired with Zeiss LSM 700 or Zeiss LSM 880 microscopes.

### Virus production and titers

A triple-plasmid transfection protocol was used to produce recombinant AAV vectors in suspension HEK293s (obtained from the University of North Carolina Vector Core). Specifically, the transfected plasmids include a capsid-specific helper plasmid (AAV.cc47, containing AAV2 Rep and AAV9 variant Cap genes^53^), the adenoviral helper plasmid pXX680, and pTR-Enhancer-HSP68-GFP plasmids (encoding different enhancer elements), flanked by inverted terminal repeats (TRs) derived from the AAV2 genome. Culture media was harvested 6 days post transfection and cells were pelleted via centrifugation (1000 × *g* × 15 min) and discarded. Viral particles were precipitated from the culture media overnight at 4 °C with polyethylene glycol (PEG; final concentration of 12%). Media was subsequently centrifuged at 3000 × *g* × 1 h and discarded. The PEG pellet was resuspended in formulation buffer (1x PBS with 1 mM MgCl_2_ and 0.001% puronic F-68) and treated with DNase at 37 °C for 1 h. Viral vectors were purified using iodixanol density gradient ultracentrifugation. Vectors were subsequently subjected to buffer exchange using Pierce Protein PES centrifugation columns (100,000 MWCO, Thermo Scientific, catalog no. 88524). Following purification, viral genome titers were determined via quantitative PCR using a Roche Lightcycler 480 (Roche Applied Sciences). Quantitative PCR primers were designed to specifically recognize the AAV2 inverted terminal repeats (forward, 5′-AACATGCTACGCAGAGAGGGAGTGG-3′; reverse, 5′-CATGAGACAAGGAACCCCTAGTGATGGAG-3′) (Integrated DNA Technologies). 10^11^ virus particles were injected into neonatal mice, and 10^12^ into adult mice, by temporal vein and tail vein injection, respectively.

### Data analysis and statistics

The number of animal analyzed for all quantifications (*n*) is indicated in the figure panels. The number of trials for each experiment (*N*) is indicated in Figure legends.

Quantification of tissue bridging was performed on Z-stacks, while quantification of biocytin and EdU incorporation in Sox2^+^ or HuC/D^+^ cells was performed on single-plane images. Glial bridge diameter was calculated using ImageJ software, measuring 3–5 longitudinal, horizontal sections per fish with the thickest bridge, which was identified by staining for axons and glia (acetylated α-tubulin and GFAP, respectively). Measurements at the regenerating lesion site were normalized on diameter of the spinal cord caudal to the lesion, as performed previously^19^. Biocytin-labeled axons were quantified from transverse sections, counting number of particles (each one representing the cross-section of an axon) using the “threshold” and “particle analysis” tools in the ImageJ software. We analyzed 3–5 transverse sections per fish, which were located ~0.5 mm caudal to the lesion; we then normalized measurements on signals detected ~1 mm rostral to the lesion core for each fish, as done previously^19^. Cycling of Sox2^+^ ERGs was quantified by manually counting the number of Sox2^+^ cells labeled with EdU surrounding the central canal, using transverse sections located ~0.5 mm caudal to the lesion. Labeling of HuC/D^+^ cells was quantified on longitudinal horizontal sections, in 0.3 mm regions rostral and caudal to the lesion site. Three to five longitudinal horizontal sections per animal were analyzed and averaged. qPCR experiments were performed 3 times, 3 technical replicates were run each time. Fold changes were calculated with the 2-ΔΔCT method.

For violin plots, solid lines indicate the group median; dotted lines indicate the 25th and 75th quartiles. All samples are shown in each violin plot. Sample sizes, statistical tests, and *p* values are indicated in the figures or the legends. All statistical analyses were performed using GraphPad Prism 9 software.

For zebrafish experiments, we injured ~ 5–15 fish per group, according to genotype availability after PCR genotyping. After injury, animals were randomly assigned to each experimental group (e.g. HR-HB-EGF treatment/BSA vehicle) and end-point. Viability was ~65%. For neonatal mouse experiments, we injured ~10 mice per group, and viability was ~70%. For adult mouse experiments, we injured 3–5 mice per group, with a viability of ~90%. No animals were excluded from the analyses. Investigators were not blinded during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Reporting Summary

### Source data

Source Data

## Data Availability

The bulk RNA, ATAC and single-cell RNA sequencing datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) archive. The accession number for bulk RNA and ATAC sequencing is GSE193503. The accession number for single-cell RNA-seq data is GSE213435. The remaining data are available within the article or Source Data file. Unique biological materials are available from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Spinal cord repair is modulated by the neurogenic factor Hb-egf under direction of a regeneration-associated enhancer
**Source:** Nat Commun. 2023 Aug 11;14:4857. doi: 10.1038/s41467-023-40486-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials

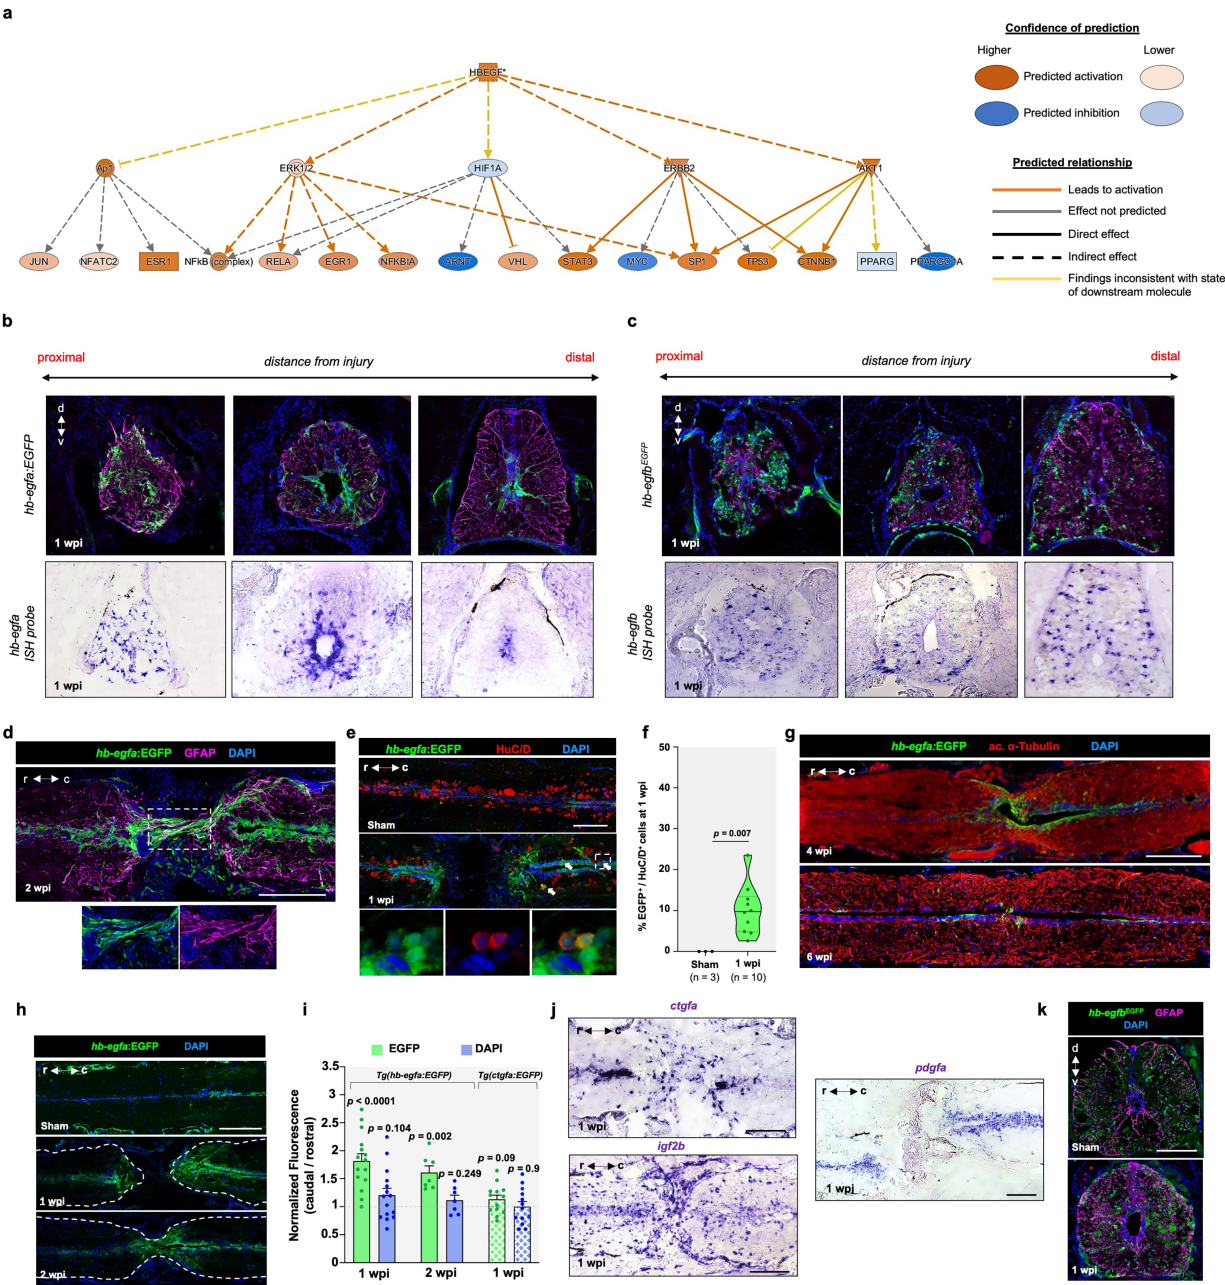

Supplementary Fig. 1. Induction of *hb-egfa* after spinal cord injury.

(a) Mechanistic Hb-egf network from IPA upstream regulator analysis.

(b, c) Transverse sections of adult zebrafish spinal cord showing comparison of *hb-egfa* (b) and *hb-egfb* (c) -directed EGFP fluorescence (top) and mRNA (bottom) at different distances from the lesion epicenter, at 1 wpi. N = 3.

(d) Expression of *hb-egfa*:EGFP at sites of tissue bridging in adults at 2 wpi. GFAP (magenta) stains glial cells. N = 3.

(e) Longitudinal sections of regenerating spinal cord at 1 wpi, showing cells co-expressing Hb-egfa (green) and the neuronal marker HuC/D. Arrows indicate cells expressing both markers. Quantification shown in (f).

(g) Expression of *hb-egfa*:EGFP at 4 and 6 wpi. Acetylated α -Tubulin stains axons. N=3.

(h) Longitudinal sections of spinal cords from *hbegfa*:EGFP BAC reporter fish at 1 and 2 wpi, indicating differential rostrocaudal distribution of EGFP fluorescence sections.

(i) Quantification of EGFP and DAPI fluorescence in the rostral and caudal sides of spinal cord lesions at 1 and 2 wpi in *hb-egfa*:EGFP fish (filled columns) and at 1 wpi in *ctgfa:egfp* fish (dotted columns). *ctgfa*:EGFP, by contrast, shows no differential distribution in rostral and caudal domains. *hb-egfa*:EGFP: n = 15 and 7 at 1 and 2 wpi, respectively; *ctgfa*:EGFP: n = 13 at 1 wpi. Animals were examined over 2 independent experiments. A one-sample two-tailed t-test was used for comparison. Error bars indicate SEM.

(j) Longitudinal sections of injured spinal cord at 1 wpi, showing expression of *ctgfa*, *igf2b* and *pdgfa* mRNA by ISH. N = 2.

(k) Transverse section of adult spinal cord showing expression of *hb-egfb*^{EGFP} and the glial marker GFAP in sham-injured tissue and at 1 wpi. N = 3.

Dashed area in d and e indicate region magnified, and in h spinal cord stumps and sites of tissue bridging. Scale bars 100 μ m in e and k, 200 μ m in d, g, h, j. A two-tailed Mann-Whitney test was used for comparisons in f and two-tailed unpaired t-test for comparisons in i. "n" in f= number of animals used for the experiments. r, rostral, c, caudal, d, dorsal; v, ventral.

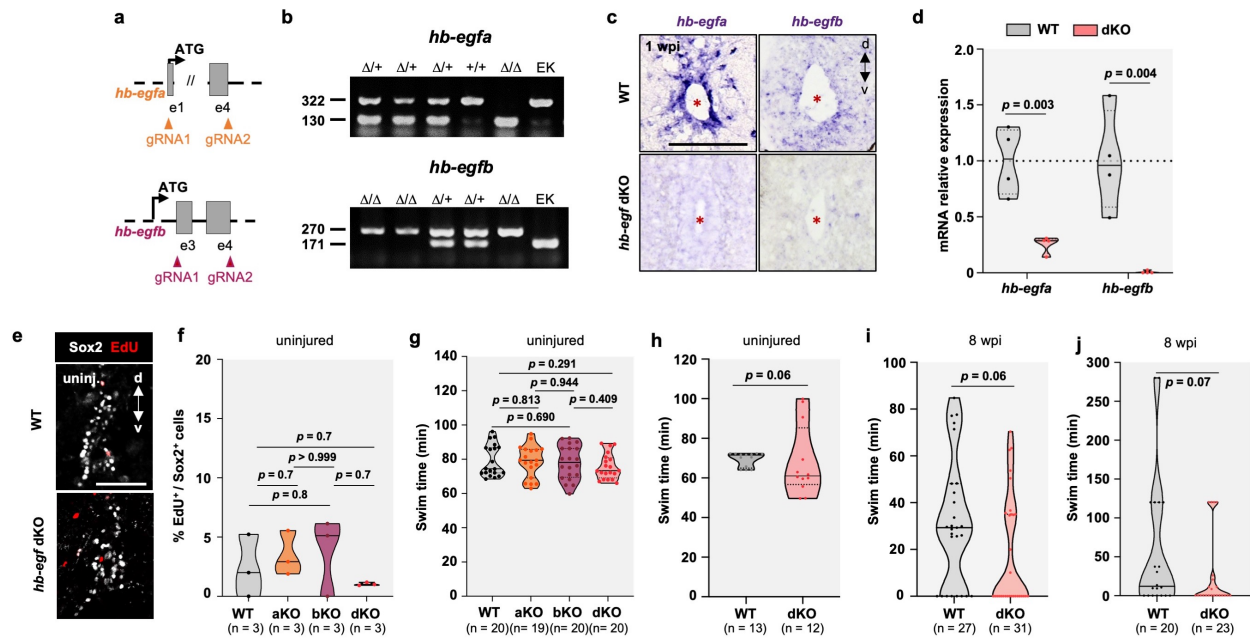

Supplementary Fig. 2. Swim capacity and expression of *hb-egf* paralogues in dKO mutants.

(a, b) Cartoon and genotyping indicating the exonic regions deleted to generate *hb-egfa* and *hb-egfb* mutations.

(c) *In situ* hybridization of transverse sections of spinal cord, showing loss of *hb-egfa* and *hb-egfb* induction at 1 wpi in dKO mutants compared to wild-type (WT) clutchmates. N=2.

(d) Quantitative RT-PCR indicating decreased expression of *hb-egfa* and *hb-egfb* in dKO mutant embryos compared to wild-type controls.

(e, f) Ependymal cell cycling assessed by EdU (red) incorporation in spinal cords of uninjured WT, *hb-egfa*KO, or *hb-egfb*KO and *hb-egf* dKO fish. Analyses were performed after 1 week of daily Edu injections. Quantification shown in f. N = 1.

(g) Swim capacity of uninjured WT, *hb-egfa*KO, or *hb-egfb*KO and *hb-egf* dKO fish against increasing water currents. The graph shows the time of exhaustion for fish in all groups. N = 2.

(h) Endurance swim testing of uninjured WT and *hb-egf* dKO fish. Fish were swum at a constant current of 35 cm/sec and time before they were exhausted was recorded.

(i) Swim capacity of WT and *hb-egf* dKO fish against increasing water currents. N = 2.

(j) Endurance swim testing of uninjured WT and *hb-egf* dKO fish. Fish were swum at a constant current of 35 cm/sec and time before they were exhausted was recorded.

Two-tailed unpaired t-tests were used for comparisons in d and two-tailed Mann-Whitney tests were used for comparisons in f, g, h, i, and j. Scale bar in c 100 μ m, 50 μ m in e. d, dorsal; v, ventral. "n" = number of animals used for the experiments. Source data are provided as a Source Data file.

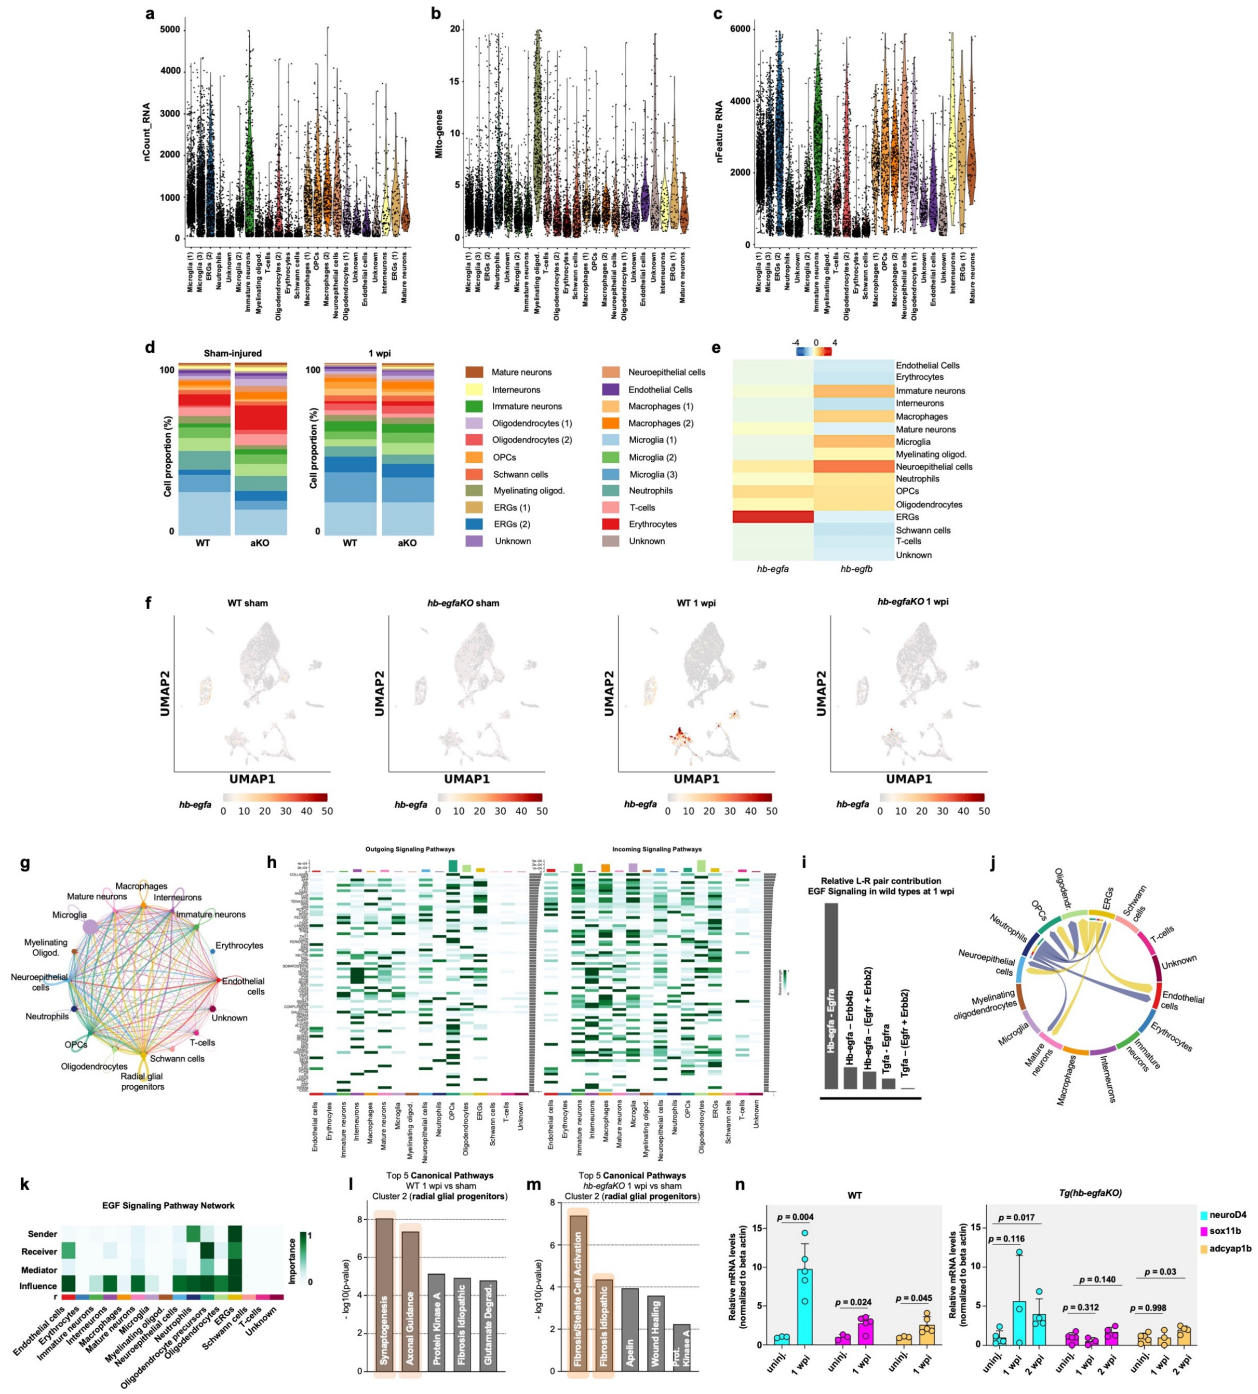

Supplementary Fig. 3. scRNAseq of wild-type and *hb-egfa*KO sham injured and 1 wpi spinal cords.

(a-c) Violin plots showing numbers of RNA counts (nCount_RNA), proportion of mitochondrial RNA (percent.mito), and number of RNA features (nFeature_RNA) for the cell clusters identified by scRNAseq.

(d) Proportion of cells in each cluster identified in sham-injured and 1 wpi wild-type (WT) and *hb-egfa*KO spinal cords.

(e) Heatmap showing expression of *hb-egfa* and *hb-egfb* mRNA by scRNAseq in distinct spinal cord cell populations.

(f) Changes in *hb-egfa* expression in sham-injured and 1 wpi WT and *hb-egfa*KO clusters.

(g) Overview of cell-cell interaction network during spinal cord regeneration. Thickness of lines joining the different cell clusters indicates interaction strength. Bubble size indicates cell contributing to the respective cluster.

(h) Heatmap showing the contribution of all cell clusters identified to the significant signaling networks identified by CellChat analyses. Size of the rectangles at the top of each cell type indicates its overall contribution.

(i) Relative contribution of each ligand-receptor pair to the overall EGF signaling network.

(j) Circle plot and **(k)** heatmap showing the relative contribution of each cell cluster to the EGF signaling network during spinal cord regeneration.

(l, m) Top 5 canonical pathways in radial glial progenitor clusters at 1 wpi in WT **(l)** and *hb-egfa*KO **(m)** spinal cords.

(n) qPCR analysis to assess expression of the neuronal marker genes *neuroD4*, *sox11b* and *adcyap* at 1 and 2 wpi in bulk spinal cord tissue of WT and *hb-egfa*KO zebrafish. *sox11b* and *adcyap1b* expression levels increase at 1 wpi in *hb-egf* WT fish, yet they are unchanged compared to uninjured spinal cords at both 1 and 2 wpi in *hb-egfa*KO fish. Similarly, *neuroD4* displays a smaller expression level increase in *hb-egfa*KO fish compared to *hb-egf* WT, at both 1 and 2 wpi. WT n=3 and 5 in uninjured and 1 wpi condition; *Tg(hb-egfa*KO) n=4, 3 and 4 in uninjured, 1 and 2 wpi samples, respectively. A two-tailed unpaired t-test was used for comparisons. Error bars indicate SEM.

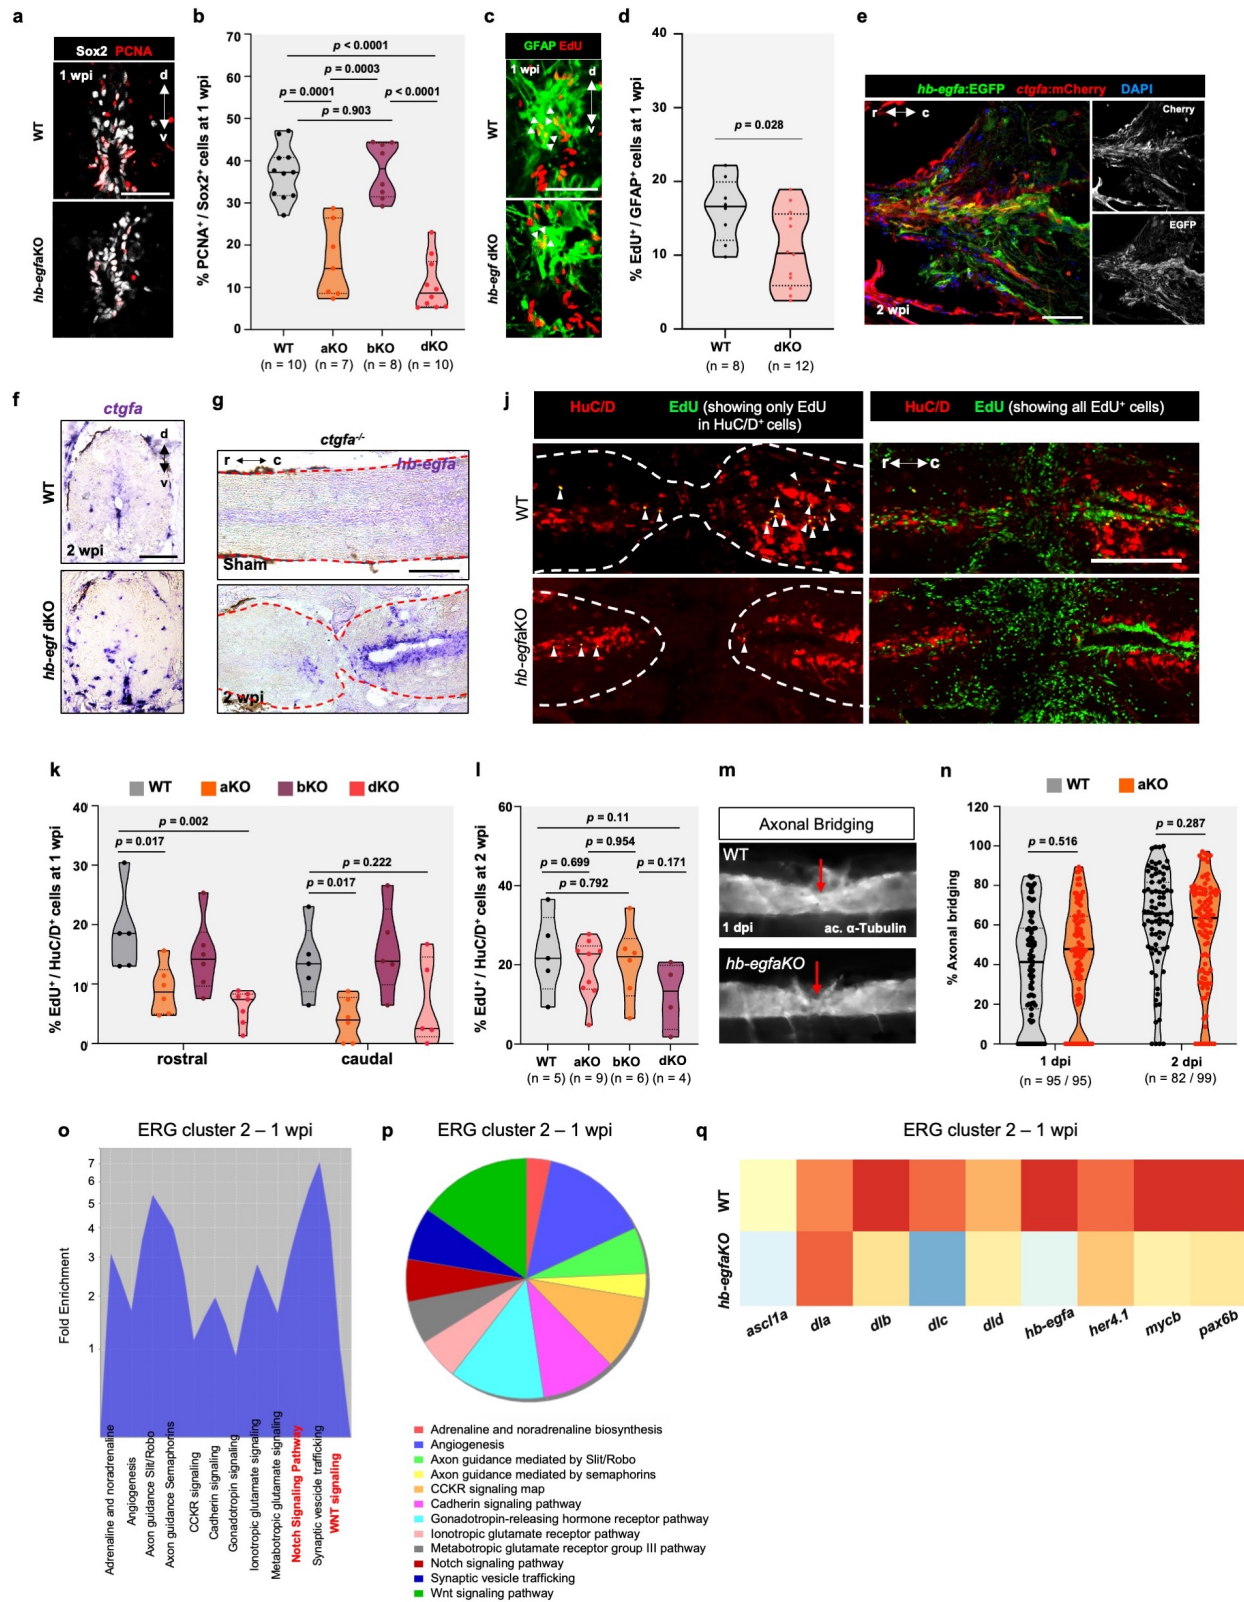

Supplementary Fig. 4. Effects on gliogenesis and neurogenesis by Hb-egfa.

(a) Transverse sections of wild-type (WT) and *hb-egfa*KO spinal cords at 1 wpi, stained for ependymal cells (Sox2⁺, white) and PCNA (red).

(b) Quantification of PCNA⁺Sox2⁺ ependymal cells at 1 wpi in different mutant backgrounds. N = 2.

(c, d) Cycling of GFAP-positive glial cells assessed by EdU (red) incorporation in spinal cords of WT and *hb-egf* dKO fish. N = 2.

(e) Co-localization between *hb-egfa*:EGFP and *ctgfa*-directed mCherry at 2 wpi. N = 2.

(f) Transverse sections of WT and *hb-egf* dKO spinal cords showing expression of *ctgfa* mRNA in ventral domains by ISH at 2 wpi. N=2.

(g) Longitudinal sections of *ctgfa*^{-/-} zebrafish spinal cord showing expression of *hb-egfa* mRNA by ISH at 2 wpi. N = 2.

(j) Longitudinal sections of spinal cord at low magnification, indicating EdU-labeled neurons at 1 wpi in WT and *hb-egfa*KO samples.

(k) Quantification of EdU⁺HuC/D⁺ cells in different mutant backgrounds at 1 wpi in rostral and caudal domains of a transection injury at 1 wpi. N = 2.

(l) Quantification of EdU⁺HuC/D⁺ cells in different mutant backgrounds at 2 wpi after transection injury. N = 2.

(m) Whole mount images of WT and *hb-egfa*KO larval spinal cord at 1 day post injury (dpi) stained for the axonal marker acetylated α -tubulin. Quantification of axonal bridge at 1 and 2 dpi in **(n)**.

(o, p) Bioinformatic comparison of ERG clusters of WT and *hb-egfa*KO fish at 1 wpi. Shown are the signaling pathways enriched in lists of gene differentially modulated in the two conditions. Notch and Wnt signaling pathways are among overrepresented pathways.

(q) Heat maps showing level of expression of Wnt and Notch pathway components at 1 wpi in ERG clusters of WT and *hb-egfa*KO fish.

Scale bars 50 μ m in **a, c, f**; 100 μ m in **e, g** and **j**. Two-sided Mann-Whitney test was used for comparisons in **b, d, k** and **l**. Two-sided Fisher's exact test was used for comparisons in **n**. r, rostral; c, caudal; d, dorsal; v, ventral. "n" = number of animals used for the experiments. Source data are provided as a Source Data file.

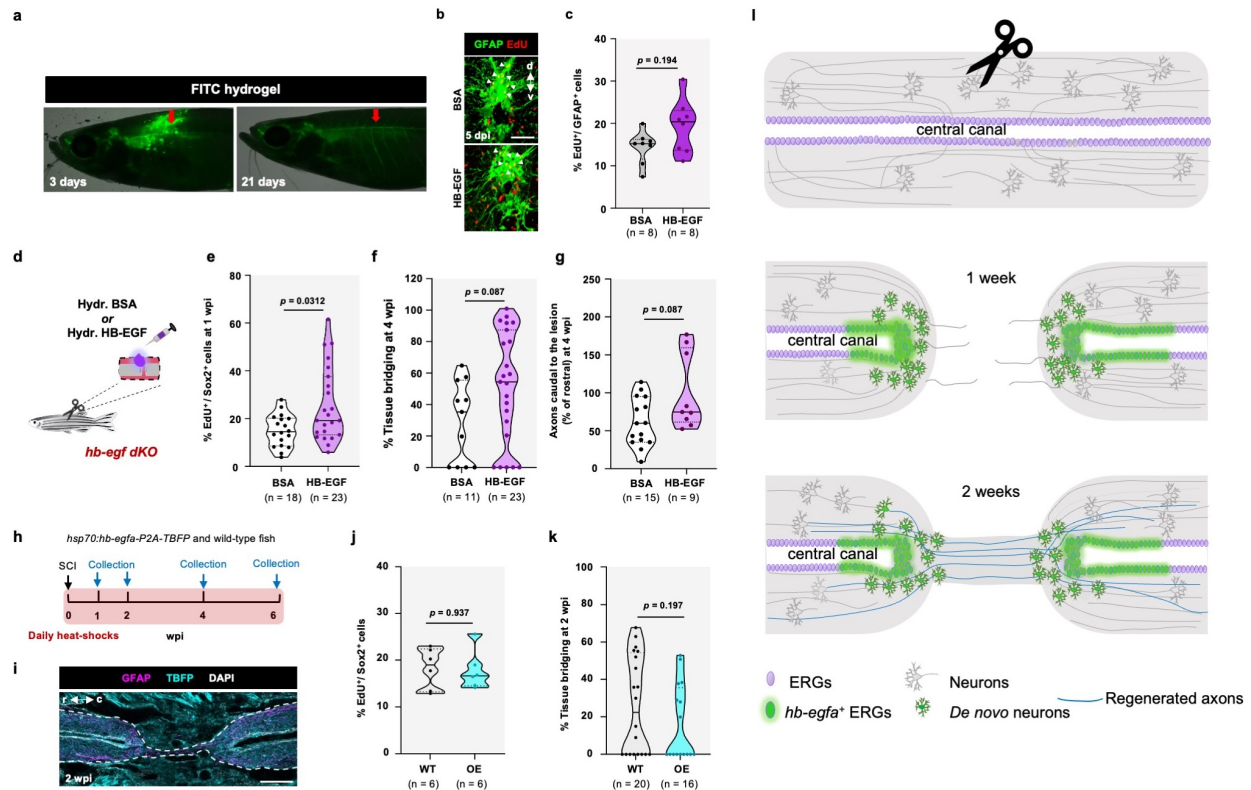

Supplementary Fig. 5. Hydrogel and transgene-mediated increases in Hb-egf levels.

(a) Administration of FITC-loaded hydrogels to sites of spinal cord injury. Live zebrafish underwent a single injection of FITC-loaded hydrogel adjacent to the usual transection site, and were imaged 2 and 21 days post injection. Red arrows indicate approximate injection site. One representative fish per group is shown.

(b, c) Cycling of GFAP-positive glial cells assessed by EdU (red) incorporation in spinal cords of fish treated with vehicle (BSA)- or HR-HB-EGF-loaded hydrogel. Analyses were performed at 5 days post injury (dpi). N = 2.

(d) Cartoon showing the strategy used for rescue experiments.

(e-g) Quantification of cycling ERGs, tissue bridging and axon crossing in *hb-egfa* dKO animals treated with HR-HB-EGF. N=3.

(h) Timeline for heat shock experiments and assessment of ependymal cell proliferation, bridging, axon growth and swim capacity in *hb-egfa*OE zebrafish. All animals, transgenics and controls underwent daily heat-shocks.

(i) Longitudinal section of *hb-egfa*OE spinal cord at 2 wpi showing TBFP expression, a proxy for Hb-egfa (cyan), along the rostrocaudal spinal cord axis. GFAP (magenta) stains glial cells. N = 2.

(j) Ependymal (Sox2⁺) cell cycling assessed by EdU incorporation in wild-type and *hb-egfa*OE adult spinal cords at 1 wpi.

(k) Percentage of tissue bridging in wild-type and *hsp70:hb-egf*OE zebrafish at 2 wpi.

(l) Preliminary model summarizing Hb-egf effects during zebrafish spinal cord regeneration. Spinal cord injury triggers expression of *hb-egfa* in ERGs around the lesion site. Hb-egf acts on ERGs where it regulates their self-renewal and their differentiation

into neurons in and around the injury site, detectable as early as 1 wpi. Axon crossing and recovery of motor function occur subsequently.

Scale bar 50 μm in **b** and 200 μm in **i**. A two-sided Mann-Whitney test was used for comparisons in **c**, **e**, **f**, **g**, **j** and **k**. r, rostral; c, caudal; d, dorsal; v, ventral. n= number of animals used for the experiments. “n” = number of animals used for experiments. Source data are provided as a Source Data file.

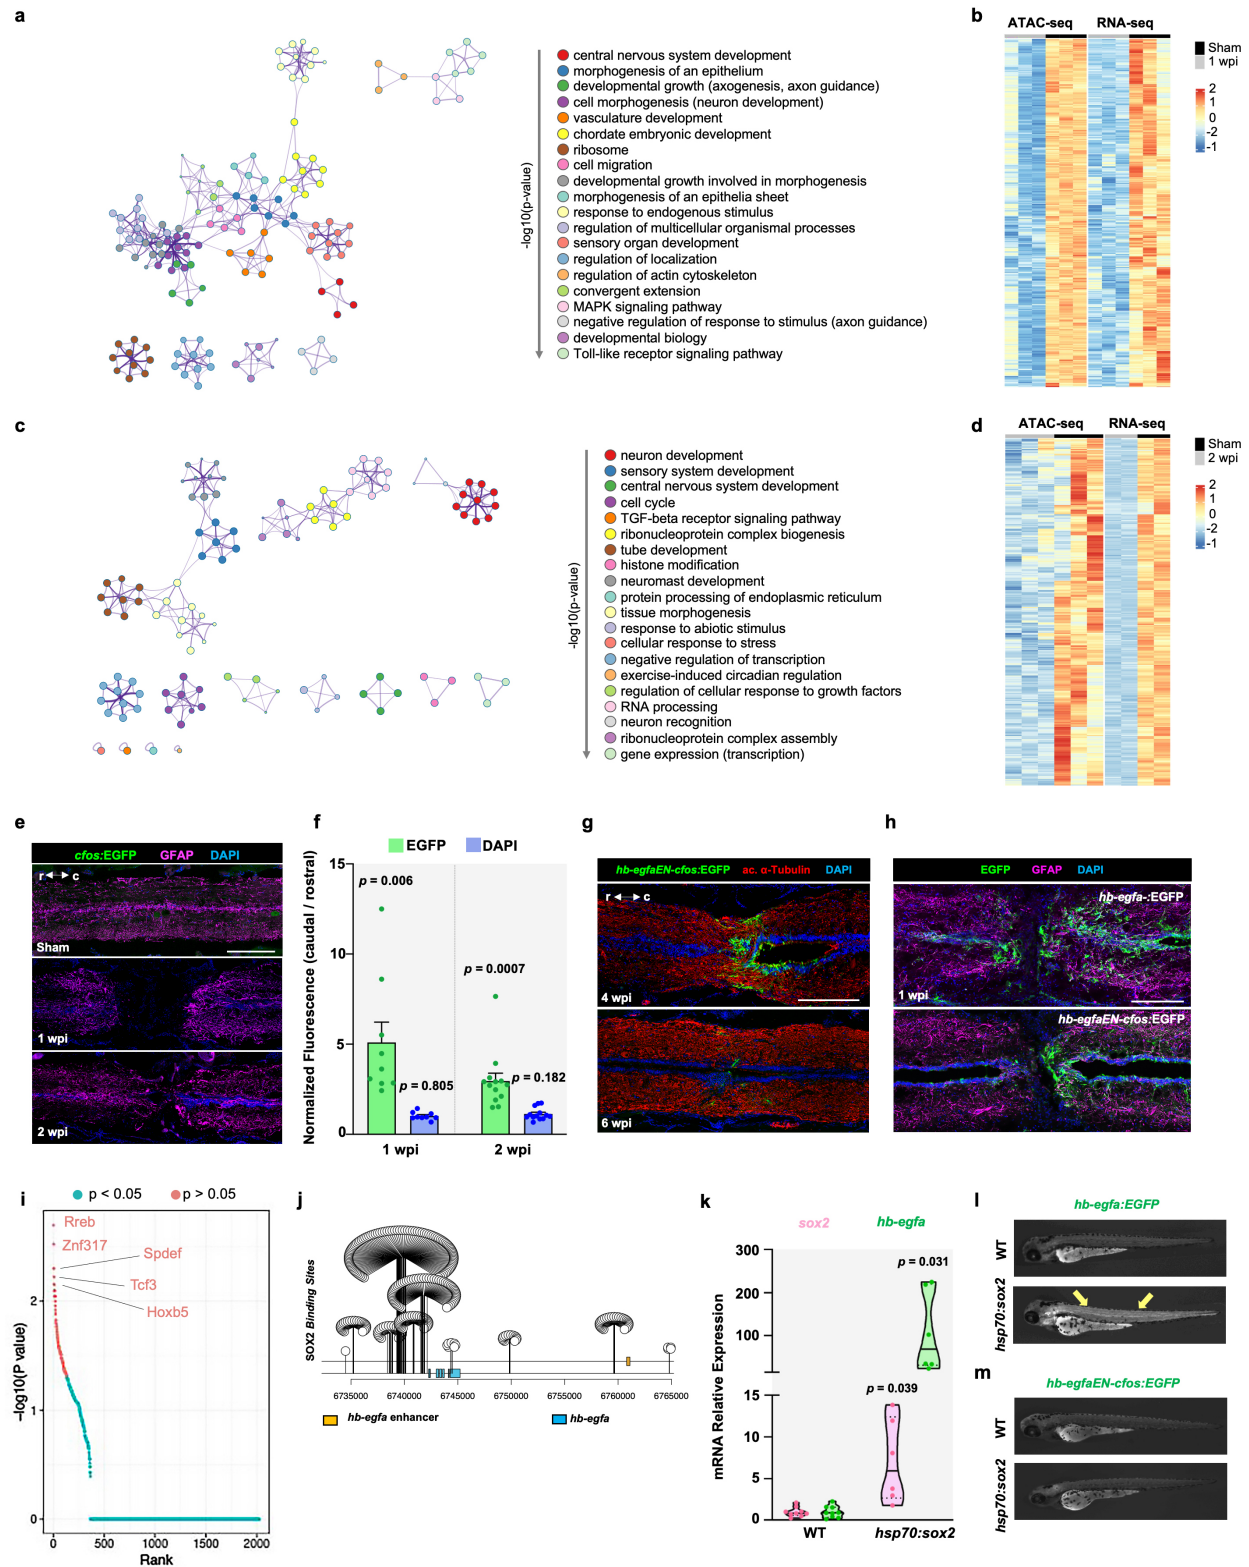

Supplementary Fig. 6. Bioinformatic analyses of ATAC-seq and RNA-seq data and characterization of *hb-egfaEN*.

(a-d) Gene ontology of genes with associated chromatin regions after spinal cord injury at 1 **(a)** and 2 **(c)** weeks post injury (wpi) (also shown in **Supplementary Data 3 and 5**). Heat maps show increased transcripts linked to nearby differentially accessible chromatin regions in 1 wpi **(b)** and 2 wpi **(d)** spinal cords versus sham-injured.

(e) Longitudinal sections of *cfos:EGFP* spinal cord, at 1 and 2 wpi.

(f) Quantification of EGFP and DAPI fluorescence rostral and caudal to the lesion at 1 and 2 wpi in *hb-egfaEN-cfos:EGFP* spinal cords. n=9 and 13 animals at 1 and 2 wpi, respectively, examined over 2 independent experiments. An unpaired two-tailed t-test was used for comparisons. Error bars indicate SEM.

(g) Longitudinal sections of *hb-egfaEN-cfos:EGFP* spinal cords at 4 and 6 wpi, indicating reduction of fluorescence by 6 wpi. N = 3.

(h) Longitudinal sections of *hb-egfaEN-cfos:EGFP* (bottom) and *hb-egfa:EGFP* (top) spinal cords at 1 wpi (crush), indicating similar EGFP expression pattern to those observed after transection injury. N = 3.

(i) BiFET analyses indicating enriched transcription factor motifs within *hb-egfaEN*. Red, $p < 0.05$; Blue, $p > 0.05$. Peaks are analyzed based on the hypergeometric distribution.

(j) Dandelion plot showing predicted Sox2 binding sites in or near *hb-egfa* promoter and enhancer. Motifs assessed with motifmatchr package, $p < 0.0005$.

(k) *sox2* and *hb-egfa* mRNA expression levels (pink and green, respectively) in wild-type (WT) or *hsp70:sox2* larvae 3 hours after heat shock. Expression is shown as fold change vs non-heat shocked larvae, whose *sox2* and *hb-egfa* mRNA levels are = 1 (dashed horizontal line). N = 2. Each point represents a single animal. Unpaired two-tailed t-test with Welch's correction used for comparisons.

(l) EGFP expression in 3 dpf *hb-egfa:EGFP* (top) or *hsp70:sox2; hb-egfa:EGFP* larvae 6 hours after heat shock. Trunk fluorescence (arrows) is detectable. N = 2. n = 7 (WT) and 6 (*hsp70:sox2*).

(m) EGFP expression in *hb-egfaEN-cfos:EGFP* (top) or *hsp70:sox2; hb-egfaEN-cfos:EGFP* larvae 6 hours after heat shock. No trunk fluorescence is detectable. N = 2. n = 12 (WT) and 10 (*hsp70:sox2*).

Scale bars 200 μ m. r, rostral; c, caudal.

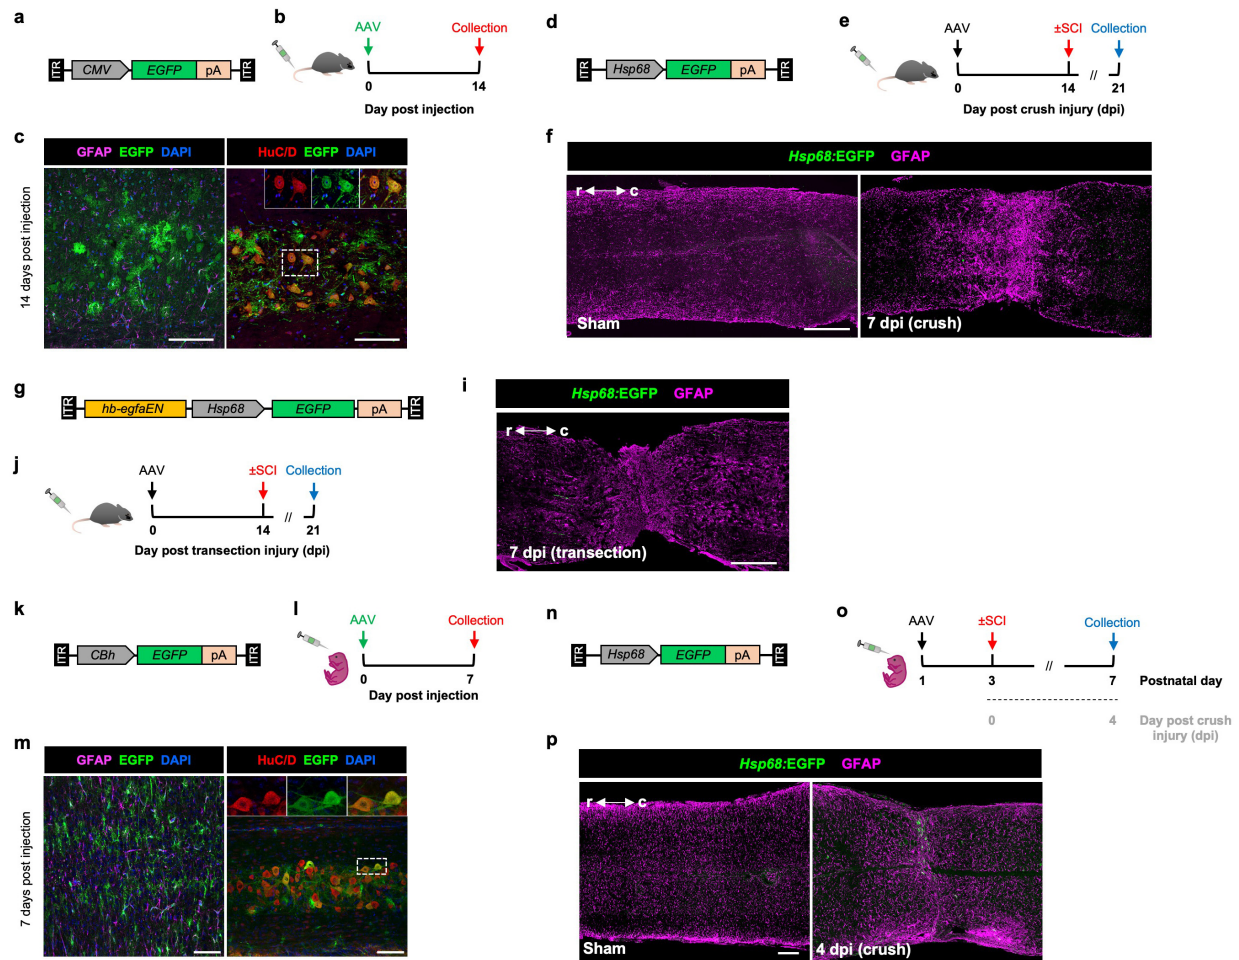

Supplementary Fig. 7. AAV-cc.47-mediated transduction of spinal cord cell types in neonatal and adult mice and characterization of control enhancer constructs.

(a, b) AAV construct **(a)** and experimental design **(b)** to test AAV-cc.47 transduction in adult spinal cord.

(c) Immunofluorescence staining of sections of uninjured adult spinal cord showing expression of EGFP, the glial marker GFAP, and the neuronal marker HuC/D at 14 days post transduction.

(d, e) AAV construct **(d)** and experimental design **(e)** for tests of *Hsp68:EGFP* expression in adult spinal cord after crush injury.

(f) Longitudinal sections of spinal cords from adult mice after sham-injury or 7 days post crush injury (dpi). Mice transduced with AAV-*Hsp68:EGFP* show little or no detectable EGFP at the site of injury.

(g, h) AAV construct **(g)** and experimental design **(h)** for tests of *hb-egfaEN-Hsp68:EGFP* expression in adult spinal cord after a transection injury.

(i) Immunofluorescence staining of sections of uninjured adult spinal cord showing expression of EGFP and the glial marker GFAP at 7 days post a transection injury.

(k, l) AAV construct **(k)** and experimental design **(l)** to test AAV transduction in neonatal spinal cord.

(m) Immunofluorescence staining of sections of uninjured neonatal spinal cord showing expression of EGFP, the glial marker GFAP, and the neuronal marker HuC/D at 7 days post injection.

(n, o) AAV construct **(n)** and experimental design **(o)** for tests of *Hsp68:EGFP* expression in neonatal spinal cord.

(p) Longitudinal sections of spinal cords from neonatal mice after sham injury or 4 dpi. Mice transduced with *AAV-Hsp68:EGFP* show little or no detectable EGFP at the site of injury.

Scale bars 100 μ m in **c**, **m** and **p**; 500 μ m in **f** and **i**. Dashed regions in **c** and **m** indicate magnified areas. r, rostral; c, caudal.

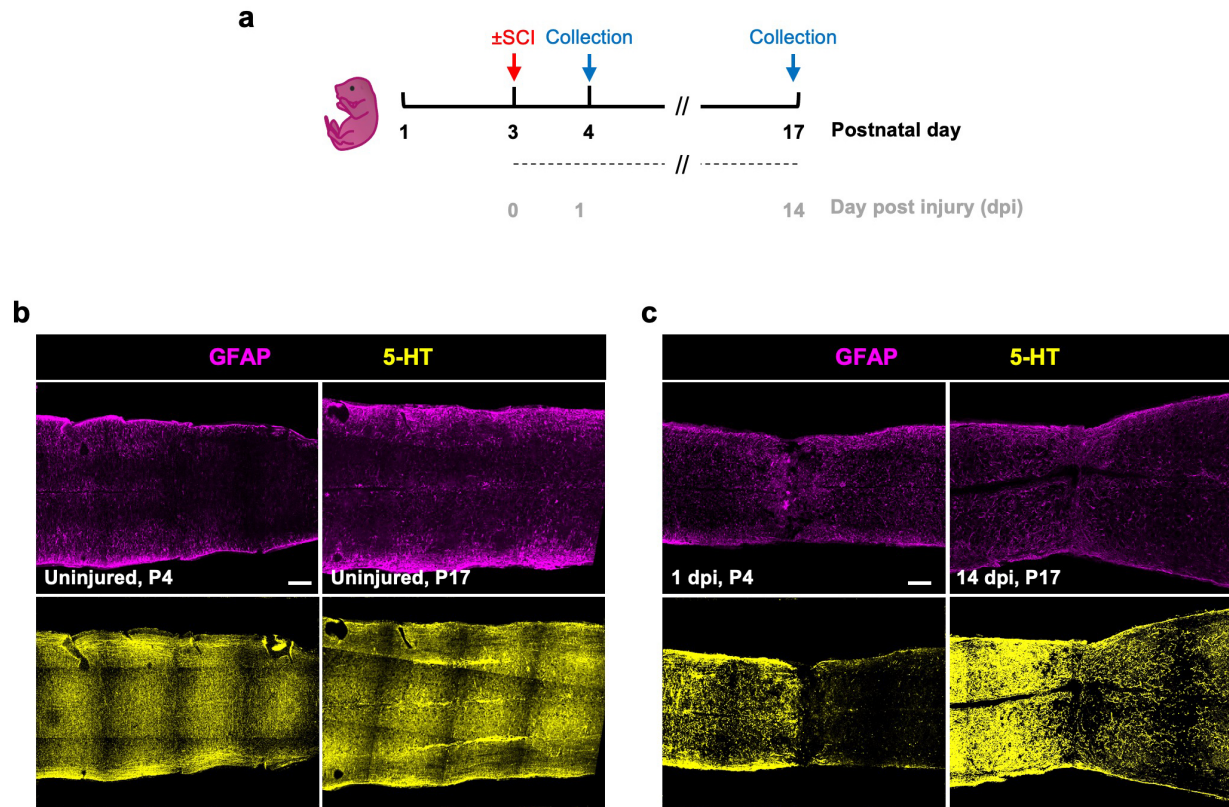

Supplementary Fig. 8. Stains of serotonergic neurons after spinal cord crush injury in neonatal mice.

(a) Experimental design.

(b) Longitudinal sections of spinal cords of uninjured mice collected at postnatal day 4 (P4) or postnatal day 17 (P17), stained with the glial marker GFAP and 5-HT, marking serotonergic axons of serotonergic neurons.

(c) Longitudinal sections of spinal cords after crush injury at P3, collected at P4 or P17, and stained with GFAP and 5-HT. 5-HT-positive axons (yellow) are visible caudal to the injury site at 14 dpi.

Scale bars 200 μ m.

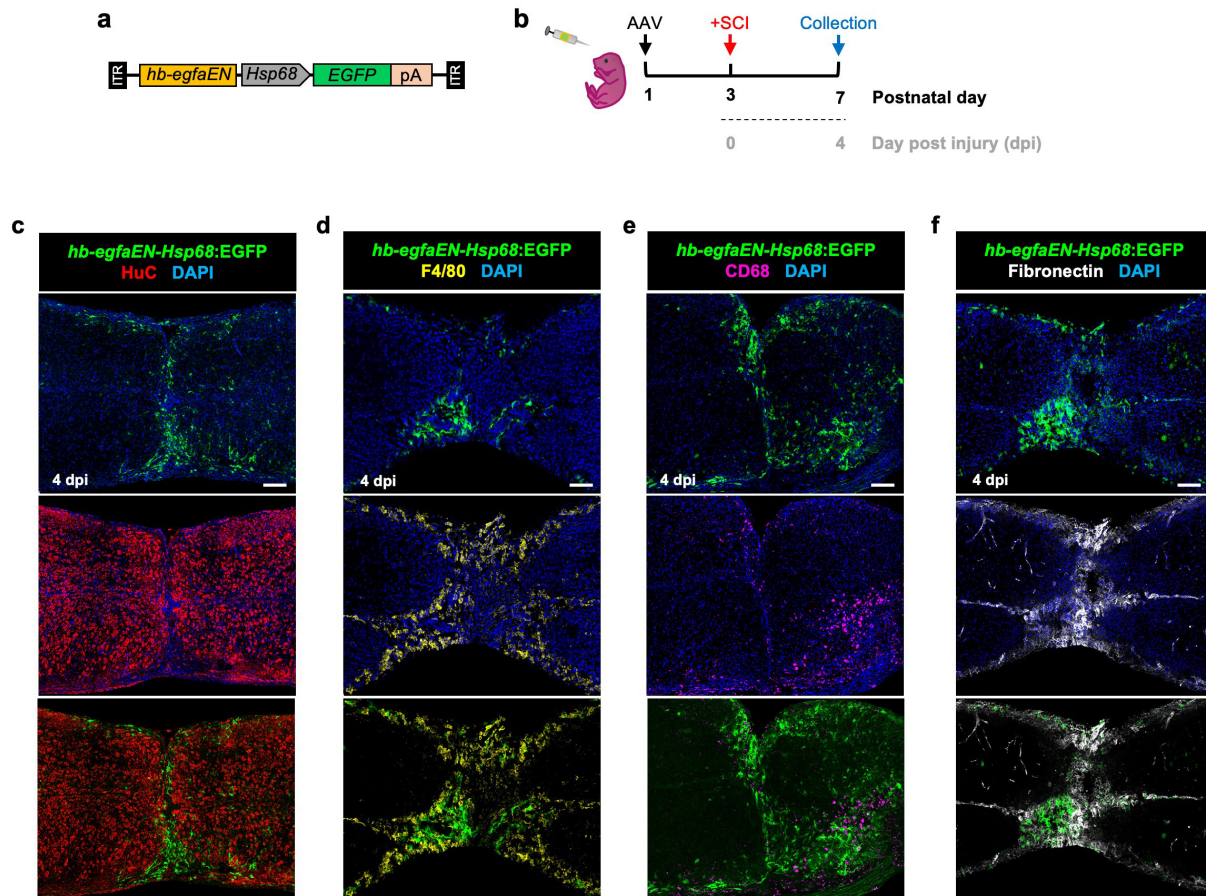

Supplementary Fig. 9. Characterization of cells expressing *hb-egfaEN-Hsp68:EGFP* after spinal cord injury in neonatal mice.

(a, b) Viral construct and experimental design.

(c) Expression of *hb-egfaEN*-directed EGFP and the neuronal marker HuC/D in spinal cord at 4 dpi.

(d) Expression of *hb-egfaEN*-directed EGFP and the macrophage marker F40/80 in neonatal spinal cord at 4 dpi.

(e) Expression of *hb-egfaEN*-directed EGFP and the microglial marker CD68 in spinal cord at 4 dpi.

(f) Expression of *hb-egfaEN*-directed EGFP and bridge-forming fibronectin in spinal cord at 4 dpi. Scale bars 100 μ m.

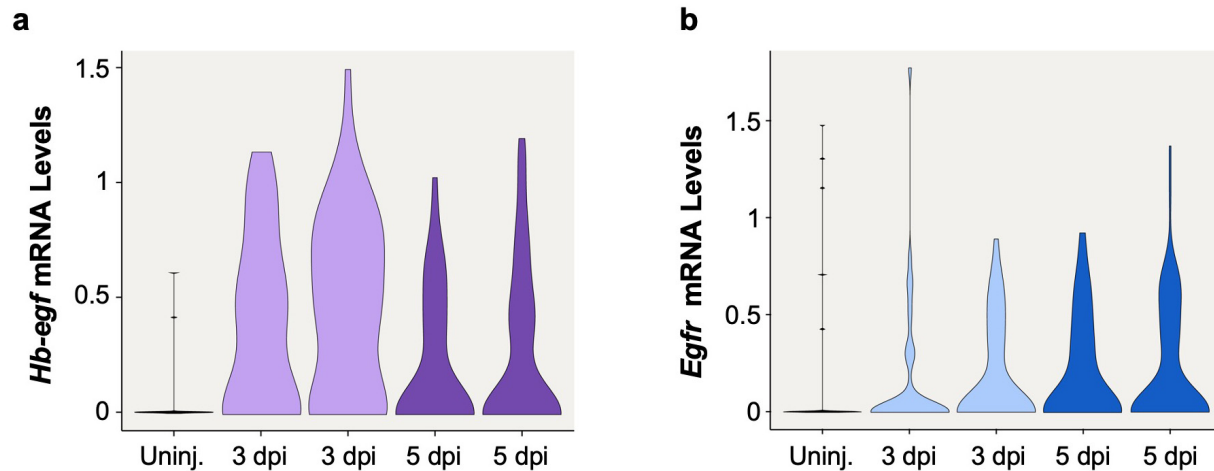

Supplementary Fig. 10. Expression of *Hb-egf* in neonatal mouse spinal cord.

(a) *Hb-egf* and **(b)** *Egfr* mRNA levels in astrocytes of uninjured neonatal mouse spinal cord, or 3 and 5 days after crush injury, based on published datasets (Li et al., 2020). Light purple in **a** and light blue in **b** are 2 different replicates at 3 dpi. Dark purple in **a** and dark blue in **b** are two different replicates at 5 dpi.

# Supplementary material for: Spinal cord repair is modulated by the neurogenic factor Hb-egf under direction of a regeneration-associated enhancer
**Source:** Nat Commun. 2023 Aug 11;14:4857. doi: 10.1038/s41467-023-40486-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Spinal cord RNA-seq profiling at 1 week post injury (wpi).

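Rises and falls were ranked among the 1216 called genes with a mean of at least 1 CPM, groups without overlap and an approved-style symbol. Among these the 10 largest rises at 1 wpi included those of rpe65a and apoeb. The retinoid isomerase gene rpe65a rose from 14.7 ± 4.44 CPM (SD, n = 3) in sham cords to 65.4 ± 11.1 CPM (SD, n = 3) in injured cords, a log2 fold change of 2.15 (standard error 0.261, adjusted p = 0.0281 from edgeR), and the lipid carrier gene apoeb, expressed by zebrafish microglia, rose from 2061 ± 1171 CPM to 8055 ± 495 CPM (SD, n = 3), a log2 fold change of 1.97 (standard error 0.396, adjusted p = 0.0420). The other 8 of the 10 largest rises were those of cryba2b (2.54), prox2 (2.31), col2a1a (2.02), hrh3 (1.96), mmp30 (1.88), tmem232 (1.75), nr2f5 (1.72) and pglyrp2 (1.72). The 10 largest falls included those of hapln4, which encodes a link protein of perineuronal matrix, from 276 ± 112 CPM to 55.8 ± 1.93 CPM (SD, n = 3), a log2 fold change of -2.31 (standard error 0.330, adjusted p = 0.0294), and of calb2b, a calcium-binding protein of interneurons, with -1.96. They also held aanat2 (-2.29), dio2 (-2.15), cabp5b (-2.14), slc12a5b (-2.06), mt2 (-2.02), vdrb (-1.98), hmgcs1 (-1.91) and kcnip1b (-1.89). Changes over 2-fold were found in 136 of the genes that rose and in 205 of those that fell. In 5721 genes, 44.7% of those tested, the 3 injured libraries lay on 1 side of the 3 sham libraries, where chance gives 10%. Supplementary Data 1 holds the paper's own comparison of these libraries, and the first 1968 of its 4610 rows, which name 1535 genes, were used here. For all 1535 genes its counts per library equal those in the files, and of the 1525 genes tested here all 1525 had the same sign of change, and all 1525 passed the threshold with DESeq2, which the paper names, and 574 with edgeR. The rows used hold only genes with an adjusted p of at most 0.0499 from the paper's DESeq2. On the same counts, equal signs and DESeq2 calls are therefore no independent evidence. All genes that rose and all that fell were also called without sham replicate 1. With any other single library left out edgeR called none of them. DESeq2 then called 883 to 1075 genes higher and 786 to 932 lower.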

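Genes of phagocytes, complement, extracellular matrix and interferon responses rose in part. Of 30 genes of microglia and macrophages, 5 rose and none was lower (8 higher when adjusted over the list alone), including the phagocytic receptor gene havcr1, which rose by 1.37 on the log2 scale, the chemokine gene ccl34b.1 by 0.74 and the pore-forming protein gene mpeg1.1 by 0.71. Of 39 genes of extracellular matrix and fibroblasts, lamb1a, bgnb, vcanb and dcn rose (by 1.28, 0.83, 0.65 and 0.57) and none was lower (13 higher when adjusted over the list alone). Of 18 complement genes, c6, c3b.2 and c3b.1 rose by 1.29, 1.17 and 0.87 (6 higher and 1 lower when adjusted over the list alone), and of 25 interferon-stimulated genes ifit12, irf9 and irf1b rose by 1.31, 0.73 and 0.65 (also 3 when adjusted over the list alone). Among 18 neutrophil genes cebpa rose by 0.71 and mmp9 had a log2 fold change of 1.77 (adjusted p = 0.0770), with none past the threshold when adjusted over the list alone. With upper-quartile scaling cebpa and irf1b did not pass (adjusted p = 0.0520 and 0.0510). Of 17 lymphocyte genes none passed edgeR's test, adjusted over all genes or over the list alone, with 2 at an unadjusted p under 0.05 and il7r at -1.05 (adjusted p = 0.0755), and DESeq2 called 2 lower. Of 31 immediate early and stress genes, ddit3 rose by 0.75 along with jun, and the chaperone gene dnajb1b had a log2 fold change of -1.17 (1 higher and 1 lower when adjusted over the list alone).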

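Of 26 genes of cholesterol synthesis, 6 fell and none was higher (23 lower and 1 higher when adjusted over the list alone), including sqlea with -1.58, fdft1 with -1.26 and mvk with -1.25. Of 68 mitochondrial ribosomal protein genes, 11 fell and none was higher (44 lower when adjusted over the list alone), led by mrps34 with -0.60 and mrps23 with -0.56. By contrast, 80 of 82 cytosolic ribosomal protein genes had a positive log2 fold change, with a median of 0.42. Of the latter, rpl12 rose by 0.57, a call lost with RLE or upper-quartile scaling and with no filter, rps8b and faub had log2 fold changes of -0.77 and -0.44, and none passed when adjusted over the list alone. In limma's camera test with a preset correlation between genes, the lists for microglia and macrophages (adjusted p = 4.27e-07), extracellular matrix and fibroblasts (4.87e-07), complement (0.00474), interferon-stimulated genes (0.000138), immediate early and stress genes (0.0206) and cytosolic ribosomal proteins (7.96e-13) ranked higher after injury, and those for cholesterol synthesis (1.39e-06) and mitochondrial ribosomal proteins (1.15e-13) ranked lower. The lists for neutrophils and lymphocytes did not stand apart (adjusted p = 0.130 and 0.608). None of them passed with an estimated correlation. Adjusted p with an estimated correlation was 0.634 for microglia and macrophages, matrix, interferon-stimulated genes, cholesterol synthesis and cytosolic ribosomal proteins. It was 0.283 for complement, 0.709 for stress genes and 0.600 for mitochondrial ribosomal proteins. In limma's fry test complement passed upward and mitochondrial ribosomal proteins downward, both at adjusted p = 0.0189. The other lists named here did not pass fry (adjusted p from 0.102 to 0.609). At the preset correlation stress genes did not pass without sham replicate 2 or 3 (adjusted p = 0.0579 and 0.0935). Over the genes of each list called without it, sham replicate 1 lay at 0.785 of the way from the mean of the other sham libraries to the injured mean for microglia and macrophages, 0.811 for extracellular matrix, 0.771 for complement, 0.824 for interferon-stimulated genes, 0.905 for neutrophils, 0.825 for lymphocytes, 0.758 for stress genes, 0.771 for cholesterol synthesis, 0.709 for cytosolic and 0.433 for mitochondrial ribosomal proteins. When sham replicate 1 was left out, 194 of the genes of these 10 lists were higher and 102 lower, against 19 and 20 with all libraries, and 77 cytosolic ribosomal protein genes were higher. Leaving out any other single library, edgeR called none of them, with 104 to 125 at an unadjusted p under 0.05, while DESeq2 called 35 to 42 higher and 24 to 34 lower.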

File Name: Supplementary Data 2

Description: Merged ATAC-seq peaks and RNA-seq at 1 wpi.

File Name: Supplementary Data 3

Description: Top 20 GO analyses terms of ATAC-peaks assigned to differentially expressed genes at 1 wpi.

File Name: Supplementary Data 4

Description: Merged ATAC-seq peaks and RNA-seq at 2 wpi.

File Name: Supplementary Data 5

Description: Top 20 GO analyses terms of ATAC-peaks assigned to differentially expressed genes at 2 wpi.

File Name: Supplementary Movie 1

Description: Video of wild-type fish in an isolated breeder tank at 4 wpi. As reflected in the swim capacity violin plots in Fig. 2, there is variability in motor recovery between animals, with ~70-80% of the wild-type fish able to swim against increasing water current at 4 wpi.

File Name: Supplementary Movie 2

Description: Video of *hb-egf* dKO fish in an isolated breeder tank at 4 wpi. Many of the animals are unable to remain upright and swim, indicated continued partial or full paralysis distal to the injury.

File Name: Supplementary Movie 3

Description: Video of *hb-egfb* KO fish in an isolated breeder tank at 4 wpi. Most animals recover full swim capacity, similar to wild-types.

File Name: Supplementary Movie 4

Description: Video of *hb-egfa* KO fish in an isolated breeder tank at 4 wpi. Many or most animals have not recovered full swim capacity.

File Name: Supplementary Movie 5

Description: Video of wild-type fish in an isolated breeder tank at 2 wpi and daily heat-shocks. As reflected in the swim violin plots in Fig. 3, there is variability in recovery between animals, with ~50% of the control fish able to swim against increasing water current at 2 wpi.

File Name: Supplementary Movie 6

Description: Video of *hsp70:hb-egfa-P2A-TBFP* clutchmates at 2 wpi and daily heat-shocks. Many or most animals have not recovered full swim capacity.

File Name: Supplementary Movie 7

Description: Video showing motor function of a neonatal mouse at 30 dpi. Mice received AAV carrying an *hb-egfaEN-hsp68:EGFP* construct at P1 and underwent spinal cord crush injury at P3.

File Name: Supplementary Movie 8

Description: Video showing motor function of a neonatal mouse at 30 dpi. Mice received AAV carrying an *hb-egfaEN-hsp68:HB-EGF* construct at P1 and underwent spinal cord crush injury at P3.

# Supplementary material for: Spinal cord repair is modulated by the neurogenic factor Hb-egf under direction of a regeneration-associated enhancer
**Source:** Nat Commun. 2023 Aug 11;14:4857. doi: 10.1038/s41467-023-40486-5
**Supplement:** Supplementary file 17 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value not
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

All confocal images were acquired with Zeiss LSM700 confocal microscope with Zen 2010 B SP1.
In situ hybridization images were acquired with a Leica6000 compound microscope with Leica Application Suite X (v.3.4.2).
Dissecting scope images were acquired with a Zeiss Axio Zoom microscope with Zen pro 2012.
qPCR was performed using a Roche light cycler 480 with software 1.5.0 SP4.
Single cell sequencing was performed using 10X Genomics instrument and pipeline.
Swim capacity was measured using a swim tunnel respirometer device (Loligo, SW100605L, 120V/60Hz)

Data analysis

All graphs and statistical analyses were generated using Prism v9.
Measurement of tissue bridge and biocytin labeling was performed using Fiji (v.2.3.0)
Software used for bioinformatic include the following: Metascape (v3.5.20230501), Panther (v17.0), IngenuityPathwayAnalysis (IPA, IPA, v. 70750971), Seurat package (v 4.1.1), CellChat (v 1.4.0), R scripts 'ScType' (v 1.0), Bowtie2 v 2.2.5, samtools (v 1.3.1), MACS2 (v 2.1.0), csaw (v 1.20.0), DiffBind (v 2.14.0), Tophat2 (v2.1.1), htseq-count (v0.6.0), DESeq2 (v1.26.0), ChIPpeakAnno (v3.20.1), circus (v0.69-8), JASPAR (v2018), trackViewer (v 1.22.1), ComplexHeatmap (v 2.2.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The bulk RNA, ATAC and single cell RNA sequencing datasets generated in this study have been deposited at GEO. The accession number for bulk RNA and ATAC sequencing is GSE193503. The accession number for single cell RNA-seq data is GSE213435. All reagents, data and zebrafish lines generated in this study are available from the corresponding author upon request. Source Data are provided with this manuscript.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size No statistical methods were used to pre-determine sample sizes. Number of animals in each group was determined based on previous studies (Mokalled et al., 2016) and taking into account the considerable variability in assays of spinal cord regeneration capacity. All data are provided as violin plots with each data point indicated.

Data exclusions All animals analysed were included in the data.

Replication All experiments were repeated 2-4 times, as indicated in the figure legends.

Randomization Male and female animals were included in the experiments, and randomly assigned to control or experimental group.

Blinding Researchers were blinded for swim assay experiments. For experiments employing mutant/transgenic fish or requiring repeated HR-HB-EGF and BSA treatment, experiments were performed in a stepwise manner thus investigators were not blinded. For experiments with neonatal mice, each litter was treated either with control or experimental viruses, then placed back in the mother's cage and analyzed in an unblinded manner.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a Involved in the study

- ☐ ☒ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern

Methods

n/a Involved in the study

- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

Antibodies

Antibodies used

- Primary antibodies:

Rabbit anti-GFP (Life Technologies, A11122, 1:200)
 Chicken anti-GFP (Aves Labs, GFP-1020, 1:500)
 Mouse anti-GFAP (ZIRC, Zrf1, 1:1000)
 Rabbit anti-GFAP (Sigma, G9269, 1:200)
 Mouse anti-GFAP (Sigma, G3893, 1:500)
 Rabbit anti-Sox2 (Abcam, ab97959, 1:200)
 Mouse anti-HuC/D (Invitrogen, A-21271, 1:100)
 Mouse anti-acetylated- α -tubulin (Sigma, T6793, 1:1000)
 Rabbit anti-dsRed (Clontech, 632496, 1:200)
 Goat anti-5-HT (Immunostar, 20079 1:5,000)
 Rabbit anti-fibronectin (Sigma, F3648, 1:200)
 Rat anti-CD68 (Bio-Rad, MCA1957, 1:600)
 Rat anti F4/80 (Biorad, MCA497R)
 Rabbit anti-Ki67 (Abcam, ab15580, 1:200)

- Secondary antibodies:

Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Scientific, A11029, 1:200 dilution).
 Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Scientific, A11032, 1:200 dilution).
 Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 633 (Thermo Scientific, A21052, 1:200 dilution).
 Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Scientific, A11037, 1:200 dilution).
 Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Scientific, A11034, 1:200 dilution).
 Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 633 (Thermo Scientific, A21071, 1:200 dilution).
 Goat anti-Chicken IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Scientific, A11039, 1:200 dilution).
 Goat anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (Thermo Scientific, A11007, 1:200 dilution).
 Rabbit anti-Goat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Scientific, A11080, 1:200 dilution).
 Donkey anti-Goat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific, A11055, 1:200 dilution).
 Donkey anti-Goat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Fisher Scientific, A11058, 1:200 dilution).

Validation

All antibodies used in this study are commercially available, and were validated by the respective commercial source in either human, murine, or zebrafish tissue for application in IF, IHC-P or WB.

Primary antibodies have been previously employed in the following studies:

Rabbit anti-GFP (Life Technologies, A11122): Shoffner et al., 2021; Yan et al., 2023; Goldman et al., 2017
 Chicken anti-GFP (Aves Labs, GFP-1020): Yan et al., 2023
 Mouse anti-GFAP (ZIRC, Zrf-1, 1:200): Hevia et al., 2022
 Rabbit anti-GFAP (Sigma, G9269, 1:200): Saadoun et al., 2022
 Mouse anti-GFAP (Sigma, G3893, 1:500): Min-Hui et al., 2019
 Rabbit anti-Sox2 (Abcam, ab97959, 1:200): Shi et al., 2023
 Mouse anti-HuC/D (Invitrogen, A-21271, 1:100): Babu et al., 2022
 Mouse anti-acetylated- α -tubulin (Sigma, T6793, 1:1000): Mokalled et al., 2016
 Rabbit anti-dsRed (Clontech, 632496, 1:200): Shoffner et al., 2021
 Goat anti-5-HT (Immunostar, 20079, 1:5,000): Li et al., 2020
 Rabbit anti-fibronectin (Sigma, F3648, 1:200): Zhen et al., 2023
 Rat anti-CD68 (Bio-Rad, MCA1957, 1:600): Qian et al., 2022
 Rat anti F4/80 (Biorad, MCA497R, 1:200): Riera-Domingo et al., 2023
 Rabbit anti-Ki67 (Abcam, ab15580, 1:200): Yan et al., 2023

Secondary antibodies have been employed in Shoffner et al., 2021; Yan et al., 2023; Han et al., 2018; Goldman et al., 2017; Thaddeus et al., 2023; Espinosa-Jiménez et al., 2023, among many others.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

We used HEK293s for AAV packaging. HEK293s were obtained from the University of North Carolina Vector Core.

Authentication

The cell lines were not authenticated.

Mycoplasma contamination

The cell lines tested negative for mycoplasma.

Commonly misidentified lines
(See [ICLAC](#) register)

This study does not involve commonly misidentified cell lines.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

This study involved wild-type and transgenic fish of the outbred Ekkwill strain. Zebrafish had an age range from 6-12 months old and measured ~2.5 cm in length at the time of spinal cord injury. The list of transgenic lines used in the manuscript is reported in Methods.

Neonatal C57BL6 mice received viral injections at postnatal day 1 and underwent spinal cord crush injury at postnatal day 3. Adult C57BL6 mice were injected with viruses at 3 months old and underwent spinal cord injury one week after viral injection. Mice were housed in a temperature-controlled (~18-23°C, 40–60% humidity) and enriched environment, with a 12h light/dark cycle, and provided standard chow and water.

Wild animals

This study does not involve wild animals.

Reporting on sex

Both male and female animals were used for the experiments. No differences in regeneration capacity have been reported between the two sexes.

Field-collected samples

No field collected samples were used for this study.

Ethics oversight

Animal use was approved by the Institutional Animal Care and Use Committee at Duke University, Protocol #A005-21-01 for zebrafish and Protocol #A003-22-01 for mice.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

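RNA was measured by bulk RNA-seq in spinal cord tissue of adult zebrafish, in 3 sham libraries and 3 libraries at 1 wpi. The tissue spanned 2 mm rostral and 2 mm caudal to the lesion site. The titles of the control libraries call them sham and their treatment label calls them uninjured, and the paper's methods name sham-operated clutchmates, so they were taken as sham.

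The deposited files hold raw counts, the number of reads per gene symbol in each library, which the authors made by aligning reads to danRer10 with TopHat2, keeping alignments above a mapping quality limit with SAMtools 1.3.1 and counting with HTSeq 0.6.0. The submitters' processing notes also name Trim Galore and give TopHat2 version 2.2.1, where the methods give another version. The gene annotation and the strand setting of the counting are not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart. Reads of low mapping quality had been removed, so genes with near-identical copies, such as hemoglobin and zona pellucida genes, may be undercounted. Each file ends with 5 rows of reads not counted in a gene, which were left out of library sizes and tests. Reads without a gene were 43.8%, 50.9% and 51.3% of all rows in sham replicates 1, 2 and 3 and 41.2%, 42.1% and 42.0% in injured replicates 1, 2 and 3, and ambiguous reads were 0.509% to 0.611% of all rows. Counts in genes ranged from 19310220 to 24161526 in sham libraries (median 21490549) and from 21926842 to 30147448 in injured libraries (median 26681874). No reference genome of this build was used, and names came from the files, with older symbols matched through the synonyms of a RefSeq gene table of another assembly.

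Libraries of a group were compared before use, and their counts differed by more than sampling noise in every pair (chi-square per degree of freedom from 11.8 to 167). edgeR 4.0.16 in R 4.3.3 filtered genes with filterByExpr (minimum count 10, minimum total 15), which left 12804 genes, scaled libraries with TMM and fitted a quasi-likelihood model with 1 term for injury. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were taken from the log2 fold change and its F statistic. Gene lists were tested on log2 CPM (prior count 2) with camera of limma 3.58.1 at a preset correlation of 0.01, and also with an estimated correlation and with fry, each adjusted over 28 lists. Standard errors of list medians came from 1000 bootstrap draws over genes.

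Before the data were examined, the samples, the fit, the alternatives, the lists and the rule for named genes were fixed. Some values in the paper's supplementary tables had been seen by then, among them those of hbegfa, hbegfb, egfra and erbb4a. They also included a zona pellucida gene with unequal sham values, which is why oocyte genes were listed. The rule named hbegfa, hbegfb, the receptors and the genes that the paper names for other assays, the 10 largest rises and the 10 largest falls among called genes with a mean of at least 1 CPM, groups that did not overlap and an approved-style symbol, up to 4 genes of each list by adjusted p, and every called gene of the growth factor and network lists, of which 1 network gene is not reported here. The lists were growth factors, the Hb-egf network, the Egf receptor family, ependymo-radial glia, cell cycle, neurogenesis, axon growth and guidance, mature neurons, oligodendrocytes and myelin, microglia and macrophages, neutrophils, lymphocytes, extracellular matrix and fibroblasts, immediate early and stress genes, interferon-stimulated genes, complement, cholesterol synthesis, the Notch pathway, the Wnt pathway, endothelium, erythrocytes, skeletal muscle, skin and bone, oocytes, dorsal root ganglia, cytosolic and mitochondrial ribosomal proteins, and genes named for other assays.

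The alternatives were RLE and upper-quartile scaling, scaling without the genes of other tissues, DESeq2 1.42.0 without and with a prior on fold changes, limma-voom with sample weights, no filter, a filter of 10 counts in every library, a replicate block, a test against a fold of 1.2 and each library left out. DESeq2 with each library left out was added after the data had been seen. The position of sham replicate 1 was its log2 CPM on a scale from 0, the mean of sham replicates 2 and 3, to 1, the injured mean. The tests were run on simulated data for the comparison of injured with sham cords, over 12804 genes with the spread of all 6 libraries, in which 100 genes changed by 2-fold and 100 by 4-fold. edgeR recovered 48% of the former and 87% of the latter with 9 false calls among 144, and DESeq2 recovered 74% and 94% with 60 false calls among 228. With the lower spread left when sham replicate 1 was dropped from its estimate, edgeR recovered 87% and 99% with 16 false calls among 202. In a simulated list of 30 genes raised 1.5-fold, camera passed it, and 1 of 100 unchanged lists had an unadjusted p under 0.05. Simulated genes varied independently of each other, which real genes do not. Each simulated gene had the same spread in all 6 libraries, so no simulated library stood apart as sham replicate 1 did. Recovery and false calls in the real libraries may therefore differ. Python 3.11.15 with matplotlib 3.10.9 drew the plots. Accessibility, single-cell and mouse data of the paper were not analysed here.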

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

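The tests of the cilium genes and of ovary RNA were chosen after these results had been seen. So were those of sham replicate 1 against held-out injured libraries and of a mix of sham and injured cord. Those of depth and of the position of sham replicate 1 were chosen before. Unequal sham values of a zona pellucida gene were already known then.

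Genes of motile cilia, which the paper does not discuss, were higher in part at 1 wpi. They were picked by symbol (names that begin with cfap, rsph, dnah, dnai, dnaaf, drc, tekt or ift) after the values of some had been seen, and 16 of 27 rose and none was lower by edgeR, with a median log2 fold change of 0.80. Examples, also chosen after their values were seen, are the tektin gene tekt4 with 1.39 (standard error 0.209, adjusted p = 0.0310 from edgeR), the dynein gene dnah9 with 1.36 (standard error 0.310, adjusted p = 0.0467) and the radial spoke gene rsph10b with 0.98 (standard error 0.103, adjusted p = 0.0281). Intraflagellar transport genes make up part of the list, and most of its members that did not pass the test belong to them. The set passed camera with a preset correlation (p = 1.52e-08) and with an estimated one (p = 0.0349), both for a list drawn from these data. For these genes sham replicate 1 lay closer to the other sham libraries, at 0.367 of the way to the injured mean (median over the 20 called without it), and without it 18 were higher and 2 lower. Leaving out any other single library, edgeR called none, with 16 to 20 at an unadjusted p under 0.05, and DESeq2 on all libraries called 18.

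Genes of oocytes stood high in 1 sham library. Over 45 oocyte genes with at least 1 CPM in a library, the median ratio of sham replicate 1 to the mean of sham replicates 2 and 3 was 21.2 (0.1 CPM added to both), and 37 genes were over 5 times higher. Together they measured 1742 CPM in sham replicate 1, 407 and 538 CPM in sham replicates 2 and 3 and 379 to 398 CPM in the injured libraries. Outside sham replicate 1 most of each sum came from trim36 and celf1. In sham replicates 1, 2 and 3 trim36 measured 224, 258 and 338 CPM and celf1 88.4, 92.2 and 91.5 CPM. In the injured libraries they measured 227 to 241 and 84.4 to 90.6 CPM. The zona pellucida gene zp3a.1 measured 113 CPM in sham replicate 1 and 0.835 and 5.86 CPM in the others of its group. Of the 45 genes, 24 had a mean of at least 1 CPM over sham replicates 2 and 3 and 18 over the injured libraries, and no other list holds any. A candidate source is RNA of ovary carried over at dissection, which predicted a ratio over 5 across the list and met it at 21.2, and it stays a hypothesis, since it was found on these data. No biological explanation was tested, because the design names no condition that sets this library apart from the other sham libraries.

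Sham replicate 1 also stood apart over the rest of the transcriptome. Thinned to 1 total, its distance to sham replicates 2 and 3 was 2.14 times the distance between these, which argues against lower depth. RNA of ovary would dilute alike those cord genes that ovary does not express. Genes of ERGs and of mature neurons differed from the other sham libraries by -0.17 and -0.56 (log2 medians), a gap of 3.29 bootstrap standard errors over genes. Expression of these genes in ovary was not measured. The gap therefore cannot tell whether ovary RNA accounts for the whole difference of this library. Over 7373 genes called without it, this library lay at 0.731 of the way from the other sham libraries to the injured mean (interquartile range 0.465 to 1.01), between the bounds of 0.5 and 0.8 that were set for an origin from an injured cord. A wrong label on a cord like the injured ones is argued against: each injured library, held out of its own group, lay at a median of 0.972 to 0.995 and sham replicate 1 at 0.720 to 0.726 of the same genes' scale, a gap of 10.8 times the range of the held-out medians. A mix of sham cord and such injured cord alone is argued against too, since it would lie between its 2 sources: over 38 cell cycle genes the median log2 ratio to sham replicates 2 and 3 was 1.82 in sham replicate 1 and at most 1.32 in an injured library, a gap of 4.24 times the larger spread within a group, and 29 of the genes stood above all 3 injured libraries. Its position also differed between lists, with medians of 1.36 for the cell cycle, 0.709 for cytosolic and 0.433 for mitochondrial ribosomal proteins and 0.325 for ERGs. Such a mix with RNA of ovary added, which could bring cell cycle transcripts of its own, was not tested and stays open, as do damage during the sham operation and a cord injured in another way or at another time. Its share of reads outside genes, 43.8%, also lay between the injured libraries, at most 42.1%, and the other sham libraries, at least 50.9%.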

How the results depend on the processing

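All alternatives were fixed before the data were examined except DESeq2 with a library left out. The paper's own values of hbegfa, hbegfb, egfra and erbb4a had been seen by then. For none of the changes below was the cause tested apart from fewer libraries. The counts of higher and lower genes, 744 and 618, moved to 1894 and 1885 with DESeq2, 1891 and 1825 with DESeq2 and a prior, 3740 and 3805 with limma-voom and sample weights (weight of sham replicate 1 0.0949), and 0 and 0 in edgeR's test against a fold of 1.2 (2971 genes at an unadjusted p under 0.05). They ranged from 0 to 3750 and from 0 to 3647 in edgeR with a library left out, the upper ends without sham replicate 1, and from 883 to 3642 and from 786 to 3395 in DESeq2, with 932 and 929 lower without sham replicates 2 and 3. Other scalings and filters kept them within 1.5 times, at 686 to 883 and 480 to 757. For growth factors the count of 6 moved to 16 with DESeq2 with or without a prior, 28 with limma-voom and 0 in the test against a fold of 1.2 (25 unadjusted), and ranged from 0 to 26 with a library left out. For the Hb-egf network the 4 changed genes became 2 with upper-quartile scaling, 18 with DESeq2 with or without a prior, 30 with limma-voom and 0 in the test against a fold of 1.2 (15 unadjusted), with a range from 0 to 29. hbegfa and hbegfb passed the threshold with DESeq2 (log2 fold changes 0.96 and 0.97), with a prior (0.78 and 0.79), with limma-voom (1.46 and 1.43) and without sham replicate 1, and ranged from 0.71 to 1.54 and from 0.73 to 1.46 with a library left out; their adjusted p ranged from 0.000104 to 0.284 and from 0.000883 to 0.258 over the alternatives other than DESeq2 with a library left out. DESeq2 gave adjusted p = 8.88e-50 and 2.20e-12 without sham replicate 1 and called neither gene without any other single library (adjusted p from 0.0756 to 0.193). Of 28 lists, 19 passed camera, none with an estimated correlation and 7 with fry (6 of the 19). Those that passed fry were growth factors, ERGs, complement, the Notch and Wnt pathways, mitochondrial ribosomal proteins and genes named for other assays. Of these camera did not pass growth factors. In camera 18 passed with the block, 19 with RLE and 17 to 20 with a library left out. Replicate numbers gave no sign of pairing, with correlations of deviations of -0.165, -0.0264 and 0.0671 for same-numbered libraries and from -0.212 to 0.177 for the others. With 3 libraries a group these values cannot exclude pairing. With a replicate block edgeR called 0 higher and 0 lower genes (4322 at an unadjusted p under 0.05), 0 growth factors and 0 network genes. Over the other named genes, 118 genes with 1884 log2 fold changes under the alternatives gave 1128 that kept direction and call, 705 that lost a call, 49 that gained one and 2 that reversed. The log2 fold change of erbb3b, 0.01 with all libraries, ranged from -0.33 to 0.33 with a library left out, with -0.33 without sham replicate 2 and -0.000526 without injured replicate 1, with no call in either (adjusted p = 0.514 and 0.999). With 3 libraries a group and counts down to 19310220 in genes, edgeR recovered 48% of 2-fold changes simulated with equal spread in all libraries. A gene short of the threshold is therefore not shown to be unchanged.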

Differences from the paper's values

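The paper gives about 2400 genes with increased RNA in Fig. 1a, read by eye, and 744 were higher here at an adjusted p under 0.05 from edgeR. In the 1968 rows of Supplementary Data 1 used here, the paper's adjusted p from DESeq2 was at most 0.0499. Of these rows 999 had a positive fold change, and they named 775 genes, since a gene can take more than 1 row. The paper's text states no threshold for the count in Fig. 1a. Among the alternatives set before the data were examined, DESeq2 (1894 genes) and DESeq2 with a prior (1891) fell within 1.5 times of it, and RLE scaling (733), upper-quartile scaling (686), scaling without other tissues (754), no filter (687), 10 counts in every library (883), limma-voom with sample weights (3740), the replicate block (0), the fold of 1.2 (0) and each library left out (3750 without sham replicate 1, 0 otherwise) did not.

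The paper gives about 13 growth factor genes with increased RNA in Fig. 1a, read by eye, and does not list them in its text, and 6 of the 71 growth factor genes listed here were higher by edgeR. DESeq2 with or without a prior gave 16, within 1.5 times of the paper's count, and RLE scaling (6), upper-quartile scaling (4), scaling without other tissues (6), no filter (6), 10 counts in every library (7), limma-voom (28), the replicate block (0), the fold of 1.2 (0) and each library left out (26 without sham replicate 1, 0 otherwise) did not.

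The paper states sharp increases of both hb-egf paralogs. Its evidence also includes in situ hybridization on sections and EGFP lines for both genes, which locate expression within the cord and were not analysed here. In RNA of the whole tissue neither gene passed the threshold here, with adjusted p = 0.121 for hbegfa and 0.106 for hbegfb from edgeR. The paper's values in Supplementary Data 1 are log2 fold changes of 0.96 and 0.97 in its column without shrinkage and 0.65 and 0.66 in its other fold change column, with adjusted p = 0.0414 and 0.0376. The column without shrinkage was the one compared, and the log2 fold changes here were 0.96 for both. DESeq2 (adjusted p = 0.0406 and 0.0368), DESeq2 with a prior (0.0412 and 0.0373), limma-voom with sample weights (0.000144 and 0.000883) and edgeR without sham replicate 1 (0.000104 and 0.00100) called both genes, as did DESeq2 without sham replicate 1, chosen after the values had been seen. Every injured library lay above every sham library for both, for hbegfb by 21.1 against 20.9 CPM at the closest. Groups did not overlap for 44.7% of all genes tested.

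The paper states that receptors are induced after injury. Its evidence for Erbb4 is protein at the lesion site, which is another measure than RNA of the tissue. RNA of egfra was higher here (log2 fold change 0.43, adjusted p = 0.0466 from edgeR, and 0.0533 with upper-quartile scaling). RNA of erbb4a was lower (-0.80, adjusted p = 0.0421), as it is in the paper's Supplementary Data 1 (-0.80 without shrinkage).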

Other observations

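The test of ovary RNA was chosen after its result had been seen. The genes that the paper measured by other methods moved in part. Of 22 measured genes that it names for in situ hybridization, single cells, qPCR or enhancer tests, 7 rose, 1 fell and 14 did not pass edgeR's test (11 higher and 2 lower when adjusted over the list alone), and the list ranked higher as a set (adjusted p = 0.000499 from camera, adjusted p = 0.501 with an estimated correlation). Its neurogenic genes adcyap1b, a neuropeptide gene, and sox11b, a transcription factor of immature neurons, rose by 0.52 (standard error 0.0672, adjusted p = 0.0282 from edgeR) and 0.78 (standard error 0.172, adjusted p = 0.0450) on the log2 scale. The glial gene gfap had a log2 fold change of 0.34 (adjusted p = 0.176), the proliferation genes mki67, pcna and ccnd1 had 0.95, 0.53 and 0.29 (adjusted p = 0.229, 0.159 and 0.0509), the neuronal genes elavl3 and elavl4 -0.11 and -0.42 (adjusted p = 0.458 and 0.144), and pdgfab 0.10 (adjusted p = 0.598). mki67 measured 121 CPM in sham replicate 1 and 120 ± 1.30 CPM (SD, n = 3) in injured cords. Of the genes near other tested enhancers, ncoa4 had a log2 fold change of -0.44 (adjusted p = 0.0837), prpf38b -0.13 (adjusted p = 0.269) and ssuh2.4 1.24 (adjusted p = 0.0674). Sham replicate 1 lay at 0.571 of the way to the injured mean for this list, and without it 16 genes were higher and 3 lower. With any other single library left out edgeR called none, with 11 to 13 at an unadjusted p under 0.05, while DESeq2 called 8 to 10 higher and 1 lower.

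Of 158 genes of peripheral and non-neural tissues, 7 were higher and 1 was lower. Of 26 genes of dorsal root ganglia, 4 rose and 1 fell (5 higher and 4 lower when adjusted over the list alone), with rises of the neuropeptide genes calca by 0.89 and tac1 by 0.83 on the log2 scale and of the neural crest factor foxd3 by 1.07, and isl2a at -0.98; the list did not stand apart (median -0.31, and -0.13 without sham replicate 1 and -0.18 without injured replicate 2, adjusted p = 0.731 from camera). Of 33 genes of skin and bone, 3 rose (3 when adjusted over the list alone), the cartilage genes matn1 by 1.29 and col2a1a by 2.02 and the bone gene bglap by 1.11, and the list did not stand apart (adjusted p = 0.196), but did without sham replicate 2 or injured replicate 3 (adjusted p = 0.0183 and 0.0439). With no filter matn1 did not pass (adjusted p = 0.0519). None of 15 erythrocyte genes, 46 skeletal muscle genes and 38 oocyte genes passed edgeR's test, adjusted over all genes or over the list alone, with medians of -0.98, 0.96 and -3.98 and 6, 3 and 17 at an unadjusted p under 0.05. DESeq2 called 4 erythrocyte genes lower, 3 muscle genes higher and 21 oocyte genes lower. As sets they passed camera with a preset correlation (adjusted p = 0.000548, 0.000884 and 0.00168) and not with an estimated one (adjusted p = 0.635, 0.709 and 0.709). The median of the oocyte list was -0.55 without sham replicate 1, when its call was lost (adjusted p = 0.292). That of skeletal muscle was 0.31 without injured replicate 1, when its call was lost (adjusted p = 0.0581), and 1.60 without sham replicate 1. On the way to the injured mean, sham replicate 1 lay at 0.984 for skeletal muscle, 0.664 for erythrocytes, 0.757 for skin and bone and 0.668 for dorsal root ganglia. Left out, it gave 43 genes of these 5 lists higher and 22 lower. With any other single library left out edgeR called none, with 20 to 51 at an unadjusted p under 0.05, while DESeq2 called 6 to 8 higher and 7 to 39 lower.

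Of the 49 genes of mature neurons, 13 were lower and 2 higher after injury by edgeR, with a median log2 fold change of -0.60 over the list, which passed camera with a preset correlation and not with an estimated one (adjusted p = 0.637 with an estimated correlation). The choice of scaling does not account for it, since the highest median over 3 other scalings was -0.59. A lower share of neurons alone would raise the markers of other cell types alike. Genes of microglia and macrophages had the highest median of the cell type lists compared, at 0.82 (1.24 without sham replicate 1). Those of lymphocytes had the lowest, at -0.10 (-0.18 without sham replicate 1). This gap between highest and lowest is 5.43 bootstrap standard errors. These are over genes, which vary together within a list, and measure no spread between libraries. The medians go against a lower share of neurons as the only change, but this test cannot settle it. The gap lies between other cell types, so it cannot tell how much of the fall of neuron genes such a share explains. A change in the phagocytes, a loss of neurons beside it and lower expression within neurons stay open, and the injury that the design names remains a candidate explanation.

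Splitting the 6 libraries in the other 9 ways into 3 and 3 gave at most 0 genes past the threshold by edgeR (55 to 1093 at an unadjusted p under 0.05), against 1362 for sham and injured, so 1 of 10 splits reached that count. With 10 splits a share under 0.05 cannot be reached.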
